# Single-cell profiling guided combinatorial immunotherapy for fast-evolving CDK4/6 inhibitor-resistant HER2-positive breast cancer

**DOI:** 10.1038/s41467-019-11729-1

**Published:** 2019-08-23

**Authors:** Qingfei Wang, Ian H. Guldner, Samantha M. Golomb, Longhua Sun, Jack A. Harris, Xin Lu, Siyuan Zhang

**Keywords:** RNA sequencing, Cancer microenvironment

## Abstract

Acquired resistance to targeted cancer therapy is a significant clinical challenge. In parallel with clinical trials combining CDK4/6 inhibitors to treat HER2+ breast cancer, we sought to prospectively model tumor evolution in response to this regimen in vivo and identify a clinically actionable strategy to combat drug resistance. Despite a promising initial response, acquired resistance emerges rapidly to the combination of anti-HER2/neu antibody and CDK4/6 inhibitor Palbociclib. Using high-throughput single-cell profiling over the course of treatments, we reveal a distinct immunosuppressive immature myeloid cell (IMC) population to infiltrate the resistant tumors. Guided by single-cell transcriptome analysis, we demonstrate that combination of IMC-targeting tyrosine kinase inhibitor cabozantinib and immune checkpoint blockade enhances anti-tumor immunity, and overcomes the resistance. Furthermore, sequential combinatorial immunotherapy enables a sustained control of the fast-evolving CDK4/6 inhibitor-resistant tumors. Our study demonstrates a translational framework for treating rapidly evolving tumors through preclinical modeling and single-cell analyses.

## Abstract (web summary)

The benefit of combined CDK4/6 and anti-HER2 therapy in breast cancer is limited due to acquired resistance. Here, the authors perform single-cell analysis and show an immature myeloid cell population to infiltrate resistant tumors, and that combined cabozantinib and checkpoint therapy overcome this resistance with a sustained efficacy.

## Introduction

Precision medicine aims to design personalized treatment strategies by taking considerations of the heterogeneity of disease^1,2^. Targeted cancer therapy exemplifies this concept and has become one of the major pillars of modern cancer treatment^3–6^. However, cancer is a consistently evolving multicellular ecosystem^7^. Despite the initial clinical response, drug-resistant tumors often emerge after prolonged treatments, which imposes a clinical challenge^8,9^. Significant heterogeneity of the tumor ecosystem, at both genetic and phenotypical level, is one of the primary culprits responsible for emergence of resistant tumors under the selection pressure of targeted therapy^10^. Previous research efforts on the resistance mechanisms have focused on such heterogeneity of tumor cells, demonstrating that the drug-resistant phenotype is a result of selecting rare tumor cells with either preexisting mutations (de novo) or newly acquired mutations (acquired) that confer resistance to specific targeted therapies^11^. In addition, emerging evidence has revealed that tumor microenvironment (TME) factors, collaboratively contribute to the evolving path of the tumor to seemingly inevitable resistance^12^.

Modeling the dynamic nature of evolving drug-resistance while capturing a holistic view of both tumor cells and the TME is essential for a systematic interrogation of resistance mechanisms and designing novel strategies^12–14^. Traditionally, exploring molecular underpinnings of drug-resistance relies on either one-pathway-at-a-time approach using in vitro cell culture model or bulk DNA/RNA sequencing approaches comparing sensitive/responsive and resistant clinical tumor samples^15,16^. However, the in vitro models cannot capture the interplay between evolving tumor cells and their microenvironment, and bulk sequencing has limited resolution in revealing tumor heterogeneity or identifying rare cellular events that confer phenotypical significance to drug-resistance^17^. Recent advances of single-cell analyses are revolutionizing the traditional paradigm of studying drug-resistance by enabling a more holistic interrogation of tumor progression in response to treatments at an unprecedented single-cell resolution^18–20^. Single-cell sequencing approaches have effectively revealed intratumoral subclonal hierarchy at diagnosis^21^, Darwinian clonal repopulation^19,22^, epigenetic reprogramming associated with resistant tumor cells^23^ and dynamic changes of tumor-associated immune landscape^18,24–27^. These pioneering studies start to shed light on future clinical management strategies for patients with relapsed resistant tumors^28^.

Trastuzumab/Herceptin™, a humanized monoclonal antibody targeting the extracellular domain of human epidermal growth factor receptor-2 (HER2), is one of the most successful targeted therapies for HER2-overexpressing breast cancer^29^. However, both de novo and acquired resistance have been observed in certain patients^30,31^. Using in vitro trastuzumab-resistant cell line model, preclinical studies have mechanistically defined diverse intracellular signaling events conferring resistance^31^. Recently, Goel et. al. revealed that enhanced cyclin D1-CDK4 dependent proliferation confers trastuzumab-resistance in an inducible-HER2 transgenic mouse model^32^. Targeting cyclin D1-CDK4 acts synergistically with trastuzumab and, more intriguingly, elicits anti-tumor immune response^33,34^. In light of such strong preclinical evidence and together with the recent advance of CDK4/6 inhibitors for estrogen receptor (ER)-positive breast cancer^35,36^, new combinatorial regimen of CDK4/6 inhibitors plus trastuzumab is under active clinical investigation^37,38^. Despite the promise of this regimen in treating HER2+ breast cancer, one can envision that the resistance will ultimately emerge. Thus, we reasoned that prospectively modeling the tumor evolution in response to a trastuzumab plus CDK4/6 inhibitor regimen will provide valuable insight to the potential acquired resistance mechanisms. Preclinically, proactively exploring alternative therapeutic strategies that target emerging resistance mechanisms to prevent or inhibit resistance will have a direct translational impact on ongoing trials and improve the therapeutic outcome.

In parallel with current clinical trial scenario, here, we prospectively model in vivo acquired resistance to CDK4/6 inhibitor and trastuzumab treatment using a transgenic mouse model. We find that acquired resistance to anti-HER2/Neu antibody plus Palbociclib combination emerges quickly after initial response. Through high-throughput single-cell profiling of the evolving tumors over the course of treatment, including treatment naive, responsive/residual disease and rapidly relapsed tumors, we reveal a distinct immunosuppressive immature myeloid cell (IMC) population infiltrates in the resistant tumors. Next, guided by single-cell analyses, we evaluate the in vivo efficacy of using combinatorial immunotherapy by concomitantly targeting IMCs and enhancing T-cell activity. Further, our rationally designed sequential combinatorial regimens enable a durable response and sustained control of the emergence of acquired resistance in rapidly evolving HER2-positive breast cancers.

## Results

### Rapid emergence of resistance to anti-Her2 and CDK4/6 therapy

To address the question whether HER2/neu and CDK4/6 inhibition has a sustainable therapeutic effect in advanced HER2-positive breast cancer, we employed the MMTV-neu202^Mul^ transgenic mouse bearing late-stage mammary tumor (volume > 500 mm^3^) and examined their response to a continuous anti-HER2/neu antibody (Ab) plus CDK4/6 inhibitor Palbociclib (Pal) treatment. Two weeks of Ab + Pal treatment produced pronounced effects, leading to tumor regression with an average volume reduction of 52.74% (Fig. 1a) and significant suppression of tumor cell proliferation (Supplementary Fig. 1A). In contrast, control mice exhibited an average of 108.4% increase in tumor size over the same period, and Pal or Ab single treatment only showed a mild to moderate effect. Despite the initial significant efficacy of Ab + Pal combination and extended survival to doubled tumor volume (Supplementary Fig. 1B), shortly after tumor regression (2–4 weeks), all combination-treated tumors rebounded and eventually developed resistance (Fig. 1b, Supplementary Fig. 1C–E).

**Fig. 1:**
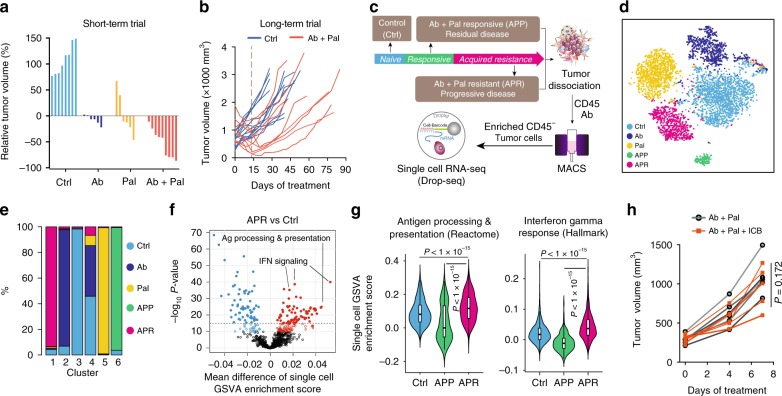
Emergence of resistance to Her2 and CDK4/6 targeted therapy and tumor cell scRNA-seq. **a** Waterfall plots showing percent change of tumor volume with 14-days treatment in MMTV-neu mice (*n* = 8, 6, 6, and 9 for Ctrl, Ab, Pal, and Ab + Pal). Ctrl, vehicle treated; Ab, anti-HER2/Neu antibody; Pal, CDK4/6 inhibitor Palbociclib. **b** Tumor volume curves showing tumors rebounded during sustained Ab + Pal combination treatment (*n* = 12 for Ctrl and *n* = 10 for Ab + Pal). **c** Schematic for sample processing, enrichment of tumor cells and Drop-seq based single-cell RNA sequencing. **d** t-distributed stochastic neighbor embedding (t-SNE) plots colored by treatment groups and clustering of 4711 tumor cells derived from Ctrl, Ab or Pal alone, APP (responsive/residual tumors, 10–14 days with Ab + Pal treatment), and APR (resistant tumors/progressive disease, 45–75 days with Ab + Pal treatment). Each point represents a single cell. **e** Abundance of tumor cells with indicated treatment in each cluster. **f **Volcano plots comparing ssGSEA enrichment score of 1053 canonical pathways/gene sets of the C2 collection of Molecular Signatures Database between APR and Ctrl scRNA-Seq data. Each point represents one pathway/gene set. *X*-axis, mean difference of single-cell ssGSEA enrichment score; *Y*-axis, −log10 (*P*-value by *t*-test). **g** Enrichment score violin plots for single cells in each group for indicated signatures. **h** Volumes of Ab + Pal resistant tumors with treatment combining immune checkpoint blockades (*n* = 7 for Ab + Pal and *n* = 6 for Ab + Pal + ICB). ICB, anti-CTLA4 and anti-PD-1 antibody cocktail. *P* values by two-tailed Student’s *t* test

### Single-cell transcriptome profiling of tumor cells

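The CD45-depleted fraction of mammary tumors from MMTV-neu mice was profiled by Drop-seq, a droplet method that counts unique molecular identifiers (UMIs) per gene and cell barcode. There is 1 library for each of 5 groups: vehicle (Ctrl), anti-HER2/neu antibody (Ab), the CDK4/6 inhibitor palbociclib (Pal), tumors responding to both drugs (APP) and tumors resistant to both drugs (APR). The authors aligned the reads to mm10, counted UMIs and deposited the counts without cell filters or normalization, in matrices of 9000 barcodes in total. The filters of the paper's methods were applied here: 600 to 4000 genes, 1500 to 20000 UMIs and at most 15% mitochondrial UMIs, with a cell removed where it failed either limit. They left 6507 cells, and 133 cells with a UMI of Pdgfra, Pecam1, Ptprc or Itgam were then removed. The 6374 remaining cells were 2667 Ctrl, 846 Ab, 1760 Pal, 193 APP and 908 APR cells. Scrublet called 58 of the 193 APP cells doublets (30.1%), and at most 0.455% of the cells of any other of these libraries, and none were removed. The summed depths were 8797826, 3738289, 7303267, 835331 and 3388411 UMIs, and their median depths 2510, 3492, 3115.5, 2240 and 2954 UMIs per cell, in the same order. A cell was removed only where it failed both limits in an alternative reading of the methods, which kept 7502 cells. Because each group is a single library, pooled by the authors from several tumors, no difference between groups has a replicate check and no test was run. Levels are summed UMIs per 10000 UMIs with exact Poisson 95% intervals, and shares of cells carry exact binomial 95% intervals, both of which cover counting error only.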

To explore the molecular underpinnings of the development of resistance, we performed single-cell RNA sequencing (scRNA-seq) on enriched tumor cells (Fig. 1c). First, we used nonlinear dimensionality reduction (t-distributed stochastic neighbor embedding, t-SNE) analysis to examine global transcriptional features across tumor cells from control (naive to treatment), Ab or Pal alone, Ab + Pal responsive/residual disease (APP) and Ab + Pal resistant (APR) tumors/progressive disease (Fig. 1d). We observed distinct distribution patterns and identified six clusters (Supplementary Fig. 2A, B). Generally, individual cells derived from each treatment tended to cluster together (Fig. 1d and Supplementary Fig. 2A–C). 

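The cells were clustered again here from the 2000 most variable genes, 20 principal components and a shared-neighbor graph, at the lowest Leiden resolution that gave at least 6 clusters. Of the Ctrl cells, 2540 of 2667 lay in a single cluster (95.2%, 94.4 to 96.0%). The corresponding shares were 758 of 846 Ab cells (89.6%, 87.3 to 91.6%) and 1737 of 1760 Pal cells (98.7%, 98.0 to 99.2%). They were 192 of 193 APP cells (99.5%, 97.1 to 100.0%) and 869 of 908 APR cells (95.7%, 94.2 to 96.9%). Each of these 5 clusters was held by a different library, so with 1 library per treatment the clusters separate libraries and treatments alike. The alternative that moved these shares most kept the stromal-marker cells. Of the Ab cells, 98.1% then shared a cluster with the cells that carry proliferation genes. That cluster held 848 Ab, 116 Ctrl, 20 Pal and 16 APR cells, and so was held mostly by the Ab library. At a resolution of 1.0, which gave 11 clusters, 95.0% of Ctrl cells lay in clusters held mostly by that library.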

Clusters 3, 2, 5, 6, and 1 were largely representing cells derived from control, Ab only, Pal only, APP, and APR tumors, respectively (Fig. 1d, e). 

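In the clustering of the CD45-depleted cells made here, a cluster of 198 cells drew on 4 of the 5 libraries, and its leading genes by fold were Hist1h2ak, Ccnb1, Plk1 and Kif23. Its cells had a median of 5176.5 UMIs, above the median of every library. It held 93 Ctrl cells (3.49%, 2.82 to 4.26%), 73 Ab cells (8.63%, 6.82 to 10.7%), 19 Pal cells (1.08%, 0.651 to 1.68%) and 13 APR cells (1.43%, 0.764 to 2.44%). None of the 193 APP cells lay in it, which allows a share of up to 1.89%. Over all cells of a library, Top2a was at 0.776 UMIs per 10000 in Ctrl, 0.907 in Ab, 0.304 in Pal and 0.263 in APR, and 3 UMIs in APP gave 0.0359. Cdk1 was at 0.797, 0.856, 0.481 and 0.180 in the same 4 libraries and at 0.0479 in APP. Mki67 was at 1.03, 1.00, 0.244 and 0.280, with 0.156 in APP, and Cenpa at 0.770, 0.856, 0.268 and 0.136, with 0.0359 in APP.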

One exception to the seemingly mutually exclusive clustering based on treatment was cluster 4, which was characterized by the high expression of proliferation genes such as *Top2a, Cdk1, Mki67,* and *Cenpa* (Supplementary Fig. 2D), suggesting that subpopulation of tumor cells conferred tolerance to treatment or adapted to drug selection. Besides the dominant clustering as cluster 1, APR tumor cells also spread into other clusters, indicating the nature of heterogeneity.

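Outside the cluster that held most of them, 39 of the 908 APR cells were spread over 4 others. The cluster of mainly Ctrl cells held 15 of them (1.65%), the cluster with proliferation genes 13, that of mainly Pal cells 6 (0.661%) and that of mainly Ab cells 5 (0.551%). The cluster of APP cells held none, where 3 cells would make a share of 0.330%.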

To examine the functional implications of gene signatures unique to each cluster, we performed single-sample gene set enrichment analysis (ssGSEA) focusing on control, Ab + Pal responsive and resistant tumors (Fig. 1f, Supplementary Fig. 2E). Targeting cell-cycle machinery is recognized to be the primary mechanism of action of CDK4/6 inhibitors. GSEA analysis revealed that, overall, G−S-phase cell-cycle transition and mitotic activity were downregulated in APP tumors compared with control tumors, while APR tumors showed a reprogramed cell-cycle machinery with slight enhanced mitotic activity (Supplementary Fig. 2F), which was consistent with Ki67 staining result (Supplementary Fig. 1A, E). 

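Gene sets were taken from Reactome, and each was compared between 2 libraries as the median log2 ratio of its genes. A gene entered where its mean level over the 5 libraries corresponds to at least 20 UMIs in the compared library of fewer UMIs. Its own count there can be lower. The percentile of a set among 10000 random lists matched on expression describes these libraries and is no test. Over all genes compared, the median log2 ratio was -0.22 for APP minus Ctrl, -0.00 for APR minus Ctrl and 0.28 for APR minus APP. For APP minus Ctrl, the G1/S Transition median was -0.77, with 9 of 65 genes higher, at percentile 0. The M/G1 Transition median was -0.75 with 9 of 54 genes higher, and that of M Phase -0.44 with 39 of 125 genes higher, at percentile 0.28. For APR minus Ctrl the 3 medians were -0.05 with 41 of 87 genes higher, 0.02 with 37 of 70 and -0.02 with 92 of 197, at percentiles 6.74, 34.38 and 20.08, and that of Mitotic G1-G1/S phases was -0.11 with 46 of 104, at percentile 0.67. For APR minus APP the medians of G1/S Transition and M Phase were 1.00 and 0.57. A rank score per cell, computed after each cell was thinned to 1500 UMIs with no cell left out, gave means for M Phase of 0.0255 in Ctrl, 0.0151 in APP and 0.0279 in APR. The M Phase score of tumor cells, APR minus Ctrl, differed by 0.00233 thinned and 0.00442 unthinned. For G1/S Transition the means were 0.0489, 0.0226 and 0.0540, and the G1/S Transition score of tumor cells, APR minus Ctrl, differed by 0.00506 thinned and 0.00902 unthinned. The score and the gene medians thus had opposite signs for APR minus Ctrl in both sets.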

APP tumors showed enrichment of genes involved in both death receptor ‘P75 NTR signaling’ and ‘NFκB is activated and signals survival’ (Supplementary Fig. 2E, G), suggesting that Ab + Pal treatment induced death signaling and reprogrammed survival signaling to adapt to the treatment. 

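For APP minus Ctrl, the median log2 ratio of the genes of the Reactome set on p75NTR signaling via NF-kB was 0.74, with 10 of 11 genes higher, at percentile 99.99 of the random lists. That of the set on NF-kB activation and survival was also 0.74, with 8 of 9 genes higher, at percentile 99.97. Both sets concern NF-kB and any genes they share were not taken out, so the 2 values may not be independent. A set on p75NTR death signaling apart from NF-kB was not scored. The files list 14 of 16 and 11 of 13 genes of the 2 sets. For APR minus Ctrl the medians were 0.40 with 9 of 13 genes higher and 0.43 with 7 of 10 genes higher. The mean rank scores per cell in Ctrl, APP and APR were 0.0806, 0.121 and 0.0913 for the first set and 0.102, 0.148 and 0.116 for the second. APP minus Ctrl was 0.0402 and 0.0460 on the thinned cells, and 0.0470 and 0.0512 on the unthinned cells.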

Notably, ‘antigen processing and presentation’ and ‘interferon signaling signatures’ were among the most strikingly differential enriched signatures in the APR tumors compared with control and APP tumors **(**Fig. 1f, g, Supplementary Fig. 2E–H). These results at the single-cell transcriptome level indicated that CDK4/6 inhibitor treatment elicits antigen presentation and stimulate interferon signaling, supporting and extending previous observations^33^. 

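For APR minus Ctrl, the median log2 ratio of the Reactome set Interferon Signaling was 0.28, with 57 of 79 genes higher. That of interferon alpha/beta signaling was 0.48 with 9 of 11 genes higher, and that of interferon gamma signaling 0.29 with 39 of 52. Class I MHC mediated antigen processing and presentation had a median of 0.28, with 67 of 89 genes higher, and the set on folding, assembly and peptide loading of class I MHC 0.31, with 25 of 29. These 5 medians lay between percentiles 99.86 and 100 of the random lists. The files list 114 of 161, 12 of 27, 85 of 114, 105 of 128 and 37 of 52 genes of the 5 sets, and the medians describe the genes compared and not the whole sets. For APR minus APP, where the median of all genes was 0.28, those of Interferon Signaling and class I MHC were 0.53 and 0.94. For APP minus Ctrl, where it was -0.22, they were -0.33 and -0.66. B2m was at 165.8 UMIs per 10000 in Ctrl, 17.1 in APP and 204.2 in APR, a ratio of APR to Ctrl of 1.23 (1.22 to 1.24) and of APR to APP of 12.0 (11.4 to 12.6). H2-D1 was at 67.8, 18.2 and 96.1, a ratio of APR to Ctrl of 1.42 (1.40 to 1.44). The ratio of APR to Ctrl was 1.37 (1.25 to 1.499) for Tap1 and 1.55 (1.43 to 1.67) for Irf7. In the Pal library, H2-D1 was at 70.2. The mean rank scores of Interferon Signaling were 0.0335 in Ctrl, 0.0279 in APP and 0.0431 in APR, and APR minus Ctrl was 0.00960 thinned and 0.0155 unthinned. From the enrichment of these 2 kinds of signature in APR tumors, the paper concludes that CDK4/6 inhibitor treatment elicits antigen presentation and interferon signaling.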

Given that increased antigen presentation and interferon signaling, which suggested an elevated tumor immunogenicity in APR tumors, we next sought to combine immune checkpoint blockades (ICB, anti-CTLA4, and anti-PD-1 antibodies) to overcome or prevent the resistance to Ab + Pal treatment. However, the addition of ICB to the rebound APR tumors showed only modest effect (Fig. 1h, Ab + Pal + ICB), suggesting other factors rather than CTLA4 and PD-1/L1 axis might be the major mediator for the resistance.

### Enrichment of IMCs in resistant tumors revealed by scRNA-seq

We next investigated the TME factors that could potentially mediate the development of resistance. The observation that more CD45^+^ leukocytes in both APP and APR tumors compared with Ctrl (Supplementary Fig. 3) led us to focus on the immune compartment. CD45^+^ tumor-infiltrated leukocytes (TILs) were isolated then scRNA-seq was performed (Fig. 2a). tSNE clustering identified nine clusters among 1444 TILs (Fig. 2b, left). 

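These leukocytes are the CD45+ fraction of MMTV-neu tumors, retained on a magnetic column and profiled by Drop-seq, with 2 libraries for each of Ctrl, APP and APR. The deposited UMI counts cover 9500 barcodes in 6 libraries, before any cell filter. The paper's filters of 400 to 4000 genes, 1200 to 30000 UMIs and at most 10% mitochondrial UMIs left 1568 cells, with a cell removed where it failed either limit. They were 179 and 423 Ctrl, 127 and 178 APP and 307 and 354 APR cells. Removing a cell only where it failed both limits left 2962. The cells used held 871949 and 1701921 UMIs in Ctrl, 504532 and 640623 in APP, and 1363677 and 1578855 in APR. Median depths were 3670 and 3190, 3158 and 2749, and 2693 and 2998 UMIs per cell. Clustering as for the tumor cells, at the lowest resolution that gave at least 9 clusters, gave 10, numbered here by size. Shares of clusters were tested with edgeR's quasi-likelihood test on the number of cells per library, and genes with the same test on UMIs summed over all cells of a library. With 2 libraries against 2, an exact permutation test of library labels cannot give a two-sided p below 0.333.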

Unlike the distribution pattern of tumor cells which were largely dependent on treatment, a great number of TILs from different groups were mixed together or clustered closely (Supplementary Fig. 4A), suggesting their similar transcriptomic properties. 

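Of the 10 clusters, 5 held cells of all 6 libraries: clusters 1, 2, 3, 4 and 5, with 457, 265, 211, 162 and 146 cells. Cluster 6 held 25.5% of Ctrl replicate 2 and at most 1.41% of any other library, and cluster 7 held 50.3% of Ctrl replicate 1 and at most 3.58% of any other. Cluster 10 held cells of APP replicate 2 only (11.2%). Libraries of 1 treatment differed from each other as well: cluster 1 held 37.8% of APP replicate 1 and 1.69% of APP replicate 2.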

Initial examination of top cluster-specific genes revealed major features of macrophage (e.g., *Apoe, Lyz2,* and *C1qc*) in clusters 1 and 2, meanwhile, clusters 8 and 9 showed high expression of NK and/or T-cell genes (e.g., *Nkg7, Gramb, Cd3g, Cd3d, Trbc2,* and *Cd8b1*) (Supplementary Fig. 4B). 

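CPM values are counts scaled to the summed counts of the tested genes in each library, after edgeR's TMM adjustment. Over all cells of a library, Apoe was at 55228.8 ± 23788.2 CPM (SD, n = 2) in Ctrl and 2751.7 ± 2086.0 in APR. Its log2 fold change of APR minus Ctrl was -4.33 (standard error 1.40, adjusted p = 0.132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That change ranged from -5.43 to -3.69 with single libraries left out. C1qc fell by 3.74 on the log2 scale (standard error 0.73, adjusted p = 0.0511), from 2237 ± 286 to 167 ± 92.9, and Lyz2 by 3.95 (standard error 1.29, adjusted p = 0.134, a change of -5.70 to -3.16 with single libraries left out). Each of the 3 genes was lower in both APR libraries than in both Ctrl libraries, and C1qc was called without APP replicate 1 or 2, within a range of -4.45 to -3.24 over all libraries left out. Among genes of NK and T cells, Cd3g was at 230 ± 260 CPM in Ctrl, 600 ± 323 in APP and 154 ± 115 in APR. For APP minus Ctrl its log2 fold change was 1.37 (standard error 1.02, adjusted p = 0.606, same test), with a range of 0.50 to 3.52 over all libraries left out. Nkg7 had 0.63 (standard error 0.99, adjusted p = 0.813), which ranged from -0.29 to 2.74 with each library left out in turn and was negative without Ctrl replicate 1 or APP replicate 2.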

The classification of macrophage, T and NK cells (Fig. 2b, right), was also supported by visualization expression of key marker genes across the single-cell data (Supplementary Fig. 4C). 

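With marker lists fixed before the data were examined, clusters 2, 7 and 9 had 12 of 12 macrophage genes at 3 times or more the lowest cluster, and cluster 10 had 8 of 12. The leading genes of cluster 9 by fold included F13a1 and no gene of the macrophage list. Clusters 3 and 5 carried 13 and 14 of 17 genes of the T and NK cell list in the same way, and cluster 8 carried 7 of 7 fibroblast genes. Clusters 1 and 4 had 11 of 13 mammary epithelial genes raised, among them Epcam, Krt8, Krt18 and Erbb2, and none of the macrophage list.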

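In the clustering made here, 7 genes taken from the paper (Cd14, Lcn2, Arg1, Xbp1, Mgst1, Csn2 and Chi3l1) met in clusters 1, 4 and 6, the first 2 of which carried 6 of the 7 without Cd14 and the third 5. The 3 clusters hold 738 cells. Lcn2 was at 147 UMIs per 10000 in them, 4.85 in the clusters with macrophage genes and 10.1 in those with T and NK cell genes, and CD45-depleted APR tumor cells carried it at 160. Arg1 was at 2.54, 1.91 and 0.295, against 5.23 in the CD45-depleted APR tumor cells. Ptprc, which encodes CD45, was at 0.491, 7.73 and 13.9, and Epcam at 37.4, 1.47 and 4.01, against 39.7 for Epcam in the APR tumor cells. Over whole libraries, Xbp1 was at 965 ± 178 CPM (SD, n = 2) in APR and 278 ± 3.82 in Ctrl, a log2 fold change of 1.796 (standard error 0.80, adjusted p = 0.227 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lcn2 had 2.87 (standard error 1.43, adjusted p = 0.272) and Cd14 -1.69 (standard error 1.37, adjusted p = 0.489, -2.46 to -0.33 with single libraries left out). Arg1 had -0.41 (standard error 0.78, adjusted p = 0.787), between -0.99 and 0.39 with each library left out in turn, and 0.39 was the value without Ctrl replicate 1.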

Of note, cells of clusters 4 (327 cells) and 5 (191 cells) displayed high expression of monocyte genes (*Cd14* and *Lcn2*) with the unique expression of *Arg1* and *Xbp1* (Supplementary Fig. 4B–D), which are molecular features associated with myeloid-derived suppressor cells (MDSCs)^39,40^. Cluster 6 (117 cells) showed intermediate expression of cluster 1 and 2-specific genes, as well as cluster 4,5-related genes, suggesting that these cells might be an intermediate state between macrophage and cells of clusters 4 and 5. Therefore, cells of cluster 4, 5, and 6 were annotated as IMCs (Fig. 2b). 

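Among the clusters made here, cluster 6 carried both kinds of gene, with 10 of 12 macrophage genes and 8 of 13 mammary epithelial genes raised. Its 119 cells had a median of 1518 UMIs, near the minimum of 1200, against 4025 in the macrophage-gene clusters. The median gene of the macrophage list was at 37.9% of its level in those clusters, and that of the mammary epithelial list at 51.6% of its level in CD45-depleted APR tumor cells. Of its cells, 108 came from Ctrl replicate 2.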

The above single-cell transcriptome-based profiling and classification of TILs indicated a distinct immune milieu among control, Ab + Pal responsive and resistant tumors. 

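Over all cells of a library, 295 of 10063 genes differed for APR minus Ctrl at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 34 higher and 261 lower, and DESeq2 called 873. Without a filter on low counts edgeR called 1878 (725 higher and 1153 lower). With only the 2 groups compared the counts were 569 higher and 966 lower, and with the replicate number as a block 98 and 490. The count also rested on single libraries: 0 genes were called without Ctrl replicate 1, Ctrl replicate 2, APR replicate 1 or APR replicate 2, and 1177 (409 higher) and 1355 (493 higher) without APP replicate 1 or 2. Of the genes higher in APR with libraries that do not overlap, the 3 with the smallest p were Fam115a, Tspan1 and Iigp1. Tspan1 was at 57.3 ± 7.74 CPM (SD, n = 2) against 2.16 ± 0.960, a log2 fold change of 4.52 (standard error 0.54, adjusted p = 0.0353), and 4.28 to 5.09 with single libraries left out. The 3 lower were Abca9, Fam105a and 4632428N05Rik. Abca9 was at 2.17 ± 0.359 against 70.6 ± 15.5, a log2 fold change of -4.95 (standard error 0.47, adjusted p = 0.0297), and -5.23 to -4.72 with single libraries left out. Between APR and APP, edgeR called 0 genes, with 2185 at an unadjusted p under 0.05 and 356 by DESeq2. Without APP replicate 1 it called 692. Between APP and Ctrl it also called 0, with 1258 at an unadjusted p under 0.05 and 116 by DESeq2. In simulated counts of these libraries, 163 of 200 genes changed by 4 on the log2 scale were found and 0 of 200 changed by 2.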

The responsive tumors contained a higher frequency of T and NK cells while the resistant tumors were dominated by IMCs (Fig. 2c).

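Clusters 1, 4 and 6, which carry the IMC genes, held 12.3% and 29.1% of the 2 Ctrl libraries, 41.7% and 3.93% of APP and 81.8% and 79.7% of APR. The means were 20.7% ± 11.9 (SD, n = 2), 22.8% ± 26.7 and 80.7% ± 1.48. With the class assigned per cell by marker UMIs, they were 0.634%, 3.43% and 10.4%. There a cell takes the list with most UMIs, and the mammary epithelial list competes with the IMC genes. In Ctrl replicate 2, 108 of the 123 cells of clusters 1, 4 and 6 lay in cluster 6. In APR most lay in cluster 1 (68.1% and 50.8% of the libraries) and cluster 4 (12.4% and 27.4%). The log2 fold change of the share was 1.96 for APR minus Ctrl (standard error 1.43, adjusted p = 0.422 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in both APR libraries than in both Ctrl libraries). For APR minus APP it was 1.83 (standard error 1.43, adjusted p = 0.422), again with both APR libraries higher. Over 12 alternatives the adjusted p ranged from 0.219 to 0.697 for the first and from 0.192 to 0.697 for the second. Clusters 3 and 5, which carry T and NK cell genes, held 8.38% and 25.3% of Ctrl, 31.5% and 62.9% of APP and 7.82% and 16.7% of APR. For APP minus Ctrl the log2 fold change was 1.48 (standard error 1.41, adjusted p = 0.422, range over alternatives 0.0784 to 0.697), and for APP minus APR it was 1.94 (standard error 1.43, adjusted p = 0.422, same range), with both APP libraries above both libraries of each other group. Clusters 2, 7, 9 and 10, with macrophage genes, fell from 60.2% ± 20.7 in Ctrl to 5.97% ± 4.45 in APR, a log2 fold change of -3.33 (standard error 1.52, adjusted p = 0.311, range over alternatives 0.0593 to 0.617). None of these comparisons passed an adjusted p of 0.05 in any of the alternatives, and in simulated tables a change by 2 on the log2 scale was found in 12% of cases. The mammary epithelial genes were in clusters 1, 4 and 6 at a median of 94.2% of their level in CD45-depleted APR tumor cells. The paper states from these frequencies that responsive tumors held more T and NK cells and that resistant tumors were dominated by IMCs.

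**Figure D1:**
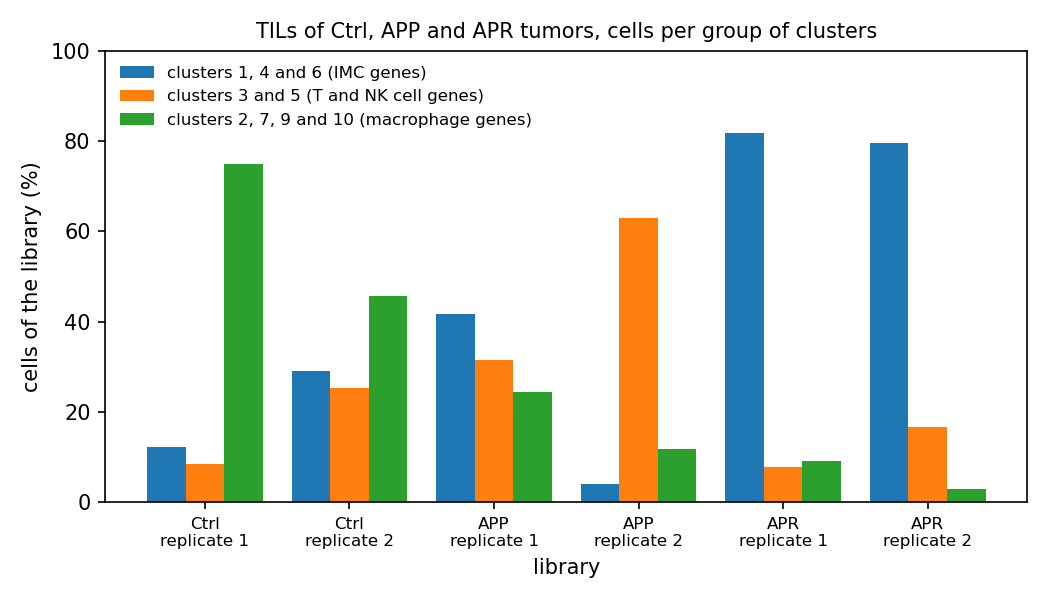
Share of the cells of each CD45+ library, in percent (y axis), in 3 sets of clusters, for each library of Ctrl, APP and APR (x axis). Each bar is 1 set of clusters in 1 library. Clusters 1, 4 and 6 hold 81.8% and 79.7% of the APR libraries, and the APP libraries lie apart at 41.7% and 3.93%.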

**Fig. 2:**
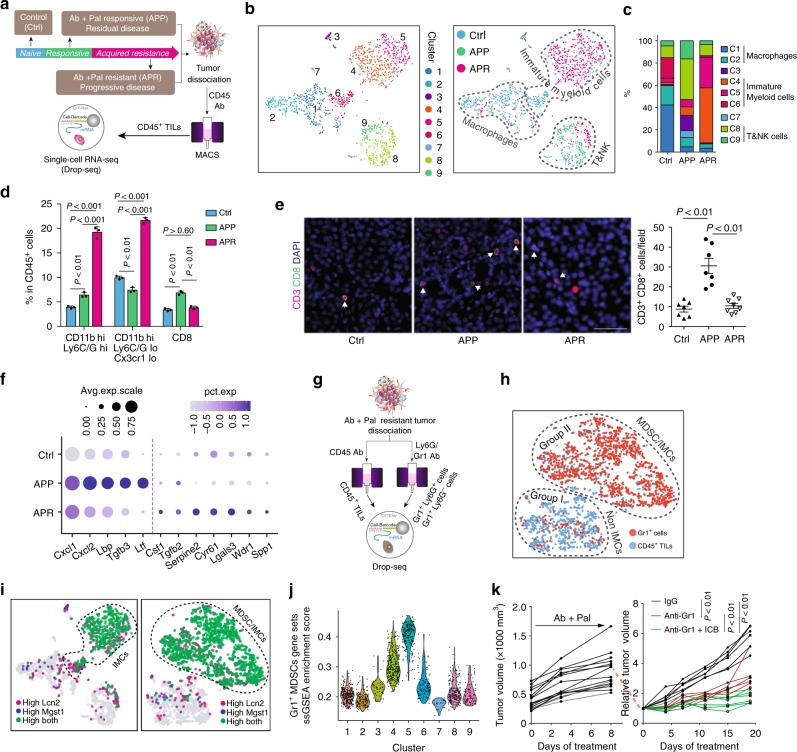
Distinct immune milieu in different phenotypes and immature myeloid cells are enriched in resistant tumors. **a** Schematic for tumor dissociation, isolation of tumor infiltrated leukocytes and Drop-seq based scRNA sequencing. Ctrl, vehicle-treated control; Ab, anti-HER2/Neu antibody; Pal, CDK4/6 inhibitor Palbociclib; TILs, tumor infiltrated leukocytes. **b** Clustering of 1444 TILs derived from Ctrl, APP, and APR tumors and t-SNE plot colored by clusters (left) and annotation of TIL-clusters on t-SNE plot colored by treatment groups (right). **c** Abundance of each cluster (as clustered and annotated in **b**) in TILs with indicated treatment. **d** Analysis of immune cell populations among CD45^+^ TILs by mass cytometry. **e** Representative images and quantification of CD3 and CD8 immunofluorescence staining for Ctrl, APP, and APR tumors. Arrows indicate CD3 and CD8 double-positive cells. Scale bar, 50 μm. **f** Single-cell transcriptional analysis of tumor-produced cytokines and chemokines. The size of each circle reflects the percentage of cells in a treatment group where the gene is detected, and the color intensity reflects the average expression level within each treatment group. **g** Schematic for tumor dissociation, isolation of CD45^+^ TILs and Gr1^+^ cells and scRNA-seq. **h** t-SNE plot of scRNA-seq data containing 1153 CD45^+^ TILs and 1318 Gr1^+^ cells. **i** Overlay of marker genes for Gr1^+^ cell population identified from experiment of **g** on t-SNE plots derived from **b** and **g**, respectively. **j** Violin plot showing distribution of ssGSEA enrichment score among TIL-clusters identified from **b**. MDSCs signature generated by experiment as shown in **g** was used for enrichment analysis. **k** Growth of APR tumors by adding Gr1 antibody and ICB. APR tumors were transplanted to recipient MMTV-neu mice and treated with Ab + Pal first to acquire the resistance phenotype (left) and then adding IgG (*n* = 6), anti-Gr1 (*n* = 5) or anti-Gr1+ICB (*n* = 7) treatments were followed (right). Each point represents a single cell in **b**, **h**, **i**, **j**. Error bars represent SD in **d** and SEM in **e**. *P*-value in **d**, **e**, **k** by one-way ANOVA with Tukey’s test

To connect the canonical cell surface markers with the observed transcriptome heterogeneity of TILs, we profiled the TILs of control, APP, and APR tumors using CyTOF. CD45^+^ live cells were analyzed and we observed an increase of CD11b^high^ myeloid cells while a decrease of CD11b^low^ cells in APR tumors, and more T and NK cells in APP tumors (Supplementary Fig. 5A–C), which was consistent with the trend of scRNA-seq profiling and classification. Lymphocyte antigen 6 complex (Ly6C/G) and chemokine (C-X3-C motif) receptor 1 (Cx3cr1) are valuable markers with both phenotypic and functional significance for myeloid cells. Closer examination of CD11b^high^ myeloid cells showed an increase of CD11b^high^ Ly6C/G^high^ (19.23% in APR tumors compared with 3.91% and 6.41% in control and APP tumors, respectively) and CD11b^high^ Ly6C/G^low^Cx3cr1^low^ (21.63% in APR compared with 9.94 and 7.41% in control and APP tumors, respectively) subpopulations in APR tumors (Fig. 2d, Supplementary Fig. 5D). Of note, CD11b and Ly6C/G (Gr1) are recognized as phenotypic markers of mouse MDSCs. Immunofluorescence staining confirmed a significant decrease of CD8^+^ T-cell infiltration (Fig. 2e) and increase of MDSCs (Supplementary Fig. 5F) in resistant tumors. Collectively, these observations revealed that APP tumors were infiltrated with more T and NK cells while, in contrast, APR tumors were dominated by IMCs infiltration.

The dominant presence of IMCs suggested an immunosuppressive microenvironment in APR tumors. To understand the possible mechanisms involved in the transition of the immune microenvironment, the effect of Ab + Pal treatment on expression of cytokines and chemokines was investigated, as tumor-produced factors are critical for the recruitment and functional properties of TILs^14^. Single-cell transcriptional analysis of tumor cells revealed that several secreted factors involved in recruitment or chemotaxis of myeloid cells were increased, including *Cxcl1*, *Cxcl2*, *Tgfβ3,* and lactotransferrin (*Ltf*) after short-term Ab + Pal treatment (Fig. 2f). 

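In the CD45-depleted cells, Cxcl1 was at 12.7 UMIs per 10000 in Ctrl and 21.3 in APP, a ratio of 1.68 (1.59 to 1.76). Cxcl2 rose from 4.70 to 16.1 (ratio 3.41, 3.21 to 3.63) and Tgfb3 from 2.04 to 5.02 (ratio 2.46, 2.21 to 2.74). Ltf was at 0.182 in Ctrl and 6.24 in APP, a ratio of 34.3 (28.7 to 41.2). In APR the ratios to Ctrl were 1.66 for Cxcl1, 2.07 for Cxcl2, 0.835 for Tgfb3 and 4.71 for Ltf. The intervals cover counting error in 1 library per group, and no test across tumors could be made.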

Ltf has been reported as a driver for accumulation and acquisition of immunosuppressive activity of MDSCs^41^. On the other hand, expression of multiple cytokines and chemokines associated with myeloid cell recruitment and differentiation, including *Csf1*, *Tgfβ2*, *Serpine2*, *Cyr61*, and *Lgals3* were upregulated in cells from APR tumors (Fig. 2f). 

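In APR, Csf1 was at 0.738 UMIs per 10000 against 0.219 in Ctrl, a ratio of 3.36 (2.78 to 4.08). Serpine2 was at 1.69 against 0.740 (ratio 2.28, 2.03 to 2.55), and its level in APP rested on 2 UMIs (0.0239). Lgals3 was at 1.58 against 0.910 (ratio 1.74, 1.56 to 1.94) and Tgfb2 at 0.841 against 0.609 (ratio 1.38, 1.19 to 1.60). Cyr61 was at 1.92 against 1.64, a ratio of 1.176 (1.07 to 1.29). Among the 5 libraries, the highest level was not in APR for 3 of these genes: Tgfb2 was at 0.893 in Pal, and Cyr61 and Lgals3 were at 4.45 and 3.81 in Ab.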

Colony stimulating factor 1 is important for development and activation of MDSCs^39,40^. These data indicate that tumor cells are capable of evolution/adaptation through the production of multiple immunomodulatory factors to establish an immunosuppressive environment to acquire and sustain resistance to Ab + Pal treatment.

### Characterization of scRNA-seq annotated immature myeloid cells

Noticeable in APR tumors, the IMCs annotated by scRNA-seq (clusters 4 and 5) possessed certain molecular characteristics of MDSCs. This observation led us to explore the potential association between the transcriptome profiling identified IMCs and the surface markers defined MDSCs through transcriptomic analysis. First, we isolated tumor infiltrated Gr1^+^ cells (including Gr1^high^Ly6G^+^ and Gr1^dim^Ly6G^−^ populations) and found that these cells inhibited the proliferation of CD4+ and CD8+ T cells in vitro (Supplementary Fig. 6A), an important functional characteristic of MDSCs^39^. Next, Gr1^+^ cells and CD45^+^ TILs were isolated in parallel from the transplanted APR tumors and scRNA-seq was performed (Fig. 2g). 

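The sort was profiled by Drop-seq in 6 libraries of transplanted APR tumors, with 2 each of Gr1high Ly6G+ cells, Gr1dim Ly6G- cells and CD45+ TILs. The 2 TIL libraries are also the Ab+Pal libraries of the later comparison of cabozantinib regimens. The deposited UMI counts, again without cell filters, cover 12000 barcodes. The paper's filters of 500 to 5000 genes, 1500 to 50000 UMIs and at most 10% mitochondrial UMIs left 2742 cells: 298 and 483 Gr1high, 574 and 187 Gr1dim and 684 and 516 TIL cells. A cell had to fail both limits to be removed in the alternative reading, which kept 4420. The cells used held 740696 to 3465274 UMIs per library, with median depths of 5263.5 and 3289 (Gr1high), 3198 and 2762 (Gr1dim) and 3644 and 2886.5 (TILs) UMIs per cell. The lowest resolution gave 5 clusters. The 4 Gr1-sorted libraries were tested against the 2 TIL libraries. The exact two-sided permutation test used here doubles the smaller tail, and its smallest p for 4 against 2 is 0.133.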

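Of the 5 clusters made here, clusters 1 and 3 carried 10 of 13 mammary epithelial genes and 6 of 7 IMC genes and are called group II. Clusters 2 and 5 carried 11 of 12 macrophage genes and cluster 4 carried 14 of 17 genes of T and NK cells, and these 3 are called group I. Group II held 97.7% and 97.7% of the Gr1high libraries, 94.9% and 80.2% of the Gr1dim libraries and 51.5% and 15.7% of the TIL libraries. The mean over the 4 sorted libraries was 92.6% ± 8.38 (SD, n = 4) and that over the 2 TIL libraries 33.6% ± 25.3. The log2 fold change was 1.46 (standard error 0.63, adjusted p = 0.0680 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each sorted library above each TIL library. Over 11 alternatives the adjusted p ranged from 0.00847 to 0.248. Without TIL replicate 1, which held most of the group II cells of the TILs, the log2 fold change was 2.56 (adjusted p = 0.00847). The sort itself sets these shares.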

Unsupervised clustering separated 2471 cells into two apparent subgroups: group I was predominantly from CD45^+^ TILs while group II was dominated by Gr1^high^Ly6G^+^ and Gr1^dim^Ly6G^−^ cells (Supplementary Fig. 6B). 

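Macrophage and T cell genes were lower in the Gr1-sorted libraries than in the TIL libraries. Lyz2 fell by 3.92 on the log2 scale (standard error 0.40, adjusted p = 0.00505 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and C1qc by 4.17 (standard error 0.55, adjusted p = 0.00537, a change of -4.75 to -3.24 with single libraries left out), each lower in all 4 sorted libraries. Arg1 was at 97.7 ± 26.9 CPM (SD, n = 4) in the sorted libraries and 100.2 ± 8.35 (SD, n = 2) in the TILs, a log2 fold change of -0.05 (standard error 0.32, adjusted p = 0.946) that ranged from -0.31 to 0.16 with each library left out in turn. It was positive without Gr1high replicate 1, Gr1dim replicate 1 or TIL replicate 2. Within the clusters, Arg1 was at 0.830 UMIs per 10000 in group II and 1.32 in the clusters with macrophage genes. Xbp1 was at 785 ± 125 and 497 ± 248 CPM, a log2 fold change of 0.65 (standard error 0.35, adjusted p = 0.317, range 0.28 to 1.28).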

Group I cells showed high expression of macrophage genes and T/NK cell-related genes, while group II cells exhibited enriched expression of MDSC-related genes, *Arg1* and *Xbp1* (Supplementary Fig. 6C). Thus, these two groups of cells were annotated as non-IMCs and MDSC/IMCs, respectively (Fig. 2h). 

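Between the Gr1-sorted and the TIL libraries, 1149 of 11106 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 17 higher and 1132 lower. With the replicate number as a block it called 2212, 490 higher and 1722 lower. DESeq2 called 1205, and the lowest count of any setting was 253, without Gr1high replicate 2. Without Gr1high replicate 1 the count was 549, without Gr1dim replicate 1 it was 689, and without TIL replicate 1 or 2 it was 1847 or 374. The genes higher in the sorted cells with the smallest p and no overlap between groups were Gpx2, 2310030G06Rik and Ceacam10. Their log2 fold changes were 1.47 (standard error 0.32, adjusted p = 0.0249), 1.39 (standard error 0.32, adjusted p = 0.0295) and 1.52 (standard error 0.35, adjusted p = 0.0307), higher in 4 of 4 sorted libraries. None of the 3 was called without Gr1high replicate 2 or either TIL library, and other libraries left out also removed calls of each gene, while the log2 fold changes stayed within 1.27 to 1.64, 1.23 to 1.51 and 1.21 to 1.73. The lower genes were Il7r (-5.79), H2-DMa (-3.96) and Mmp13 (-5.78), each with an adjusted p of 0.00430. Ptprc had -4.54 (standard error 0.58, adjusted p = 0.00517, -5.15 to -3.49 with single libraries left out). Epcam had 0.89 (standard error 0.48, adjusted p = 0.318, range 0.34 to 1.96) and Krt8 1.01 (standard error 0.34, adjusted p = 0.117, range 0.63 to 1.66). Of the 300 genes of Supplementary Table 1, 285 are listed in the files.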

Based on marker genes of group II cells, we generated Gr1^+^ MDSCs signature (Supplementary Table 1). We found that *Lcn2* and *Mgst1*, two of the marker genes of Gr1^+^ MDSCs identified by scRNA-seq analysis, were also specifically present in previously identified IMCs-related cells (Fig. 2i). Indeed, flow sorting and qPCR of APR tumors showed significant higher expression levels of both *Lcn2* and *Mgst1* in Gr1^+^ cells compared with T cells and macrophages (Supplementary Fig. 6D). 

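Lcn2 was at 15244 ± 2281 CPM (SD, n = 4) in the Gr1-sorted libraries and 7831 ± 4967 (SD, n = 2) in the TILs sorted in parallel, a log2 fold change of 0.96 (standard error 0.45, adjusted p = 0.260 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.48 to 1.81 with single libraries left out. Mgst1 was at 3109 ± 771 and 1404 ± 377, a log2 fold change of 1.15 (standard error 0.36, adjusted p = 0.0952, range 0.92 to 1.44). Both were higher in each of the 4 sorted libraries than in each TIL library. In the TILs of Ctrl, APP and APR tumors, Mgst1 was at 1717 ± 641 CPM in APR and 442 ± 89.8 in Ctrl, a log2 fold change of 1.96 (standard error 0.75, adjusted p = 0.176). In group II of the sort Lcn2 was at 164 UMIs per 10000, and in the clusters with macrophage genes at 8.55. CD45-depleted cells carried Lcn2 at 92.3 UMIs per 10000 in Ctrl and 102 in APP.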

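The signature was scored per cell from ranks, on cells thinned to 1500 UMIs for the Gr1 sort and 1200 UMIs for the TILs, with no TIL left out. Among the TIL clusters made here, which are numbered by size, cluster 4 had the highest mean score (0.184), then cluster 1 (0.166) and cluster 6 (0.118), the 3 clusters with the IMC genes. The other means lay between 0.0289 in cluster 10 and 0.0691 in cluster 3. Within the 6 libraries, the clusters with IMC genes averaged 0.157 and the macrophage-gene clusters 0.0511. The difference was 0.106. Of the 7 genes by which these clusters were named, Lcn2, Xbp1, Mgst1 and Chi3l1 stand in the signature, so its direction is not independent of how the clusters were chosen. On unthinned cells it was 0.141, the alternative that moved it most. CD45-depleted tumor cells, scored at 1200 UMIs, averaged 0.184, against 0.163 for the TIL clusters with IMC genes and 0.0482 for those with macrophage genes scored in the same way.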

Further, GSEA using our custom experimentally generated Gr1^+^ MDSCs signature revealed that those genes were also enriched in the annotated IMCs, particularly in cluster 5 cells (Fig. 2j). This analysis demonstrated that transcriptomic profiling identified IMCs (predominately presented in the APR tumors) displayed similar transcriptome profiles to previously defined Gr1^+^ MDSCs. 

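Over all cells of a library the mean signature score was 0.0552 and 0.0776 in Ctrl TILs, 0.0929 and 0.0516 in APP and 0.150 and 0.162 in APR. APR minus Ctrl was 0.0898 and APR minus APP 0.0838, each with exact permutation p = 0.333, two-sided, the smallest that 2 libraries against 2 allow. The spread between libraries was 0.00874 (SD, n = 2) in APR, 0.0159 in Ctrl and 0.0292 in APP. On unthinned cells the 2 differences were 0.130 and 0.128. In the sort, the Gr1high libraries averaged 0.219 and 0.215, the Gr1dim libraries 0.219 and 0.181 and the TIL libraries 0.149 and 0.0731. Each sorted library scored above each TIL library. The exact permutation test, two-sided, gave p = 0.133. It doubles the smaller tail, so this is the lowest p that 4 libraries against 2 allow. The sorted libraries exceeded the TILs by 0.0973, and by 0.130 on unthinned cells. Without TIL replicate 1 the difference was 0.135 and without TIL replicate 2 it was 0.0592. Scores of group II averaged 0.220 and of group I 0.0616, a direction set by the signature, which the authors made from the group II cells of these libraries. From the shared marker genes and this enrichment, the paper concludes that the IMCs have transcriptomes similar to those of Gr1+ MDSCs.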

MDSCs have been sub-grouped as Gr1^high^Ly6G^+^ and Gr1^dim^Ly6G^−^ MDSC, which largely reflect granulocytic/polymorphonuclear and monocytic lineage of MDSCs^39,40^. Interestingly, based on single-cell transcriptome profiles, in our case, the Gr1^high^Ly6G^+^ and Gr1^dim^Ly6G^−^ cells were clustered closely or mixed together (Supplementary Fig. 6B), suggesting a similarity of their transcriptomes, despite their distinct expression of surface markers.

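Between Gr1high and Gr1dim libraries edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 11106 genes, with 346 at an unadjusted p under 0.05. With the replicate number as a block it called 72 (3 higher and 69 lower in Gr1high), and DESeq2 called 40. In simulated counts of these libraries it found 79 of 200 genes changed by 2 on the log2 scale and 187 of 200 changed by 4. S100a8, a neutrophil gene, was at 48.6 ± 41.8 CPM (SD, n = 2) in Gr1high and 7.00 ± 3.11 in Gr1dim, a log2 fold change of 2.93 (standard error 0.79, adjusted p = 1, 1.57 to 3.61 with single libraries left out). It was lower in the sorted libraries than in the TILs, at 27.8 ± 34.1 (SD, n = 4) against 225 ± 113 (SD, n = 2). Lcn2 and Mgst1 had log2 fold changes of -0.13 and 0.06 between the 2 sorted populations (standard errors 0.50 and 0.39, adjusted p = 1 for both), and both signs changed without Gr1high replicate 2 or Gr1dim replicate 1, within ranges of -0.32 to 0.080 and -0.37 to 0.40. Cluster 1 held 71.8% and 61.1% of the Gr1high libraries and 63.2% and 47.6% of the Gr1dim libraries, and cluster 3 held 25.8% and 36.6%, and 31.7% and 32.6%.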

### Depletion of IMCs sensitizes APR tumors to ICB treatment

We next assessed whether the increased Gr1^+^ MDSCs were functionally important for Ab+Pal resistance. After confirming the resistant phenotype of transplanted APR tumors (Fig. 2k, left), the mice were further treated with either anti-Gr1 antibody or anti-Gr1 plus ICB. MDSCs depletion with anti-Gr1 antibody inhibited growth of APR tumors (Fig. 2k, right). Notably, addition of ICB showed further tumor inhibition (Fig. 2k, right), indicating that MDSCs were not only involved in promoting APR phenotype but also in hindering maximal efficacy of ICB.

### Identification and selection of cabozantinib (Cabo) to target IMCs

Motivated by the above results, we sought to modulate or target IMCs in APR tumor to overcome Ab + Pal resistance. With a goal of potentially repurposing existing drugs to combat the resistance, we screened the drug target portfolios of FDA-approved small molecular protein kinase inhibitors (PKIs) against the single-cell transcriptome of TILs. We observed that in addition to EGFR and/or HER2 inhibitors, Cabozantinib target genes (*Met, Kit, Axl, Kdr/Vegfr2,* and *Flt3*) and Lenvatinib target genes (*Vegfr1/2/3, Pdgfr, Fgfr, Kit,* and *Ret*) were significantly enriched in TILs from APR tumors (Supplementary Fig. 7A, B). 

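The score of the 5 cabozantinib target genes (Met, Kit, Axl, Kdr and Flt3), on TILs thinned to 1200 UMIs, was 0.00147 ± 0.00229 (SD, n = 2) in APR, 0.00529 ± 0.00118 in Ctrl and 0.00115 ± 0.0160 in APP. APR minus Ctrl was -0.00382 and APR minus APP 3.21e-04 (exact permutation tests, two-sided, p = 0.333 and 1, with 0.333 the smallest possible). On unthinned cells they were -0.0108 and 0.00277. Over all cells of a library, Kit was at 166 ± 21.8 CPM in APR and 31.6 ± 7.75 in Ctrl, a log2 fold change of 2.41 (standard error 0.62, adjusted p = 0.0872 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both APR libraries higher. Kit was called without APP replicate 1 or 2, within a range of 2.09 to 2.66 over all libraries left out. Met had 1.496 (standard error 0.94, adjusted p = 0.371), within a range of 0.40 to 3.26. Axl was at 16.3 ± 6.73 against 208 ± 4.33, a log2 fold change of -3.67 (standard error 0.49, adjusted p = 0.0348), lower in both APR libraries. It was not called without any 1 of the Ctrl or APR libraries, within a range of -4.15 to -3.28. Kdr and Flt3 had too few counts to be tested. For APR minus APP, Kit had 0.74 (standard error 0.59, adjusted p = 0.480, range 0.11 to 2.12). Met had 0.81 (standard error 0.92, adjusted p = 0.623, range 0.20 to 1.69) and Axl -2.50 (standard error 0.48, adjusted p = 0.114, range -2.96 to -1.77).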

Cabo, an orally bioavailable tyrosine kinase inhibitor, is approved for metastatic medullary thyroid cancer and renal cell carcinoma. Cabo also showed promising clinical activity for metastatic breast cancer in a phase 2 trial^42^ and is being further investigated. This prompted us to conduct an in-depth examination of Cabo. Unlike TILs (Fig. 3a, left), the enrichment of Cabo target genes in APR tumor cells showed no significant difference compared with control and APP (Supplementary Fig. 7C). 

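Of the 5 target genes, 4 are listed for the CD45-depleted cells after the filter on genes. Their mean score, at 1500 UMIs per cell, was -5.55e-04 in Ctrl, 0.0315 in APP and 0.00169 in APR, with 1 library each and so no test. The cabozantinib targets score of tumor cells, APR minus Ctrl, differed by 0.00224, and it reversed to -0.00109 on unthinned cells and to -2.08e-04 when only cells failing both limits were removed. APR minus APP was -0.0298, and -0.0432 unthinned. Kit was at 1.496 UMIs per 10000 in Ctrl, 3.15 in APP and 1.55 in APR, and Met at 0.128, 0.311 and 0.124.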

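Within the 6 TIL libraries, the cabozantinib target score averaged 0.00672 in the clusters with the IMC genes (clusters 1, 4 and 6), 0.00661 in those with macrophage genes and -0.00553 in those with T and NK cell genes. The first exceeded the second by 1.14e-04 (two-sided exact sign-flip test over 6 libraries, p = 0.969) and the third by 0.0123 (p = 0.219, the smallest possible being 0.03125). On unthinned cells the differences were 0.00709 and 0.0346. By single cluster the highest mean was 0.0150 in cluster 2, a cluster with macrophage genes, against 0.00523 and 0.00503 in clusters 1 and 4.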

Interestingly, IMCs showed the highest average enrichment score (Fig. 3a, right) and clusters 4, 5 (IMC clusters) possessed more cells with a relatively high enrichment score (Supplementary Fig. 7D). Specifically, IMC clusters contained a higher percentage of *Kit* and/or *Met* expressing cells compared with either T&NK cells or macrophages (Fig. 3b). Moreover, the IMC population derived from APR tumors were largely composed of *Kit* and/or *Met* expressing IMCs (Fig. 3c). 

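After each cell was thinned to 1200 UMIs, which left out no cell, 142 of 738 cells of the clusters with IMC genes had a UMI of Kit or Met (19.2%, 16.5 to 22.3%). The share was 22 of 357 (6.16%) in the clusters with T and NK cell genes and 13 of 417 (3.12%) in those with macrophage genes, taken here as the background that free RNA gives. Unthinned shares were 41.9%, 11.8% and 6.47%, at median depths of 2535.5, 2946 and 4025 UMIs. By cluster, the share was 20.8% in cluster 1, 23.5% in cluster 4 and 7.56% in cluster 6, and 44.0%, 56.2% and 14.3% unthinned. Averaged within libraries it was 22.1% ± 10.1 (SD, n = 6) in the clusters with IMC genes and 5.40% ± 7.27 in those with macrophage genes (difference 16.7 points, two-sided exact sign-flip test, p = 0.0625). Against the clusters with T and NK cell genes the difference was 13.7 points (same exact sign-flip test, p = 0.03125, the smallest possible). When classes were assigned per cell by marker UMIs, it was 3.53 points. Of the CD45-depleted cells, 23.1% had a UMI of Kit or Met at 1500 UMIs, and 43.9% unthinned.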

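Of the APR cells in the clusters with IMC genes, 52 of 251 and 54 of 282 had a UMI of Kit or Met at 1200 UMIs (20.7% and 19.1%, mean 19.9% ± 1.11, SD, n = 2). In Ctrl they were 4 of 22 and 10 of 123 (18.2% and 8.13%, mean 13.2% ± 7.11), most of the latter being cells of cluster 6, and in APP 20 of 53 and 2 of 7 (37.7% and 28.6%, mean 33.2% ± 6.48). Unthinned shares were 44.2% and 44.7% in APR, 45.5% and 18.7% in Ctrl and 64.2% and 71.4% in APP, at medians of 2820 and 2645, 5649 and 1546, and 3229 and 2033 UMIs. APR minus Ctrl was 6.78 points and APR minus APP -13.2 points (exact permutation test, two-sided, p = 0.333 for each, the smallest possible).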

Consistently, Gr1^+^ MDSC/IMCs isolated from APR tumors also showed much higher percentage of *Kit* and/or *Met* expressing cells than other non-IMCs (including macrophages, NK and T cells) (Supplementary Fig. 7E, F). Indeed, qPCR confirmed higher expression levels of *Kit* and *Met* in CD45^+^ TILs from APR tumors and Gr1^+^ MDSCs/IMCs showed the highest expression of *Kit* and *Met* among the sorted cells (Supplementary Fig. 7G, H). 

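In group II of the Gr1 sort, 444 of 1891 cells had a UMI of Kit or Met after thinning to 1500 UMIs (23.5%), and in group I, the background here, 16 of 851 (1.88%). No cell was left out. Unthinned, the shares were 48.8% at a median of 3719 UMIs and 3.88% at 2760. Within the 6 libraries the means were 24.1% ± 5.46 (SD, n = 6) and 0.744% ± 1.34, a difference of 23.3 points that was positive in 6 of 6 libraries (two-sided exact sign-flip test, p = 0.03125, the smallest possible). With classes assigned per cell it was 5.73 points. In that assignment each cell took the list with most UMIs, the mammary epithelial list among them. All cells not taken by the IMC genes counted as group I. Group II cells taken by the epithelial list thus became background, and the value is no separate check of the difference. Kit itself was at 146 ± 27.5 CPM (SD, n = 4) in the sorted libraries and 90.4 ± 60.5 (SD, n = 2) in the TILs, a log2 fold change of 0.67 (standard error 0.41, adjusted p = 0.386 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.18 to 1.60 with single libraries left out. Among the CD45-depleted APR cells, 22.5% had a UMI of either gene at 1500 UMIs.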

Altogether, these single-cell analysis and validation suggested that IMCs in APR tumors might be targetable by Cabo.

**Fig. 3:**
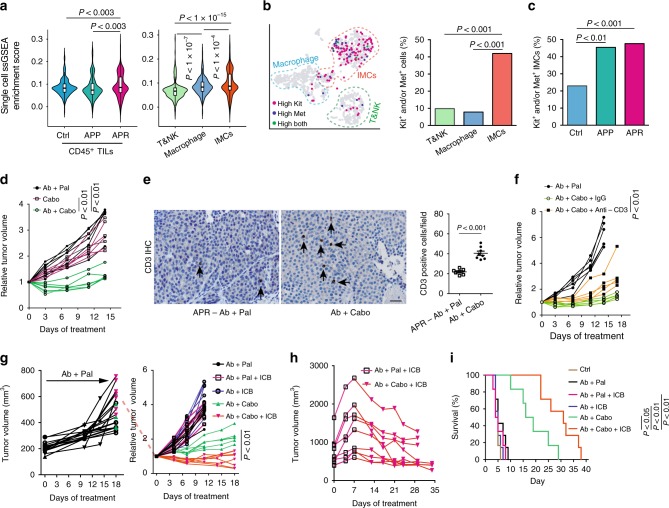
Therapeutic strategy for anti-Her2 and Palbociclib resistant tumors informed by scRNA-seq analysis. **a** Enrichment analysis of cabozantinib target genes across single TILs grouped and plotted by different phenotypes (left) or by different immune cell types (right) as annotated in Fig. 2b. **b** Expression distribution of *Kit* and *Met* on t-SNE plot (left) and quantification of *Kit* and/or *Met* expressing cells among different immune cell types (right). **c** Abundance of *Kit* and/or *Met* expressing IMCs among tumors with different phenotypes. **d** Growth of APR tumors with Ab + Cabo treatment (*n* = 7 for Ab + Pal, *n* = 6 for Cabo and *n* = 7 for Ab + Cabo). **e** Representative images and quantification of CD3 immunohistochemistry staining for tumors with Ab + Pal or Ab + Cabo treatment. Scale bar, 20 μm. Error bars represent SEM. **f** T-cell depletion during Ab + Cabo treatment against APR tumors. **g** Relative volumes of APR tumors after treatment with Cabo and ICB. APR tumors were transplanted to recipient MMTV-neu mice and first treated with Ab + Pal to acquire the resistance phenotype (left), then treated with Ab + Pal (*n* = 6), Ab + Pal + ICB (*n* = 6), Ab + ICB (*n* = 8), Ab + Cabo (*n* = 5), or Ab + Cabo + ICB (*n* = 7) for 2 weeks (right). **h** Growth of APR tumors after sequential treatment with Ab + Pal + ICB and Ab + Cabo + ICB (*n* = 9). APR tumors were treated with Ab + Pal + ICB for 1 week then switched to Ab + Cabo + ICB treatment for 3 weeks. **i** Survival time to doubled tumor volume of experiment in **g**. Cabo, protein kinase inhibitor cabozantinib. ICB, immune checkpoint blockades cocktail with anti-CTLA4 and anti-PD-1 mAb. *P*-value by Student’s *t* test in **a**, **e**, **f**, **g**, by three-sample Chi-square test in **b** and **c**, by one-way ANOVA with Tukey’s test in **d**, by log-rank (Mantel-Cox) test in **i**

### Evaluation of combinatorial strategy informed by scRNA-seq analysis

To evaluate the effectiveness of Cabo, a potential MDSC/IMCs targeting inhibitor, for treating APR tumors, we again employed the transplantation model similar to previous experiments (Fig. 2k) to establish a cohort of mice with relatively uniform tumors. The transplanted APR tumor bearing mice were either continuously treated with Ab + Pal or with Ab + Cabo. Although Cabo monotherapy at the given dose had no anti-tumor activity, Ab + Cabo treatment significantly inhibited tumor growth (Fig. 3d). Interestingly, Ab + Cabo treated tumors showed increased T-cell infiltration compared with tumors with continuous Ab + Pal treatment (Fig. 3e) and T-cell depletion during Ab + Cabo treatment resulted in significant reduction of tumor suppression (Fig. 3f), suggesting that the optimal therapeutic activity of Ab + Cabo against APR tumors is dependent on T-cell. Next, addition of ICB to Ab + Cabo combination further improved therapeutic efficacy (Fig. 3g). Consistent with the results in Fig. 1h, Ab + Pal + ICB had limited efficacy on APR tumors (Fig. 3g). Histology analysis revealed a significant increase of tissue hypocellularity and a reduced tumor proliferation (Supplementary Fig. 8A, B) in Ab + Cabo and Ab + Cabo + ICB-treated tumors. Furthermore, in another cohort of mice, although adding ICB (Ab + Pal + ICB) had limited effect on APR tumor progression, notably, switching to Ab + Cabo + ICB combination treatment led to tumor shrinkage (Fig. 3h, Supplementary Fig. 8C). Importantly, both Ab + Cabo and Ab + Cabo + ICB treatment greatly extended survival (time to doubled tumor volume) from a median of ~5 days in Ctrl and continuous Ab + Pal treatment group to 17.5 days in Ab + Cabo-treated group and up to 31 days in Ab + Cabo + ICB-treated group (Fig. 3i). Together, these data indicated that Ab + Cabo combination, identified by single-cell transcriptome analysis, was effective in overcoming Ab + Pal resistance, and the addition of immunotherapy using ICB further enhanced the anti-tumor activity.

### Cabo and ICB combination subverts immunosuppressive TME

It has been previously shown that Cabo could synergize with ICB by attenuating MDSC frequency and immunosuppressive activity in a mouse model of metastatic castration-resistant prostate cancer^43^. Since Cabo alone did not effectively suppressed the APR tumor growth (Fig. 3d), we speculated that the anti-tumor effect of Cabo-containing combinatorial regimen might be due in part to its activity on modulating IMCs in the TME. Next, we performed CyTOF analysis focusing on CD45^+^ TILs from APR transplants with either continuous Ab + Pal treatment, Ab + Cabo or Ab + Cabo + ICB combination. Both CD11b^high^ Ly6C/G^high^ and CD11b^high^ Ly6C/G^low^Cx3cr1^low^ populations, which were enriched most significantly in the APR tumors (Fig. 2d), were greatly decreased after Ab + Cabo treatment (Fig. 4a, Supplementary Fig. 9). The addition of ICB led to further reduction of the CD11b^high^ Ly6C/G^low^Cx3cr1^low^ population (Fig. 4a). Meanwhile, Ab + Cabo treatment showed a mild or moderate increase of CD11b^low^ populations and NK, CD4^+^, and CD8^+^ T cells.

**Fig. 4:**
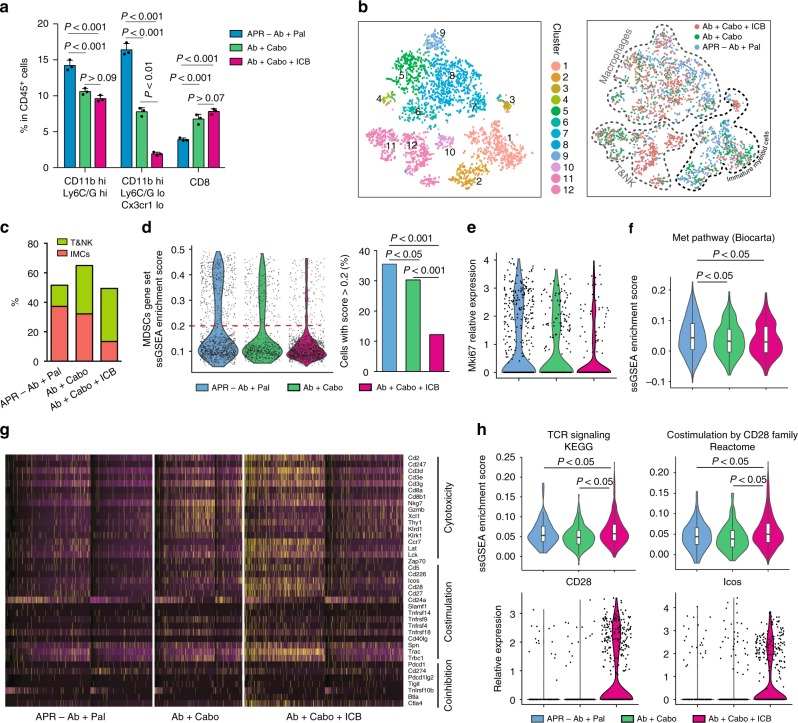
Combining Cabo and ICB subverts immunosuppressive TME and enhances anti-tumor immunity. **a** Characterization of tumor infiltrated immune cell populations by CyTOF and their relative abundance among CD45^+^ TILs after treatment with Cabo and ICB. Error bars represent SD. **b** Clustering and annotation of scRNA-seq data including 3168 TILs derived from APR tumors with continuous Ab + Pal, Ab + Cabo or Ab + Cabo + ICB treatment. Left, t-SNE plot colored by clusters; right, annotation of TIL-clusters on t-SNE plot colored by treatment groups. **c** Abundance of T and NK-cell and IMC clusters (as clustered and annotated in **b**) in the TILs with indicated treatment. **d** Distribution of MDSCs-related signature enrichment score (left) and proportion of cells with high enrichment score in the TILs with indicated treatment (right). MDSCs-related signature was generated from experiment in Fig. 2g (top 300 differential expressed genes of MDSC population) was used for enrichment analysis. **e** Expression of Ki67 in IMC population from tumors with indicated treatment. **f** Enrichment of ‘Met pathway’ in IMC population from tumors with indicated treatment. **g** The heatmap of T-cell response signature genes across CD45^+^ TILs. Specific genes from gene sets for T-cell cytotoxicity, costimulation, and coinhibition were shown. Each column represents a single cell. **h** Enrichment scores for ‘T-cell receptor signaling’ and ‘Costimulation by the CD28 family’ (upper panel) and expression of CD28 and ICOS (lower panel) in T&NK cell population (as clustered and annotated in **b**). Each point represents a single cell in **b**, **d**, **e**, **h**. *P*-value by one-way ANOVA with Tukey’s test in **a**, by three-sample Chi-square test in **d** and by two-tailed Student’s *t* test in **f** and **h**

To gain deeper insight into how Cabo and ICB combination modulated the immune response, we next performed scRNA-seq on CD45^+^ TILs. 

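CD45+ TILs of transplanted APR tumors were profiled by Drop-seq after Ab+Pal, Ab with cabozantinib (Ab+Cabo), or Ab+Cabo with the checkpoint antibodies (Ab+Cabo+ICB), with 2 libraries each. The labels do not state that the Ab+Pal libraries come from continued treatment, and the 2 are those sorted in parallel with the Gr1+ cells. The deposited UMI counts cover 12000 barcodes before cell filters. The paper's filter of 400 to 5000 genes and at most 10% mitochondrial UMIs left 5481 cells: 999 and 1007 Ab+Pal, 780 and 636 Ab+Cabo, and 1079 and 980 Ab+Cabo+ICB. Since it sets no limit on UMIs, the looser reading used for the other experiments is the same filter. The cells used held 1010103 to 3815286 UMIs per library, at medians of 2385 and 1528, 1490.5 and 1051.5, and 1129 and 1838.5 UMIs per cell. Clusters were tested by cells per library, and genes on UMIs summed over the cells of a set of clusters, as for the TILs. Scores and shares of cells with a UMI use cells thinned to 600 UMIs.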

Examining the expression of immune lineage marker genes among 3168 TILs (Supplementary Fig. 10A, B) identified three major categories: IMCs (clusters 1–3), macrophages (clusters 4–9), and T and NK cells (clusters 10–12) (Fig. 4b). 

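The lowest resolution that gave at least 12 clusters gave 12. Clusters 2 and 6 (965 and 337 cells) carried 10 of 13 mammary epithelial genes and 5 of 7 IMC genes (Lcn2, Xbp1, Mgst1, Csn2 and Chi3l1). Arg1 was at 0.648 UMIs per 10000 in them and 2.34 in the macrophage-gene clusters, and Ptprc at 0.524 and 14.2. Clusters 1, 3, 7 and 11 (1356, 944, 249 and 62 cells) carried 11 of 12 macrophage genes each, and Arg1 was among the leading genes of cluster 3. Clusters 4 and 5 (474 and 469 cells) carried 10 of 17 genes of the T and NK cell list, and the leading genes of cluster 5 included Tcf7, Lef1 and Ccr7, the last of which stands in the dendritic list. Cluster 10 carried the B cell genes (175 cells), cluster 12 fibroblast genes (15 cells). Clusters 8 and 9 (245 and 190 cells) carried genes of 2 lists each, macrophage with T cell genes and macrophage with neutrophil genes, and stay unnamed.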

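Clusters 2 and 6, which carry the IMC genes, held 50.8% and 13.7% of the Ab+Pal libraries and 28.6% and 28.9% of the Ab+Cabo libraries (means 32.2% ± 26.2 and 28.8% ± 0.241, SD, n = 2). The log2 fold change of Ab+Cabo minus Ab+Pal was -0.16 (standard error 1.17, adjusted p = 0.890 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 10 alternatives 0.860 to 0.992), and 1 library decided its direction. Without Ab+Pal replicate 1 it was 1.07. Clusters 4 and 5, which carry T and NK cell genes, held 6.41% and 6.06% of the Ab+Pal and 25.4% and 12.4% of the Ab+Cabo libraries (means 6.23% ± 0.247 and 18.9% ± 9.17), a log2 fold change of 1.60 (standard error 1.20, adjusted p = 0.576, range over alternatives 0.389 to 0.860), with both Ab+Cabo libraries above both Ab+Pal libraries. Cluster 4 held 1.802% and 4.87% of Ab+Pal and 20.0% and 10.8% of Ab+Cabo, and cluster 5 held 4.60% and 1.19%, and 5.38% and 1.57%. The unnamed clusters 8 and 9 held 2.50% and 1.99%, and 2.20% and 0.993%, of Ab+Pal, and 4.23% and 2.67%, and 0.641% and 18.9%, of Ab+Cabo. In simulated tables of these 6 libraries a change by 2 on the log2 scale was found in 10% of cases. The mammary epithelial genes stood in clusters 2 and 6 at a median of 66.2% of their level in CD45-depleted APR tumor cells.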

In line with the CyTOF results, this classification of TILs indicated that Ab + Cabo treatment decreased tumor infiltrated IMCs and increased T and NK cells (Fig. 4c). 

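In the Ab+Cabo+ICB libraries, clusters 2 and 6, with the IMC genes, held 7.78% and 16.9% of the cells (mean 12.4% ± 6.47, SD, n = 2). The log2 fold change was -1.22 against Ab+Cabo (standard error 1.19, adjusted p = 0.576 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 10 alternatives 0.389 to 0.860), with both Ab+Cabo+ICB libraries lower. Against Ab+Pal it was -1.38 (standard error 1.20, adjusted p = 0.576, range 0.389 to 1), with 1 Ab+Cabo+ICB library above the lower Ab+Pal library. Clusters 4 and 5, with T and NK cell genes, held 39.9% and 11.2% (mean 25.6% ± 20.3), a log2 fold change of 0.44 against Ab+Cabo (standard error 1.17, adjusted p = 0.888, range 0.759 to 0.994). Without Ab+Cabo+ICB replicate 1 it was -0.75. Against Ab+Pal it was 2.04 (standard error 1.22, adjusted p = 0.506, range 0.374 to 0.860), higher in both libraries. Cluster 4 held 9.92% and 7.65% and cluster 5 held 30.0% and 3.57%, and the unnamed clusters 8 and 9 held 8.99% and 5.41%, and 0.927% and 2.35%.

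**Figure D2:**
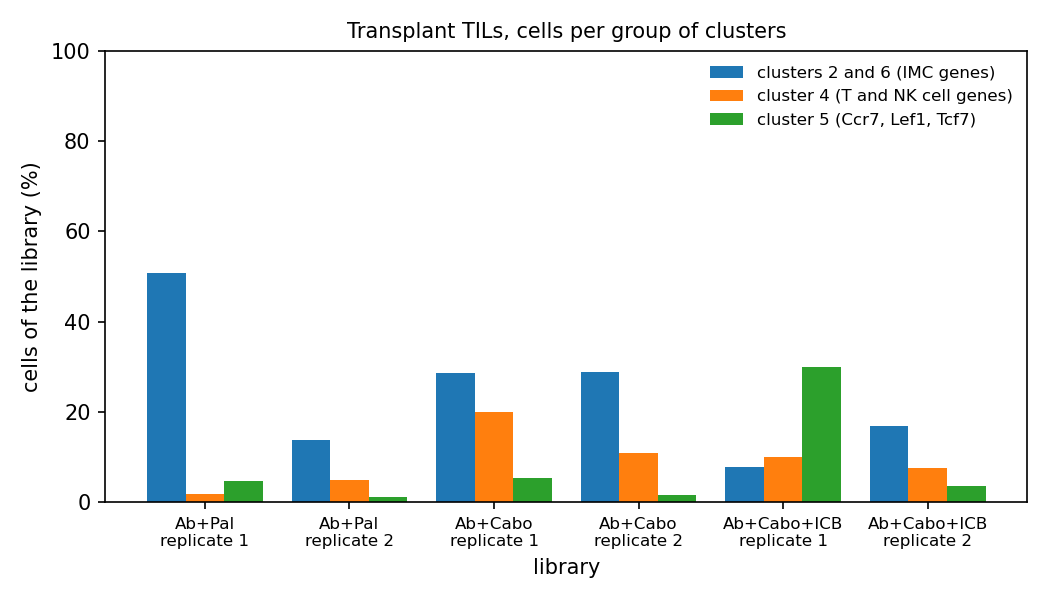
Share of the cells of each transplant TIL library, in percent (y axis), in clusters 2 and 6, cluster 4 and cluster 5. The x axis gives each library of Ab+Pal, Ab+Cabo and Ab+Cabo+ICB. Each bar is 1 of these sets of clusters in 1 library. Cluster 5 holds 30.0% of 1 Ab+Cabo+ICB library and 3.57% of the other.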

Addition of ICB led to further reduction of IMCs population concomitant with mild increase of T and NK cells (Fig. 4c) and immunofluorescence staining confirmed further increase of CD8^+^ T-cell (Supplementary Fig. 10C). 

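The mean score of the MDSC signature over all cells, thinned to 600 UMIs, was 0.0863 and 0.0364 in the Ab+Pal libraries and 0.0651 and 0.0555 in the Ab+Cabo libraries. Cells left out as too shallow numbered 1 and 28, and 44 and 41. The difference of the means was -0.00103 (exact permutation test, two-sided, p = 1, the smallest possible being 0.333), against an SD between libraries of 0.0353 in Ab+Pal and 0.00683 in Ab+Cabo. It was positive without Ab+Pal replicate 1 or Ab+Cabo replicate 2. On unthinned cells it was -0.0236.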

Meanwhile, enrichment of our experimentally generated Gr1^+^ MDSCs-related signature was decreased among TILs derived from APR tumors treated with Cabo-containing regimen (Fig. 4d). 

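The Ab+Cabo+ICB libraries had mean scores of the MDSC signature of 0.0384 and 0.0544, with 58 and 1 cells left out. The difference was -0.0149 from Ab+Pal (exact permutation test, two-sided, p = 1), with the opposite sign without Ab+Pal replicate 1, and -0.0139 from Ab+Cabo (p = 0.333, the smallest possible), and -0.0177 from Ab+Cabo on unthinned cells. On those, the MDSC signature score of transplant TILs, Ab+Cabo+ICB minus Ab+Pal, was -0.0414. Within clusters 2 and 6, which carry the IMC genes, the score averaged 0.128 and 0.125 in Ab+Pal, 0.128 and 0.119 in Ab+Cabo and 0.124 and 0.116 in Ab+Cabo+ICB.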

Particularly, TILs from Ab + Cabo + ICB triple combination exhibited the lowest proportion of cells expressing MDSCs signature (Fig. 4d). 

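Of the cells of clusters 2 and 6, which carry the IMC genes, 19.0% and 29.9% had a UMI of Mki67 in Ab+Pal, 19.8% and 11.0% in Ab+Cabo and 8.86% and 9.70% in Ab+Cabo+ICB after thinning to 600 UMIs. Unthinned, the shares were 39.6% and 45.7%, 39.5% and 20.1%, and 29.8% and 23.5%. Ab+Cabo minus Ab+Pal was -9.02 points and Ab+Cabo+ICB minus Ab+Pal -15.2 points (exact permutation tests, two-sided, p = 0.667 and 0.333, the latter the smallest possible). On summed UMIs, Mki67 had a log2 fold change of -0.89 for Ab+Cabo minus Ab+Pal (standard error 0.47, adjusted p = 0.982 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -1.29 for Ab+Cabo+ICB minus Ab+Pal (standard error 0.49, adjusted p = 0.746). With single libraries left out they ranged from -1.40 to -0.46 and from -2.43 to -0.59. These 2 clusters were split on proliferation: cluster 6, led by Pbk, Ube2c and Cdc25c, held 14.2% and 5.86% of Ab+Pal, 8.85% and 3.77% of Ab+Cabo and 2.13% and 2.04% of Ab+Cabo+ICB.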

Notably, Cabo-containing regimen suppressed proliferation of IMCs as indicated by Ki67 expression in IMCs (Fig. 4e). Moreover, combining Cabo attenuated the enrichment of its target genes among IMCs (Supplementary Fig. 10D) and decreased *Kit* or/and *Met* expression IMCs (Supplementary Fig. 10E) and Met signaling as well (Fig. 4f). In addition, compared with continuous Ab + Pal treatment, Ab + Cabo, or Ab + Cabo + ICB treatment not only promoted infiltration of T and NK cells into the tumors (Fig. 4a-c and Supplementary Fig. 10C) but also enhanced T-cell-related anti-tumor activity, and to a greater extent within tumors after Ab + Cabo + ICB treatment (Fig. 4g). Specifically, pairwise comparison revealed that the enrichment of ‘T-cell receptor signaling’ and ‘Costimulation by the CD28 family’ signatures across T&NK cell clusters with Ab + Cabo + ICB treatment were higher than those of with Ab + Cabo treatment (Fig. 4h), indicating enhanced T-cell response by ICB, which subsequently increased therapeutic effect. 

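In clusters 2 and 6 the mean cabozantinib target score was -0.00162 ± 3.55e-04 (SD, n = 2) in Ab+Pal, -0.00646 ± 0.00306 in Ab+Cabo and -0.00729 ± 0.00490 in Ab+Cabo+ICB. The differences from Ab+Pal were -0.00484 and -0.00567 (exact permutation tests, two-sided, p = 0.333 for each, the smallest possible), and -0.0109 for Ab+Cabo on unthinned cells. On those, the cabozantinib target score of the IMC-gene clusters of the transplant TILs, Ab+Cabo+ICB minus Ab+Pal, was -0.00582. After thinning to 600 UMIs, 11.7% and 13.4% of these cells had a UMI of Kit or Met in Ab+Pal, 10.6% and 6.40% in Ab+Cabo and 5.06% and 7.88% in Ab+Cabo+ICB, with 1 and 11, 6 and 12, and 5 and 1 cells left out. The unthinned shares were 46.5% and 39.9%, 36.8% and 23.9%, and 38.1% and 36.1%, at medians of 3123 and 2078, 2427 and 1339, and 2090 and 1992.5 UMIs. As background, 0.701% of cells of the macrophage-gene clusters had such a UMI (2.68% unthinned, median 1588, 42 left out). The share differed by -4.03 points for Ab+Cabo and by -6.05 points for Ab+Cabo+ICB (exact permutation tests, two-sided, p = 0.333 for each). On summed UMIs, Kit had a log2 fold change of -0.73 for Ab+Cabo minus Ab+Pal (standard error 0.28, adjusted p = 0.982 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Met 0.02 (standard error 0.42, adjusted p = 0.996). Met ranged from -0.27 to 0.39 with single libraries left out and was negative without Ab+Pal replicate 1 or Ab+Cabo replicate 2. The same test called 3 of 7850 genes, S100a6, Mgp and Sparcl1. S100a6 rose by 3.51 (standard error 0.33, adjusted p = 7.49e-04, higher in both libraries), and all 3 were higher in Ab+Cabo. Without a filter on low counts it called 64. Leaving out single libraries gave 8 without Ab+Pal replicate 2, 15 and 1 without Ab+Cabo replicate 1 and 2, and 9 without Ab+Cabo+ICB replicate 1 or 2.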

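UMIs were summed over clusters 4 and 5, which carry T and NK cell genes. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3 of 3673 genes for Ab+Cabo minus Ab+Pal and 6 for Ab+Cabo+ICB minus Ab+Pal, all lower. The 3 with the smallest p were the mast cell genes Mcpt4, Cma1 and Cpa3 in both comparisons. For Ab+Cabo minus Ab+Pal the log2 fold changes were -6.62 (standard error 0.61, adjusted p = 0.00737), -6.56 (standard error 0.68, adjusted p = 0.00952) and -5.49 (standard error 0.70, adjusted p = 0.0347), lower in both libraries. With single libraries left out, these genes ranged from -11.1 to -6.16, -11.1 to -5.91 and -11.4 to -4.83. Their Ab+Cabo levels were 10.4 ± 14.7, 10.4 ± 14.7 and 29.1 ± 41.1 CPM (SD, n = 2). Cpa3 was not called without Ab+Cabo replicate 2, and Ab+Cabo+ICB held no UMI of them, so no fold change is given for it. Without the cells of highest Scrublet score the first count was 0, and without a filter on low counts the counts were 21 and 25. Leaving out Ab+Pal replicate 1 gave 3 for Ab+Cabo+ICB minus Ab+Pal, and leaving out either Ab+Cabo+ICB library gave 5 for Ab+Cabo minus Ab+Pal. Gzmb was at 2418 ± 599 CPM (SD, n = 2) in Ab+Cabo, 1819 ± 1683 in Ab+Cabo+ICB and 767 ± 94.0 in Ab+Pal. Its log2 fold changes against Ab+Pal were 1.65 (standard error 0.61, adjusted p = 1.00) and 1.23 (standard error 0.60, adjusted p = 1.00), and the second ranged from -0.27 without Ab+Cabo+ICB replicate 2 to 1.97. Ctla4 had -0.92 (standard error 0.58) and 1.44 (standard error 0.49), each with an adjusted p of 1.00.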

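In clusters 4 and 5 the mean score of T-cell receptor signaling, thinned to 600 UMIs, was 0.0393 ± 0.00825 (SD, n = 2) in Ab+Cabo+ICB and 0.0350 ± 0.00428 in Ab+Cabo, a difference of 0.00431. Costimulation by the CD28 family had 0.0334 ± 0.00808 and 0.0311 ± 0.00598, a difference of 0.00227 (exact permutation tests, two-sided, p = 0.667 for each, the smallest possible being 0.333). On unthinned cells the differences were 0.0176 and 0.0146. The cells left out were 35 and 0 in Ab+Cabo+ICB and 22 and 10 in Ab+Cabo. Cells with a UMI of Cd28 made up 21.7% and 1.82% in Ab+Cabo+ICB and 6.25% and 4.35% in Ab+Cabo (37.8% and 10.0%, and 10.6% and 5.06%, unthinned), and cells with a UMI of Icos 24.2% and 15.5%, and 14.8% and 24.6% (34.3% and 30.9%, and 20.7% and 30.4%, unthinned). The background in clusters 2 and 6 was 0.395% for Cd28 and 0.474% for Icos (1.23% and 1.38% unthinned), at medians of 2283 UMIs there and 999 in clusters 4 and 5. Exact permutation p was 1 for both genes. The high Cd28 value came from the library that held most of cluster 5, which Cd28 helps to define. On summed UMIs edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 3673 genes between the 2 groups, with 94 at an unadjusted p under 0.05 and 0 by DESeq2, and 20 or 1 without Ab+Cabo+ICB replicate 2 or 1. Cd28 had a log2 fold change of 1.81 (standard error 0.71, adjusted p = 1.00, 0.17 to 2.48 with single libraries left out) and Ctla4 2.37 (standard error 0.51, adjusted p = 1.00, 2.08 to 2.59). Icos had 0.29 (standard error 0.39, adjusted p = 1.00), which ranged from -0.21 to 0.67 with single libraries left out and was negative without Ab+Cabo replicate 1 or Ab+Cabo+ICB replicate 1. From the higher scores with Ab+Cabo+ICB, the paper concludes that ICB enhanced the T-cell response.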

Immunofluorescence staining showed more Granzyme B^+^CD8^+^ T-cell in Ab + Cabo-treated tumors and additional ICB treatment (Ab + Cabo + ICB) resulted in further increase of these cells (Supplementary Fig. 10F).

### Sequential immunotherapy enables a sustained therapeutic efficacy

Our results have shown that Ab + Pal combination initially inhibited spontaneous late-stage HER2/neu-positive mammary tumor. However, resistance to Ab + Pal treatment emerged in a short period (Fig. 1b). We found increased immunogenicity (with enhanced antigen presentation and interferon signaling) in tumor cells along with distinct immunosuppressive IMCs infiltration in the APR tumors (Fig. 2). Ab + Pal resistance could be effectively overcome by switching to Cabo-containing combinatorial immunotherapy, which reduced IMCs and enhanced anti-tumor immunity. These results prompted us to hypothesize that sequential administration of Ab + Cabo (AbC) or Ab + Cabo + ICB (AbC + ICB) combination after a short period of Ab + Pal (AbP) treatment for anti-tumor immunity priming before the emergence of resistance might achieve a better therapeutic efficacy. To this end, for the control arms, mice bearing spontaneous advanced tumor were continuously treated with either AbP, AbC, or AbC + ICB for 4 weeks, and for the sequential treatment, mice were first treated with AbP for 1 week, then switched to AbC or AbC + ICB treatment for another 3 weeks (Fig. 5a). We observed that sequential regimen with AbC increased progression free survival (PFS) (median of 43 days) compared with AbP continuously treated mice (median of 29 days). Continuous triple combination regimen (AbC + ICB) without the priming stage exhibited comparable PFS (median of 44 days) to that of sequential AbP + AbC treatment. Notably, prior treatment of AbP priming followed by a combinatorial immunotherapy regimen (AbP/AbC + ICB) further increased PFS (median of 53 days) (Fig. 5b). This result suggests that AbP priming is important to recondition the tumor immune microenvironment which makes the tumor more sensitive to AbC + ICB combinatorial immunotherapy.

**Fig. 5:**
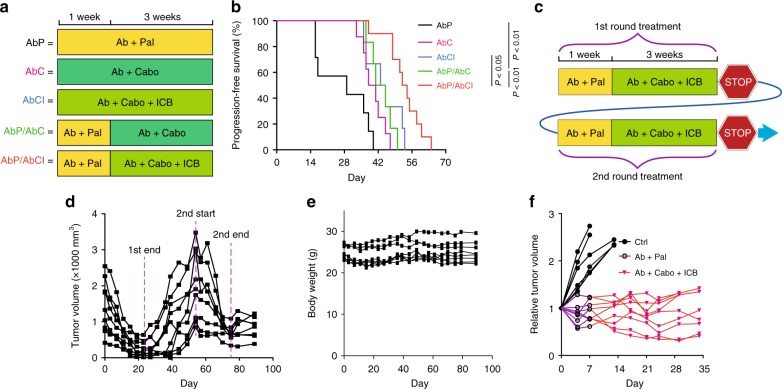
Sustained response to sequential combinatorial immunotherapy in rapidly evolving Her2-positive breast cancer. **a** Short-term experimental design for testing efficacy of indicated treatment schedule in MMTV-neu mice with spontaneous, advanced-stage tumors. **b** Kaplan–Meier progression free (without tumor volume increase) survival curves for different treatment and schedule as indicated in **a** (*n* = 6–8). *P*-value by log-rank (Mantel–Cox) test. **c** Long-term experimental design for testing efficacy of sequential combinatorial immunotargeted therapy in MMTV-neu mice with spontaneous, advanced-stage tumors. **d** Tumor volume curves of sequential combinatorial immunotargeted therapy (*n* = 9) as indicated in **c**. **e** Body weight measurements during treatment as performed in **d**. **f** The residual tumors after second-round sequential treatment as performed in **d** were transplanted to recipient syngeneic MMTV-neu mice (*n* = 6 for Ctrl and *n* = 9 for sequential treatment group). Relative tumor volumes of another round of sequential combinatorial immunotargeted therapy were shown

Clinically undetectable residual tumors might gradually rebound upon discontinuation of the treatment, which imposes a significant clinical challenge. Encouraged by the significant therapeutic efficacy of AbP/AbC + ICB sequential regimen in inhibiting extremely aggressive APR tumors, we next sought to model the clinical scenario of residual disease and test whether the rebounded-tumors would acquire resistance to the sequential combinatorial immunotherapy (Fig. 5c). Strikingly, a second-round of sequential combinatorial immunotherapy was almost as effective as the first round of AbP/AbC + ICB in shrinking the rebounded-tumors (Fig. 5d). Throughout two courses of treatment, sequential combinatorial treatment (AbP/AbC + ICB) was well tolerated without significant weight loss (Fig. 5e). To further explore the sustainability of the sequential regimen in controlling the tumor relapse, we transplanted the residual tumors after the second-round of sequential treatment to a cohort of recipient syngeneic mice. Compared with controls, sequential combinatorial treatment continuously to inhibit tumor progression during the third round of treatment (Fig. 5f), enabling a sustained control of the extremely aggressive tumors.

## Discussion

CDK4/6 inhibitors are one of the most exciting classes of targeted therapies in treating ER-positive breast cancers^35,44^. Recent exciting preclinical studies warrant clinical proposition of CDK4/6 inhibitors to patients with HER2+ breast cancer and multiple clinical trials are currently being conducted^32,37,38^. Through prospective modeling HER2+ breast cancer using the classic MMTV-neu mouse model, we find that long-term efficacy of combined CDK4/6 and HER2-targeted therapy is diminished by acquisition of resistance. By single-cell analyses, we reveal a distinct infiltration of immunosuppressive immature myeloid cells in those resistant tumors and combining Cabo overcomes the resistance and sensitizes them to immune checkpoint blockades. Since there are a number of on-going clinical studies evaluating HER2 and CDK4/6 co-targeting regimen, our study might be valuable in guiding future clinical practice to overcome potential emerging therapeutic resistance.

Our study demonstrates that identifying TME changes occurring after treatment is essential for designing more effective combinatorial regimen to combat the tumor evolution. Traditionally, targeted therapy is not effective once the tumor develops new mutation or engages alternative pathways to circumvent the drug target in cancer cells. We reveal a significant increase of immunosuppressive immature myeloid cells infiltration in the APR tumors, which in turn hinders the efficacy of ICB. We believe targeting/modulating these TME changes by defining immune suppressive components and rationally designed combinatorial regimen will deliver better clinical outcomes, and maximize the utility of ICB in treating breast cancer, especially for APR tumors. In our study, we have demonstrated that sequential administration combinatorial targeted therapy, guided by scRNA-seq, delivers a durable therapeutic efficacy in combination with ICB, leading to a prolonged stable disease of rapidly evolving HER2/neu-positive breast cancer. This long-lasting disease control by such treatment might also engage or enhance immune memory, considering the optimal therapeutic activity of Ab + Cabo with a dependence on T cells. These results provide a rationale for clinical proposition of combinatorial immunotherapy for HER2+ breast cancer as a strategy to mitigate the emergence of resistance. Our findings also provide insights into how and when to optimally integrate immunotherapies against even aggressive breast cancer with extensive prior treatments.

At the transcriptomal level, the immature myeloid cells identified in our study resemble MDSCs. MDSCs represent a heterogeneous population of largely immature myeloid cells with an immune suppressive activity. Two major subsets (monocytic and polymorphonuclear MDSC) have been identified and characterized^39,40^. However, the current characterization of MDSC relies mostly on the functional level (e.g., ex vivo T-cell suppression assays). The specific and reliable molecular features contributing to the function of MDSCs, especially under the drug-resistance context, have not been well defined at the single-cell level. Defining the mechanistic underpinnings that drive MDSC phenotypes and their immune suppressive properties in tumors is essential for the development of MDSC-specific therapeutic interventions. In this study, we performed scRNA-seq of Gr1^high^Ly6G^+^ and Gr1^dim^Ly6G^−^ cells derived from the APR tumors, which are believed to represent granulocytic/polymorphonuclear and monocytic lineage of MDSCs. Interestingly, to a great extent, they displayed transcriptomic similarity under the APR context. The similarity may reflect common features of these heterogeneous and plastic myeloid subsets, as immunosuppressors in APR tumors^45–47^. Guided by single-cell transcriptome signatures, targeting immature myeloid cells by switching to Cabo, a clinically actionable strategy, suppresses APR tumors and sensitizes them to ICB. Given the abundance of immature myeloid cells in APR tumors and their apparent tumor-promoting functions, targeting or modulating those cells, which have a relatively stable genome compared with cancer cells, is a clinically appealing strategy. We envision that the signature of MDSCs generated from our study may shed more light on the molecular underpinning of immature myeloid cells and facilitate the development of therapeutic interventions to precisely target MDSCs.

In the present study, although Cabo-containing regimen inhibit immature myeloid cells in the APR tumors, we could not exclude the possible direct effect of Cabo on cancer cells and other stroma compartments. Our findings provided clues as to how immature myeloid cells were dominant in the TME. We found that expression of several cytokines and chemokines involved in recruitment, differentiation and activation of myeloid cells (Csf1/M-CSF, Tgfβ2, Serpine2, Lgals3) were increased in response to Ab + Pal treatment. Studies have shown that tumor cell derived factors can promote bone marrow myeloid progenitor expansion and ultimately increase the number of circulating and tumor infiltrating immunosuppressive myeloid cells and contribute to disease progression^14^. Additional studies of these cytokines/chemokines and other related immunomodulatory factors may provide greater insights into mechanisms of immunosuppressive myeloid cell accumulation during the tumor evolution/adaption, and reveal potential targets for preventing disease progression/drug-resistance. As clinical studies of anti-Her2 antibody and CDK4/6 inhibitor combination are still under way, the relevant data and samples of large patient cohorts are not yet available. Further investigation would be required to determine if immature myeloid cells infiltration is a general feature of disease progression and therapeutic resistance as demonstrated in this study.

In summary, this study supports the necessity and provides potential value to use single-cell profiling to trace, characterize, and resolve tumor evolution during the course of treatment, which could have a profound impact on future clinical decisions and rationally designed treatment strategies. Our preclinical findings indicated that targeting immature myeloid cells subverts immunosuppressive TME and restores the vulnerability of highly aggressive breast cancer to checkpoint blockade immunotherapy. Along with on-going clinical trial and patient tissue biopsy, we envision that similar prospective in vivo resistance modeling and rational regimen design informed by tumor cells and TME alterations, could facilitate future translational precision medicine for cancer patients.

## Methods

### Animal model and syngeneic tumor transplantation

FVB/N-MMTV-neu (202Mul) mice (Stock no: 002376) were purchased from Jackson Lab (Ben Harbor, ME). For tumor transplantation, treatment-resistant tumors were excised from MMTV-neu mice and immediately cut into small pieces of 3–5 mm in diameter. Donor tumors were transplanted into 4th mammary fat pad of MMTV-neu mice (12 to14-week old). Incisions were closed with wound clips which were removed after 7–10 days. Mice were monitored daily for tumor establishment. To establish/ensure the Ab + Pal resistant phenotype, the recipient mice were treated with Ab + Pal for 1–3 weeks after forming palpable tumors then indicated treatment was followed. Mouse experiments were performed in accordance with protocol approved by the University of Notre Dame IACUC committee.

### In vivo treatment

Anti-HER2/neu antibody (clone 7.16.4, BE0277), mouse IgG2a Isotype control (Catalog**#** BE0085), anti-CTLA 4 antibody (clone 9H10, BE0131), anti-PD-1 antibody (clone RMP1-14, BE0146), anti-Ly6G/Ly6C (Gr1) antibody (clone RBC-8C5, BE0075), anti-CD3ε antibody (clone 145-2C11, BP0001), and polyclonal syrian hamster IgG (Catalog# BE0087) were purchased from BioXcell (West Lebanon, NH). Nulliparous female mice were enrolled for treatment when the spontaneous tumor reached a size of >500 mm^3^. Anti-HER2/neu antibody or the isotype IgG control was intraperitoneally administered at 10 mg/kg body weight in PBS twice weekly. Palbociclib isethionate salt (LC laboratories, P-7766) was prepared in 50 mM sodium lactate buffer and was given by oral gavage at a dose of 180 mg/kg every other day. Cabo (LC laboratories, C-8901) dissolved in 30% (v/v) propylene glycol, 5% (v/v) Tween 80, and 65% (v/v) of a 5% (w/v) dextrose solution in water, was orally administered at daily dose of 30 mg/kg. For ICB treatment, Gr1^+^ cells and T-cell depletion experiments, anti-PD-1, anti-CTLA 4, anti-Gr1, or anti-CD3ε antibodies (or their respective isotype IgG controls) were intraperitoneally administered at 200 μg per injection twice weekly, starting 1 day before anti-HER2/neu antibody and inhibitor treatment. The tumors were measured twice weekly using calipers. Tumor volume was calculated as length × width^2^/2. The volume of tumor when indicated treatment started was used as baseline for relative tumor volume calculation.

### Cell preparation

Cells for single-cell RNA-seq were prepared by density centrifugation using Ficoll-Paque media (GE Healthcare, 17-5446-02) followed by magnetic-activated cell sorting (MACS)-based separation or enrichment. In brief, fresh mammary tumors were resected and minced with sterile scissors into ~1- to 2-mm^3^ pieces, then enzymatically digested in DMEM/F12 medium (10 ml/g tumor) containing 5% FBS, 2 mg/ml collagenase (Sigma), 0.02 mg/ml hyaluronidase (Sigma), and 0.01 mg/ml DNase I (Sigma) for 30 min at 37 °C with gentle agitation. Dissociated cells were centrifuged at 350 × *g* for 5 min with the brake on and discard supernatant. The pellet was resuspended with 3–5 ml of prewarmed TrypLE and incubated for 5 min. After adding 10 ml of DMEM/F12 medium supplemented with 2% FBS and passing through a 40-μm cell strainer (BD Biosciences), cells were centrifuged at 350 × *g* for 5 min and resuspended in MACS buffer [phosphate-buffered saline (PBS) with 0.5% bovine serum albumin (BSA) and 2 mM EDTA]. Cell suspension was carefully layered on top of 15 ml Ficoll-Paque media solution in a 50-ml Falcon tube and centrifuged at 1000 × *g* for 10 min at room temperature with the break off. The buffy layer at the interface was transferred and washed with cold MACS buffer. Following Ficoll separation, dead cells were eliminated by using the dead cell removal kit (Miltenyi Biotec, 130-090-101) per manufacturer’s instruction. The live cell fraction was then incubated with CD45 magnetically labeled antibody (Miltenyi Biotec, 130-052-301) and passed through a LS magnetic column (Miltenyi Biotec, 130-042-401). The flow through fraction with enriched tumor cells (after depletion of CD45^+^ leukocytes) was collected. The cells retained in the column were then eluted as the isolated CD45^+^ TILs. For Gr1^+^ MDSC separation (using APR tumor transplantation model), the live cell fraction was subjected to a similar MACS-based isolation by application of the mouse MDSC isolation kit (Miltenyi Biotec, 130-094-538). Isolated cells were washed twice with cold MACS buffer and counted with a hemocytometer and diluted in cold PBS with 0.1% BSA and 2 mM EDTA at desired densities for Drop-seq.

### Drop-seq and sequencing analysis

Single-cell transcriptomic profiles were generated using Drop-seq protocol^48^. Briefly, enriched tumor cell suspensions (pooled from three or four tumors) as prepared above were loaded on the microfluidic device (fabricated in-house, CAD file from McCarroll Lab website: http://mccarrolllab.org/dropseq/) at ~100 cells/µl. CD45^+^ TILs and Gr1^+^ MDSCs were loaded at ~200 cells/µl (2 biological replicates for each treatment condition). Single-cell suspension and uniquely barcoded microbeads (Chemgenes, MACOSKO201110) suspended in lysis buffer were co-encapsulated in droplets by the microfluidic device. The droplets serve as compartmentalizing chambers for RNA capture. Once droplet generation was complete, collected droplets were disrupted and RNA-hybridized beads were harvested. Reverse transcription was performed using Maxima H Minus Reverse Transcriptase (Thermo Fisher Scientific, EP0752) with template switching oligo. cDNA was amplified and PCR products were then purified using AMpure Beads (Beckman Coulter). After quantification on a BioAnalazyer High Sensitivity Chip (Agilent), samples were fragmented and amplified for sequencing with the Nextera XT DNA sample prep kit (Illumina). The libraries were purified, quantified, and then sequenced on the Illumina HiSeq 2500 or NextSeq 500. Sequencing format was 25-cycle read 1, 8-cycle index 1, and 50-cycle read 2. Base calling was done by Illumina real time analysis (RTA) v1.18.64 and output of RTA was demultiplexed and converted to Fastq format with Illumina Bcl2fastq v1.8.4. Raw Drop-seq data were processed and aligned (STAR aligner) by following the standard Drop-seq pipeline. Briefly, reads were mapped to the mouse mm10 reference genome, then a digital gene expression data matrix was generated with counts of unique molecular identifiers (UMIs) for every detected gene (row) per cell barcode (column). We applied the knee plot method as recommended by the Drop-seq core computational protocol, which utilize the cumulative distribution of reads and identify an inflection point in the plot, to determine the number of cells (cell barcodes) represented in the expression matrix. Next, the Seurat R package^49^ was used to perform data normalization, dimension reduction, clustering, and differential expression analysis. Cells from corresponding treatment groups were merged into a single matrix. For tumor cells (sequenced by Illumina HiSeq 2500), genes with detected expression in at least five cells were included and cells with either less than 600 genes and 1500 UMI or more than 4000 genes and 20,000 UMI were excluded. The percentage of reads aligned to mitochondrial genes per cells was calculated and cells with greater than 15% of transcripts derived from to mitochondrial genes^50^ were filtered out. This resulted in 12,638 genes across 4817 cells. Potential contaminating stromal cells were further removed based on the expression of *Pdgfra* (marker for fibroblast), *Pecam*/CD31(marker for endothelial cells), CD45 and CD11b (markers for leukocytes). We finally obtained 4711 cells for further analysis. For TILs in Fig. 2b (sequenced by Illumina HiSeq 2500), genes with detected expression in at least two cells were included and cells with either less than 400 genes and 1200 UMI or more than 4000 genes and 30,000 UMI were excluded, and cells with greater than 10% of transcripts derived from to mitochondrial genes were removed. For Fig. 2g (sequenced by NextSeq 500), genes with detected expression in at least two cells were included, cells with either less than 500 genes and 1500 UMI or more than 5000 genes and 50,000 UMI were excluded, and cells with mitochondrial genes greater than 10% were also removed. For Fig. 4b (sequenced by NextSeq 500), genes with detected expression in at least ten cells were included, cells with either less than 400 genes or more than 5000 genes were excluded, and cells with mitochondrial genes greater than 10% were also removed. The filtered matrix was scaled to 10,000 molecules and log-normalized per cell to correct for the difference in sequencing depth between single cells.

### Gene set enrichment analysis

ssGSEA^51^ was run using GSVA v1.28.0 in R using single-cell expression matrix with UMI values. We applied hallmark gene sets and canonical pathways from KEGG, REACTOME, and BIOCARTA gene sets of the C2 collection of Molecular Signatures Database (MSigDB) (converted to mouse gene symbols) to each single cell to obtain enrichment score for each signature. Our custom and experimentally generated MDSCs signature was based on marker genes (top 300 differential expressed genes) of cell clusters by Seurat package. Drug target genes of FDA-approved small molecular PKIs were adapted from The Blue Ridge Institute for Medical Research (http://www.brimr.org/PKI/PKIs.htm).

### Mass cytometry by time of flight (CyTOF)

Fresh or cryopreserved mammary tumors were enzymatically digested followed by density centrifugation and dead cell removal as aforementioned. Cells for CyTOF were washed and resuspended in Maxpar PBS (Fluidigm, 201058). Cells suspensions were incubated with Cell-ID Cisplatin (Fluidigm, 201064) for 5 min and then washed in Maxpar Cell Staining Buffer (Fluidigm, 201068). FC receptors were blocked by incubation with TruStain fcX in 100 μl MaxPar Cell Staining Buffer for 15 min at room temperature. Cells were incubated with a cocktail of CyTOF antibodies (Supplementary materials) for 30 min at room temperature and then washed in MaxPar Cell Staining Buffer. Optimal concentrations were determined for each antibody by titration. Cells were incubated with Cell-ID Cisplatin (Fluidigm, 201064) at 2.5 μM for 2.5 min for viability staining. Cells were resuspended and fixed in 1.6% PFA prepared in MaxPar PBS for 20 min and then Intercalator (Fluidigm, 201192B) dissolved in MaxPar Fix and Perm Buffer (Fluidigm, 201067) for 1 h or overnight at 4°C. Following nuclear labeling, cells were washed once in MaxPar Cell Staining Buffer and twice in MaxPar Water (Fluidigm, 201069). Samples were brought to 500,000 particulartes/ml in MilliQ water containing 0.1× EQ beads (Fluidigm, 201078) and run in 450 μl injections on a CyTOF2 instrument. CyTOF data were analyzed and visualized using Cytobank Premium (Cytobank, Inc).

### Statistical analysis

Statistical tests were performed in GraphPad Prism version 7.0 or in R. Data were analyzed with two-tailed unpaired Student’s *t* tests when comparing means of two groups and one-way ANOVA when comparing more than two groups. Chi-square test was used to compare the proportion of cells. Survival curves were compared with the log-rank (Mantel–Cox) test. *P* values < 0.05 were considered significant.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The single-cell RNA sequencing data have been deposited in the GEO data repository under accession number GSE122336. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## References

[1] Collins FS, Varmus H (2015). A new initiative on precision medicine. N. Engl. J. Med..

[2] Ashley EA (2016). Towards precision medicine. Nat. Rev. Genet..

[3] Dugger SA, Platt A, Goldstein DB (2018). Drug development in the era of precision medicine. Nat. Rev. Drug Discov..

[4] Chen Hui-Zi, Bonneville Russell, Roychowdhury Sameek (2019). Implementing precision cancer medicine in the genomic era. Seminars in Cancer Biology.

[5] Higgins MJ, Baselga J (2011). Targeted therapies for breast cancer. J. Clin. Investig..

[6] Meisel, J. L., Venur, V. A., Gnant, M. & Carey, L. Evolution of targeted therapy in breast cancer: where precision medicine began. *A**m. Soc. Clin. Oncol. Educ. Book*, 78–86. 10.1200/EDBK_201037 (2018)10.1200/EDBK_20103730231395

[7] Merlo LMF, Pepper JW, Reid BJ, Maley CC (2006). Cancer as an evolutionary and ecological process. Nat. Rev. Cancer.

[8] Gerlinger M, Swanton C (2010). How Darwinian models inform therapeutic failure initiated by clonal heterogeneity in cancer medicine. Br. J. Cancer.

[9] Gillies RJ, Verduzco D, Gatenby RA (2012). Evolutionary dynamics of carcinogenesis and why targeted therapy does not work. Nat. Rev. Cancer.

[10] Polyak K (2011). Heterogeneity in breast cancer. J. Clin. Investig..

[11] Fisher R, Pusztai L, Swanton C (2013). Cancer heterogeneity: implications for targeted therapeutics. Br. J. Cancer.

[12] Olson OC, Joyce JA (2013). Microenvironment-mediated resistance to anticancer therapies. Cell Res..

[13] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[14] Binnewies M (2018). Understanding the tumor immune microenvironment (TIME) for effective therapy. Nat. Med..

[15] Wilding JL, Bodmer WF (2014). Cancer cell lines for drug discovery and development. Cancer Res..

[16] Wood KC (2015). Mapping the pathways of resistance to targeted therapies. Cancer Res..

[17] Maley CC (2017). Classifying the evolutionary and ecological features of neoplasms. Nat. Rev. Cancer.

[18] Tirosh I (2016). Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. Science.

[19] Brady SW (2017). Combating subclonal evolution of resistant cancer phenotypes. Nat. Commun..

[20] Kim K-T (2015). Single-cell mRNA sequencing identifies subclonal heterogeneity in anti-cancer drug responses of lung adenocarcinoma cells. Genome Biol..

[21] Tirosh I (2016). Single-cell RNA-seq supports a developmental hierarchy in human oligodendroglioma. Nature.

[22] Ebinger S (2016). Characterization of rare, dormant, and therapy-resistant cells in acute lymphoblastic leukemia. Cancer Cell.

[23] Shaffer Sydney M., Dunagin Margaret C., Torborg Stefan R., Torre Eduardo A., Emert Benjamin, Krepler Clemens, Beqiri Marilda, Sproesser Katrin, Brafford Patricia A., Xiao Min, Eggan Elliott, Anastopoulos Ioannis N., Vargas-Garcia Cesar A., Singh Abhyudai, Nathanson Katherine L., Herlyn Meenhard, Raj Arjun (2017). Rare cell variability and drug-induced reprogramming as a mode of cancer drug resistance. Nature.

[24] Zheng C (2017). Landscape of infiltrating T cells in liver cancer revealed by single-cell sequencing. Cell.

[25] Chung W (2017). Single-cell RNA-seq enables comprehensive tumour and immune cell profiling in primary breast cancer. Nat. Commun..

[26] Kathleen Cuningham Foundation Consortium for Research into Familial Breast Cancer (kConFab) (2018). Single-cell profiling of breast cancer T cells reveals a tissue-resident memory subset associated with improved prognosis. Nat. Med..

[27] Azizi E (2018). Single-cell map of diverse immune phenotypes in the breast tumor microenvironment. Cell.

[28] Shalek AK, Benson M (2017). Single-cell analyses to tailor treatments. Sci. Transl. Med..

[29] Moasser MM, Krop IE (2015). The evolving landscape of HER2 targeting in breast cancer. JAMA Oncol.

[30] Loibl S, Gianni L (2017). HER2-positive breast cancer. Lancet.

[31] Gagliato DdeM, Jardim DLF, Marchesi MSP, Hortobagyi GN (2016). Mechanisms of resistance and sensitivity to anti-HER2 therapies in HER2+ breast cancer. Oncotarget.

[32] Goel S (2016). Overcoming therapeutic resistance in HER2-positive breast cancers with CDK4/6 inhibitors. Cancer Cell.

[33] Goel S (2017). CDK4/6 inhibition triggers anti-tumour immunity. Nature.

[34] Deng J (2018). CDK4/6 inhibition augments antitumor immunity by enhancing T-cell activation. Cancer Discov..

[35] Finn RS, Aleshin A, Slamon DJ (2016). Targeting the cyclin-dependent kinases (CDK) 4/6 in estrogen receptor-positive breast cancers. Breast Cancer Res..

[36] O’Leary B, Finn RS, Turner NC (2016). Treating cancer with selective CDK4/6 inhibitors. Nat. Rev. Clin. Oncol..

[37] Corona SP (2017). CDK4/6 inhibitors in HER2-positive breast cancer. Crit. Rev. Oncol./Hematol..

[38] Pernas S, Tolaney SM, Winer EP, Goel S (2018). CDK4/6 inhibition in breast cancer: current practice and future directions. Ther. Adv. Med Oncol..

[39] Bronte V (2016). Recommendations for myeloid-derived suppressor cell nomenclature and characterization standards. Nat. Commun..

[40] Veglia F, Perego M, Gabrilovich D (2018). Myeloid-derived suppressor cells coming of age. Nat. Immunol..

[41] He Y-M (2018). Transitory presence of myeloid-derived suppressor cells in neonates is critical for control of inflammation. Nat. Med..

[42] Tolaney SM (2016). Cabozantinib for metastatic breast carcinoma: results of a phase II placebo-controlled randomized discontinuation study. Breast Cancer Res. Treat..

[43] Lu X (2017). Effective combinatorial immunotherapy for castration-resistant prostate cancer. Nature.

[44] Treating ER (2017). + Breast Cancer with CDK4/6 Inhibitors. Cancer Discov..

[45] Kiss M, Van Gassen S, Movahedi K, Saeys Y, Laoui D (2018). Myeloid cell heterogeneity in cancer: not a single cell alike. Cell. Immunol..

[46] Tcyganov E, Mastio J, Chen E, Gabrilovich DI (2018). Plasticity of myeloid-derived suppressor cells in cancer. Curr. Opin. Immunol..

[47] Liu Y (2018). Targeting myeloid-derived suppressor cells for cancer immunotherapy. Cancer Immunol. Immunother..

[48] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[49] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[50] Ilicic T (2016). Classification of low quality cells from single-cell RNA-seq data. Genome Biol..

[51] Barbie DA (2009). Systematic RNA interference reveals that oncogenic KRAS-driven cancers require TBK1. Nature.

# Supplementary material for: Single-cell profiling guided combinatorial immunotherapy for fast-evolving CDK4/6 inhibitor-resistant HER2-positive breast cancer
**Source:** Nat Commun. 2019 Aug 23;10:3817. doi: 10.1038/s41467-019-11729-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Single-cell profiling guided combinatorial immunotherapy for fast-evolving CDK4/6 inhibitor resistant HER2-positive breast cancer**

Qingfei Wang<sup>1,2</sup>, Ian H. Guldner<sup>1,2</sup>, Samantha M. Golomb<sup>1,2</sup>, Longhua Sun<sup>1,2</sup>, Jack A. Harris<sup>1,2</sup>, Xin Lu<sup>1,2,3</sup> and Siyuan Zhang<sup>1,2,3</sup>

<sup>1</sup> Department of Biological Sciences, College of Science, University of Notre Dame, Notre Dame, IN 46556, USA; <sup>2</sup> Mike and Josie Harper Cancer Research Institute, University of Notre Dame, South Bend, IN 46617, USA; <sup>3</sup> The Indiana University Melvin and Bren Simon Cancer Center, Indianapolis, IN 46202, USA

## Supplementary Figure 1

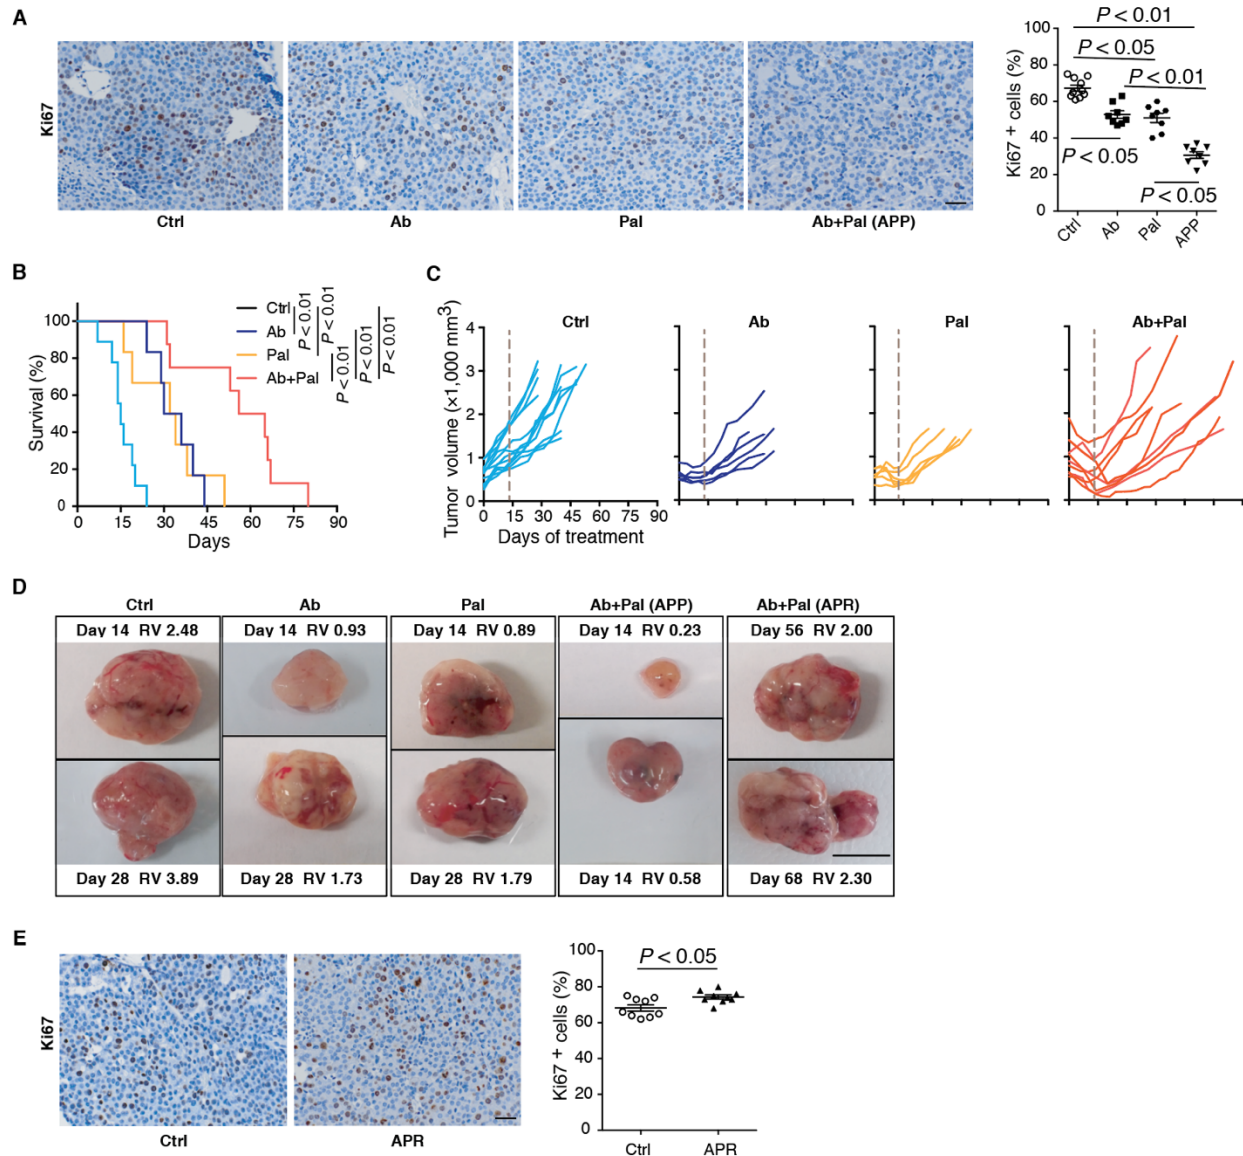

**Supplementary Figure 1. Response and resistance to anti-Her2/Neu antibody plus CDK4/6 inhibitor Palbociclib combination in spontaneous Her2/Neu-positive breast cancer.** (A) Representative images and quantification of Ki67 immunohistochemistry staining. MMTV-neu202<sup>Mul</sup> mice (bearing tumor > 500 mm<sup>3</sup>) were treated with Ctrl, Ab or Pal alone, or Ab+Pal for 14 days, then tumors were harvested. Ctrl, vehicle treated control; Ab, anti-Her2/Neu antibody; Pal, CDK4/6 inhibitor Palbociclib. Scale bar, 20  $\mu$ m. *P*-value by one-way ANOVA with Tukey's test. (B) Survival time to doubled tumor volume (n=9,6,6 and 8 for Ctrl, Ab, Pal and Ab+Pal). *P*-value by log-rank (Mantel-Cox) test. (C) Individual tumor growth kinetics with Ctrl (n=12), Ab (n=6) or Pal (n=5) alone, or Ab+Pal (n=10) treatment. Dash line indicating 14-day's treatment. (D) Representative images of tumors with indicated treatment. RV: relative tumor volume. RV = tumor volume at the indicated time (days of treatment) / volume at the start point of treatment. Scale bar, 1cm. (E) Representative images and quantification of Ki67 immunohistochemistry staining on tumors derived from mice with 7 weeks' treatment. Scale bar, 20  $\mu$ m. *P*-value by Student's *t*-test. Error bars in A and E represent SEM.

Supplementary Figure 2

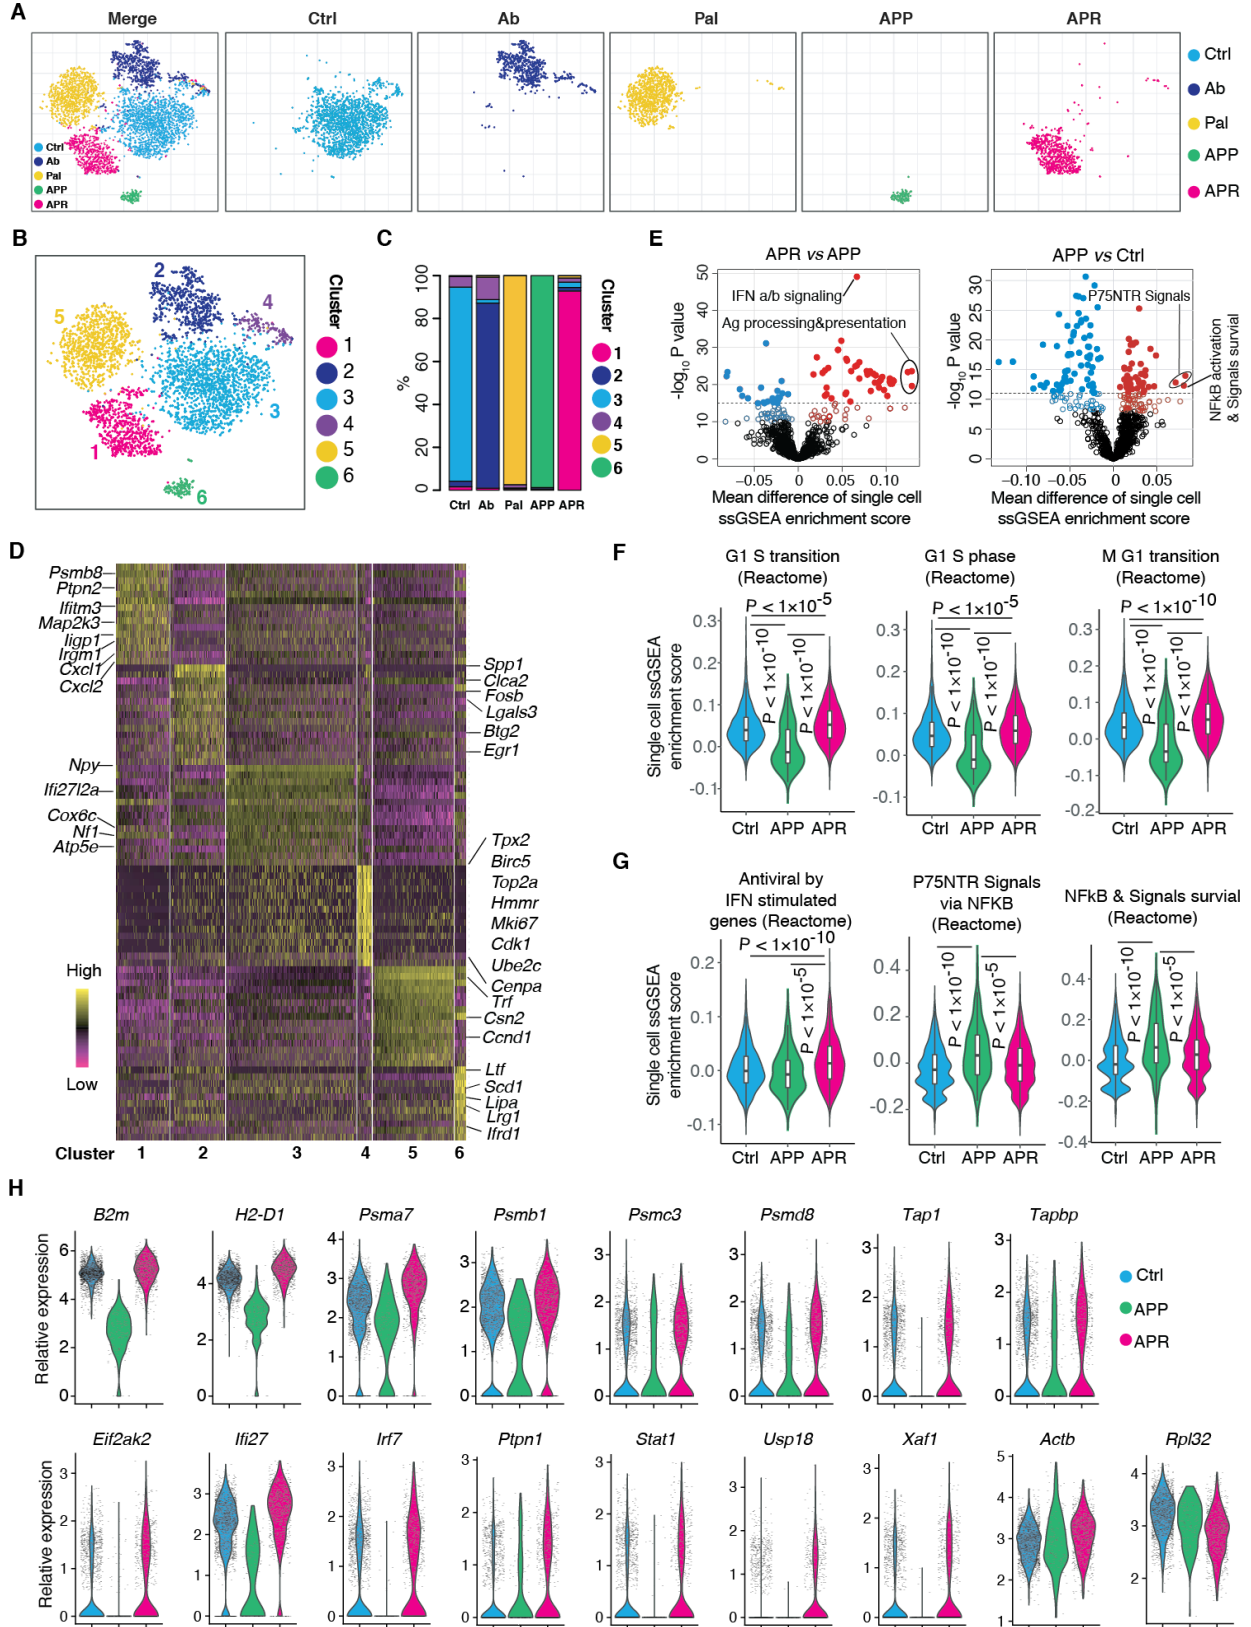

**Supplementary Figure 2. Single-cell RNA sequencing of tumor cells from responsive and resistant tumors to anti-Her2/Neu antibody plus CDK4/6 inhibitor Palbociclib combination treatment.** (A) Clustering of 4,711 tumor cells by single-cell expression profiles and t-distributed stochastic neighbor embedding (t-SNE) plots colored by different treatment [merged (left) or subdivided into individual treatment group (right)] are shown. Each point represents a single cell. (B) t-SNE plot from (A) is colored by cluster. (C) Abundance of each cluster [as clustered in (B)] in tumors with indicated treatment. (D) Heatmap of top differentially expressed (marker) genes of each cluster. Each column represents a single cell. Cluster 1 is predominantly composed of cells from APR tumors with high expression levels of *Psmb8*, *Ptpn2*, *Ifitm3*, *Map2k3*, *Iigp1*, *Irgm1*, *Cxcl1* and *Cxcl2*. Cluster 6 mostly represented the cells from APP tumors with high expression of *Ltf*, *Scd1*, *Lipa*, *Lrg1* and *Ifrd1* genes. (E) Volcano plots comparing ssGSEA enrichment score for 1053 canonical pathways/gene sets of the C2 collection of Molecular Signatures Database between APR and APP (left), APP and Ctrl (right), based on scRNA-Seq data. Each point represents one pathway/gene set. X-axis, mean difference of single-cell ssGSEA enrichment score; Y-axis,  $-\log_{10}$  (*P*-value by t-test). (F and G) ssGSEA enrichment score violin plots for single cells from each treatment group for cell cycle related signatures (F) and for ‘antiviral by IFN stimulated genes’, death receptor ‘P75 NTR signaling’ and ‘NFκB is activated and signals survival’ signatures (G). *P*-value by Student's t-test (two-tailed). (H) Expression of genes involved in antigen processing and presentation (upper panel), IFN signaling and response (lower panel) in individual cells from tumors with indicated treatment. Upper panel, genes encoding mouse major histocompatibility complex (MHC) class I molecules (*B2m* and *H2d1*), peptide transporters (*Tap1*), proteasome family members for protein degradation and peptide production (e.g. *Psmc7*, *Pamb1*, *Psmc3* and *Psmc8*) and transporter-MHC interactions (*Tapbp*) exhibited either higher expression levels or more expressing cells in APR tumors. Lower panel, genes involved in innate immune response to viral infection (*Eif2ak2*, double-stranded RNA-activated protein kinase), regulation of interferon signaling (*Ptpn1*), interferon-responsive transcription factors (*Irf7* and *Stat1*) and interferon stimulated/inducible genes (*Ifi27*, *Usp18*, *Xaf1*) were increased in APR tumors. Each point represents a single cell. Expression of housekeeping genes *Actb* and *Rpl32* in individual cells are also shown.

### Supplementary Figure 3

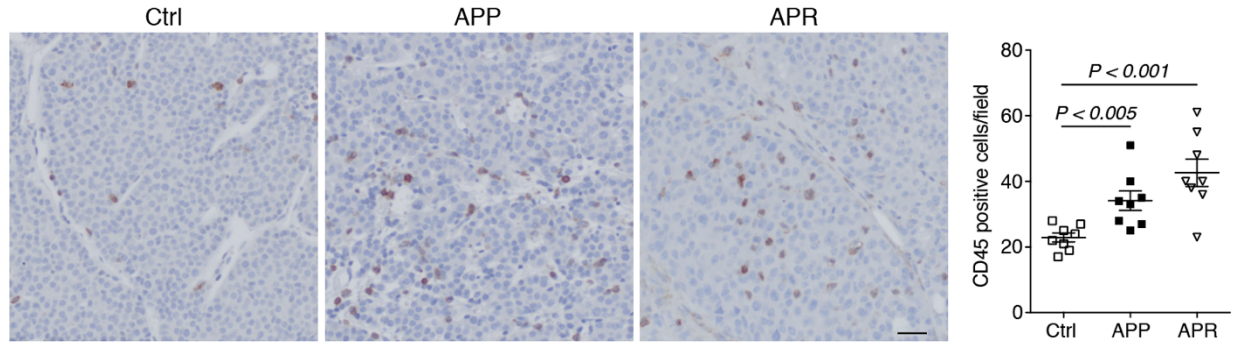

**Supplementary Figure 3. Ab+Pal treatment increased tumor infiltrating leukocytes.** Representative images and quantification of CD45 immunohistochemistry staining for Ctrl, APP and APR tumors. Scale bar, 20  $\mu\text{m}$ . Error bars represent SEM.  $P$ -value by one-way ANOVA with Tukey's test.

Supplementary Figure 4

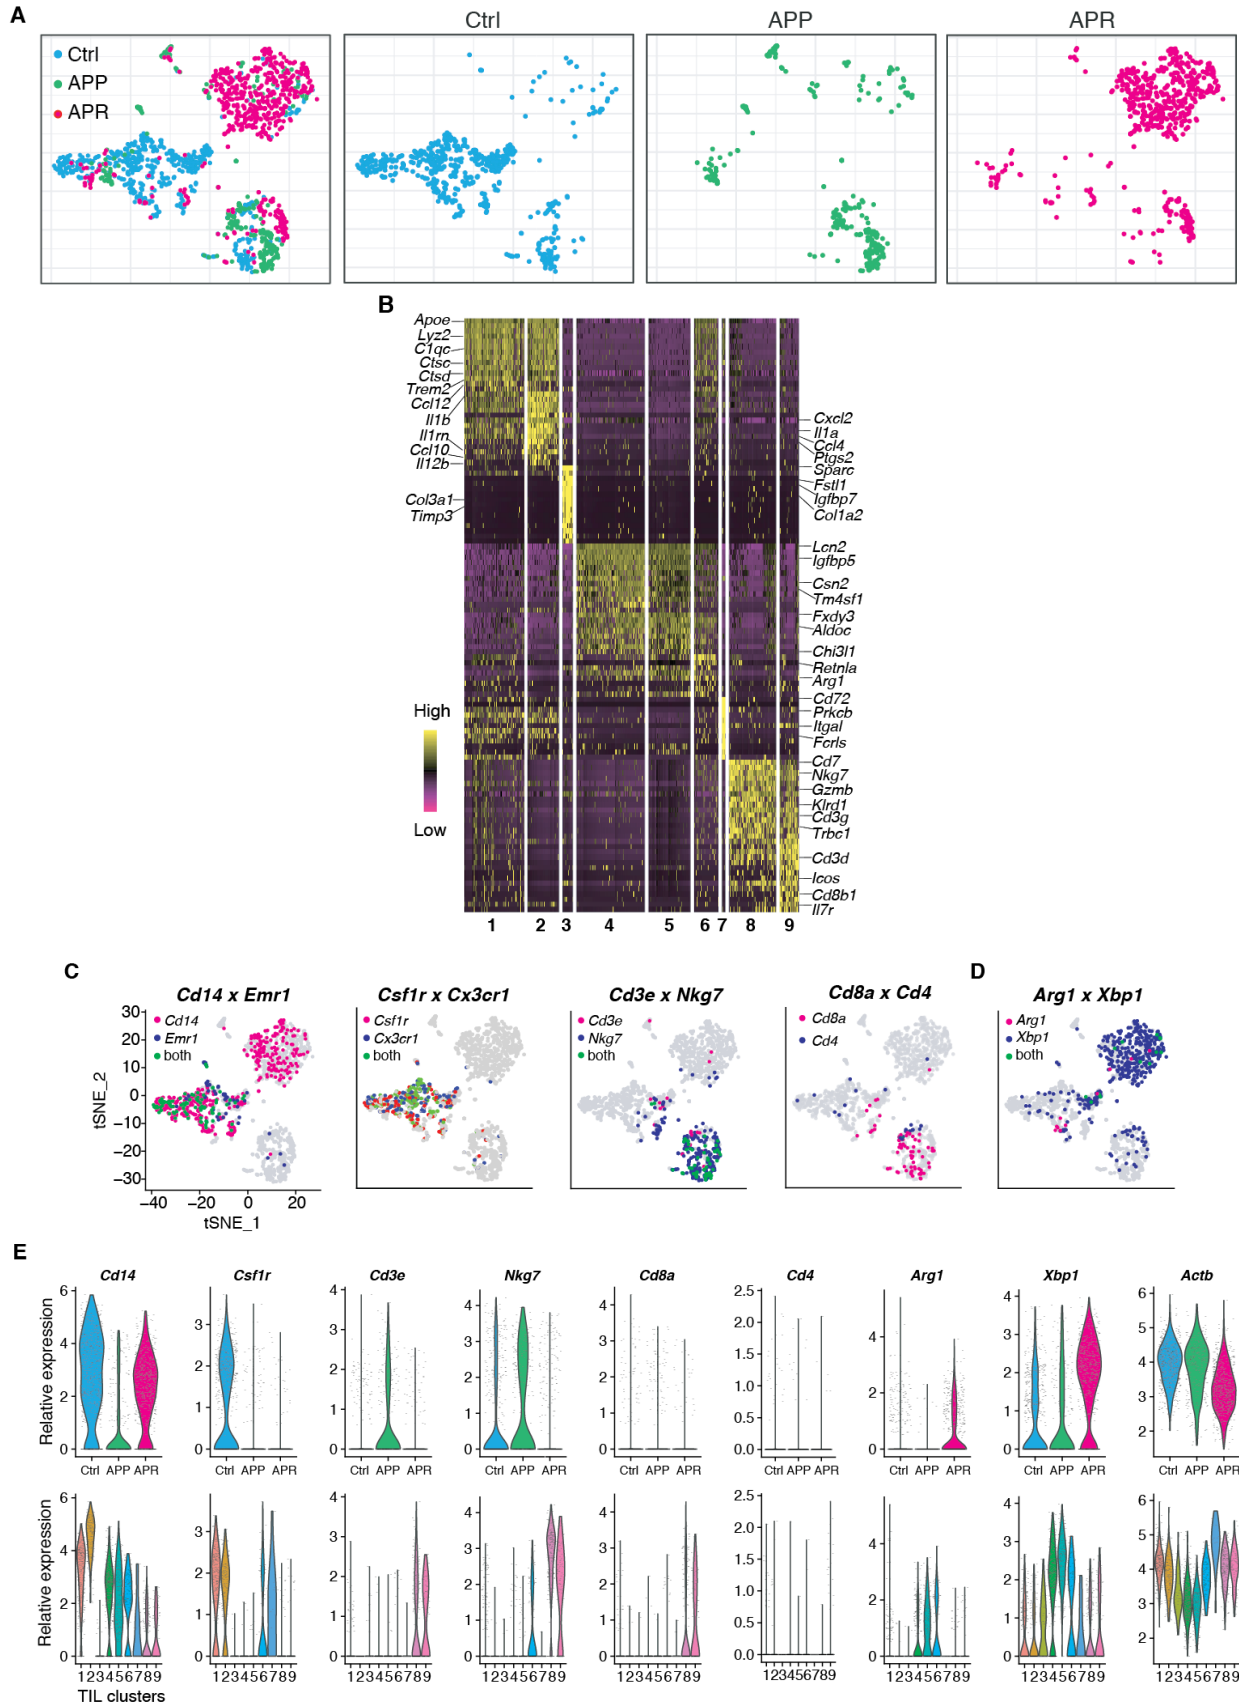

**Supplementary Figure 4. Single-cell RNA sequencing of tumor infiltrated leukocytes derived from Ab+Pal treatment responsive and resistant tumors.** (A) Clustering of 1,444 TILs derived from Ctrl, APP and APR tumors and t-SNE plots colored by different phenotypes [merged (left) or subdivided into individual group (right)] are shown]. Each point represents a single cell. (B) Heatmap of top differentially expressed or marker genes of each cluster from experiment (A). Each column represents a single cell. Cluster 1 (281 cells) and cluster 2 (147 cells) showed marker genes of macrophage (e.g. *ApoE*, *Lyz2*, *C1qc*). Cluster 8 (222 cells) and Cluster 9 (92 cells) showed high expression of NK and/or T-cell genes (e.g. *Nkg7*, *Grmb*, *Cd3g*, *Cd3d*, *Trbc2*, *Cd8b1*). Cluster 3 [50 cells, mostly (38/50) derived from APP] was characterized by *Sparc*, *Fstl1*, *Igfbp7*, *Timp3* and collagen genes, including *Col1a1*, *Col1a2* and *Col3a1*. Cluster 7 (17 cells all from APP) comprised genes characteristic of both dendritic cell and macrophage, such as *Cd72*, *Itgal* and *Fcrl5*. Clusters 4 (327 cells) and 5 (191 cells) displayed high expression of monocyte genes (e.g. *Lcn2*, *Csn2* and *Chi3l1*). Cluster 6 (117 cells) showed intermediate expression of both clusters 1&2 and clusters 4&5-related genes. (C and D) Expression of key marker genes used for immune cell-type identification and annotation was overlaid on t-SNE plots. (E) Expression distribution of key marker genes [as mentioned in (C and D)] and housekeeping gene *Actb* among tumors with different phenotypes (upper) and different TIL-clusters (lower) were shown. Each dot represents a single cell.

Supplementary Figure 5

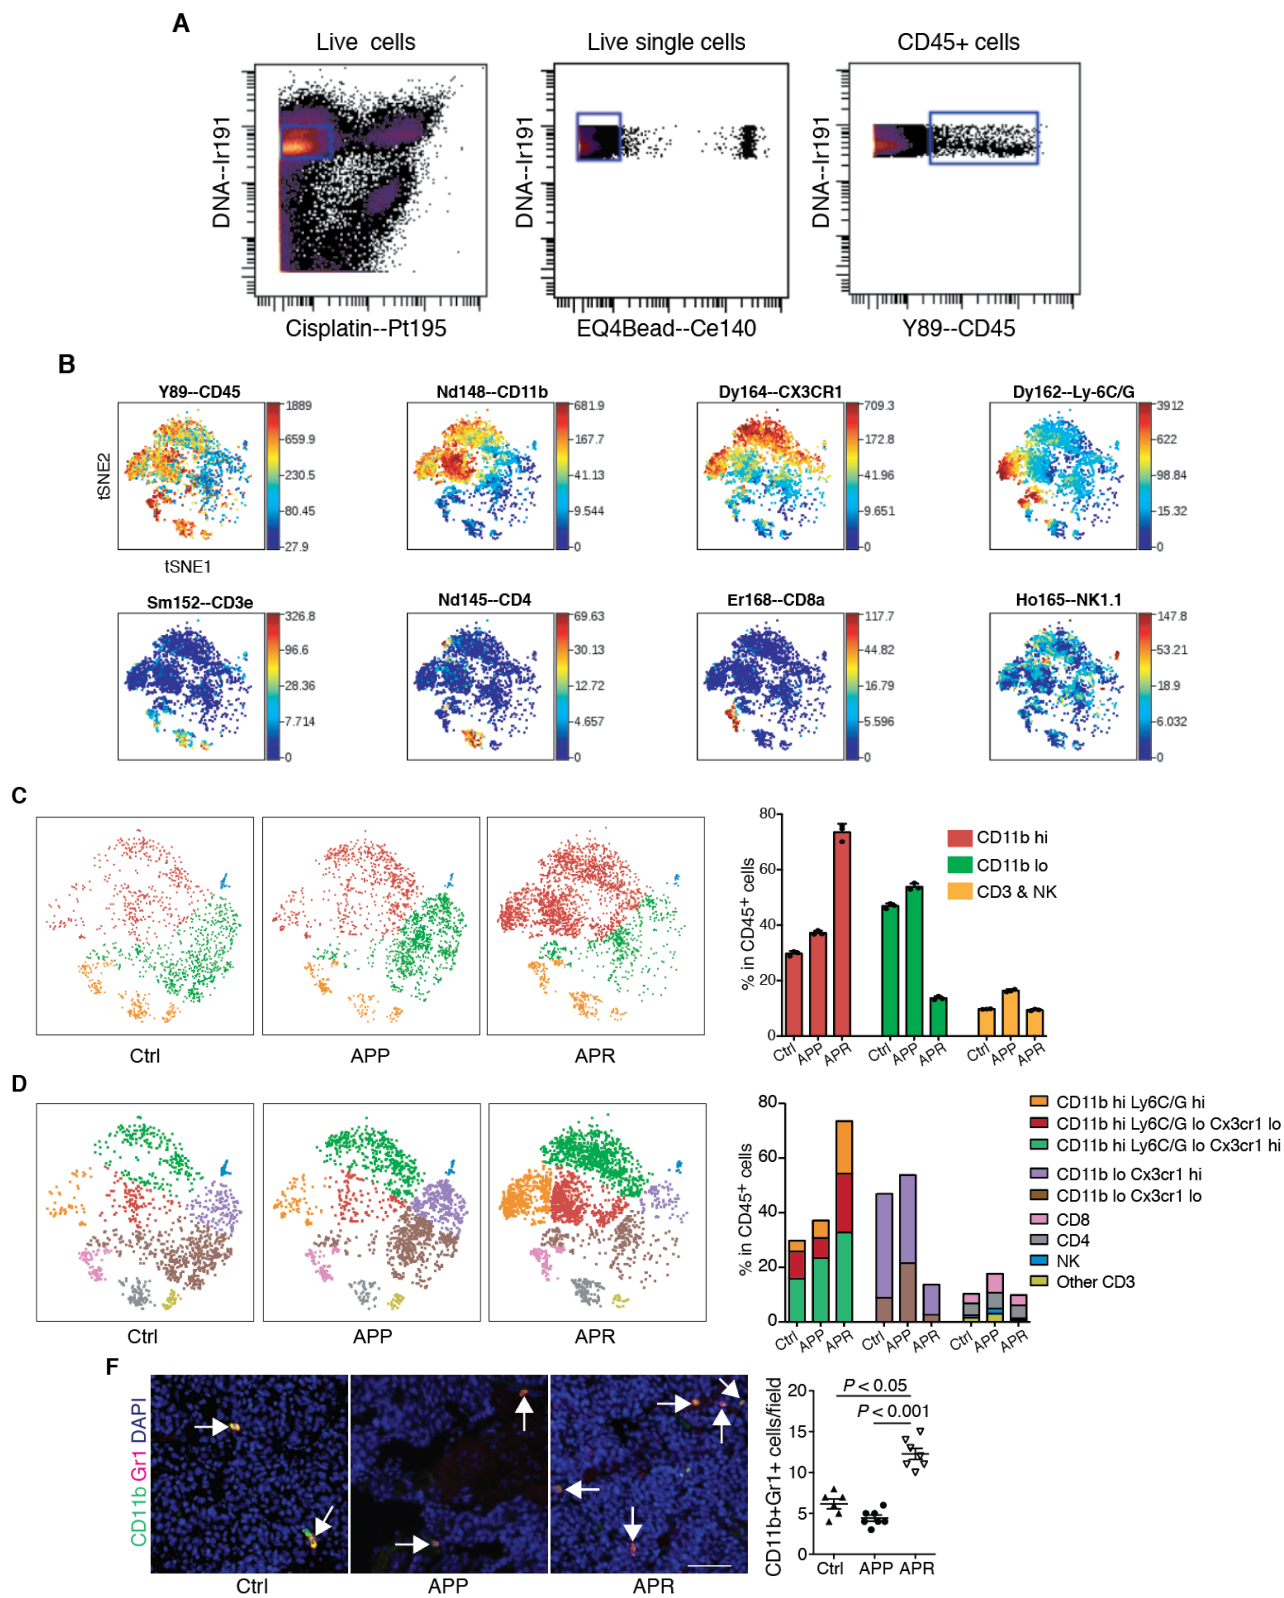

**Supplementary Figure 5. Characterization of infiltrating immune cell populations in responsive and resistant tumors to Ab+Pal treatment.** (A) Preliminary gating for mass cytometry samples. Iridium-191 and cisplatin-195 were used to select live single cells and subsequently CD45+ cells were selected for further analysis. (B) Representative plots showing the expression of markers used for cell characterization/gating overlaid on viSNE plots. viSNE plots were generated by Cytobank, based on the t-SNE algorithm. Each point represents a single cell and the color gradient represents marker's intensity (expression level). (C and D) Classification of CD45+ TILs populations on viSNE plots and quantification. (F) Representative images and quantification of CD11b and Gr1 immunofluorescence staining for Ctrl, APP and APR tumors. Arrows indicate CD11b and Gr1 double positive cells. Scale bar, 50  $\mu$ m. Error bars represent SEM. *P*-value by one-way ANOVA with Tukey's test.

Supplementary Figure 6

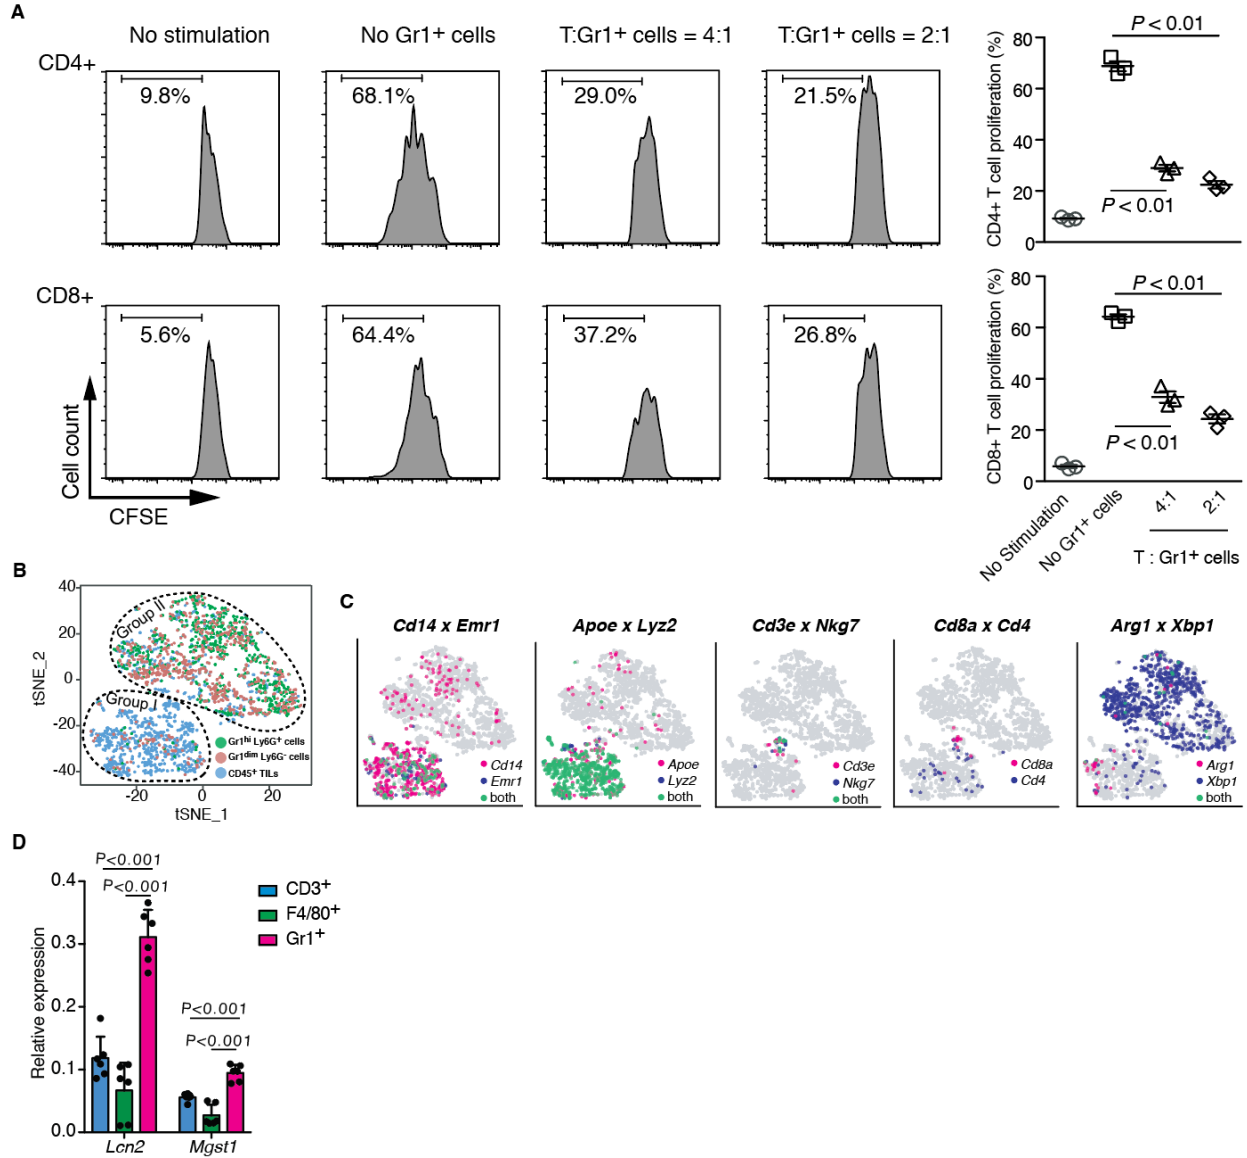

**Supplementary Figure 6. Functional characterization and single-cell RNA sequencing of tumor infiltrated MDSCs.** (A) Gr1<sup>+</sup> MDSCs isolated from Ab+Pal treatment resistant tumors inhibited CD3/CD28 stimulated proliferation of CD4<sup>+</sup> and CD8<sup>+</sup> T cells *in vitro*. Left, representative flow cytometry histograms measuring carboxyfluorescein succinimidyl ester (CFSE); right, quantification of T-cell proliferation. Error bars represent SEM. *P*-value by Student's *t*-test. (B) t-SNE plot of scRNA-seq data from CD45<sup>+</sup> TILs, Gr1<sup>high</sup> Ly6G<sup>+</sup> cells and Gr1<sup>dim</sup> Ly6G<sup>-</sup> cells. Each point represents a single cell. (C) Expression of key marker genes used for immune cell-type identification and annotation was overlaid on t-SNE plots as shown in (B). Expression of macrophage genes (*CD14*, *Emr1* or *F4/80*, *Apoe* and *Lyz2*), T/NK-cell related genes (*Cd3e*, *Nkg7*, *Cd4* and *Cd8a*), *Arg1* and *Xbp1* were shown. (D) mRNA levels of *Lcn2* and *Mgst1* in sorted T cells (CD3<sup>+</sup>), macrophages (F4/80<sup>+</sup>) and MDSCs/IMCs (Gr1<sup>+</sup>) from APR tumors were quantified by RT-PCR. Error bars represent SD. *P*-value by one-way ANOVA with Tukey's test.

Supplementary Figure 7

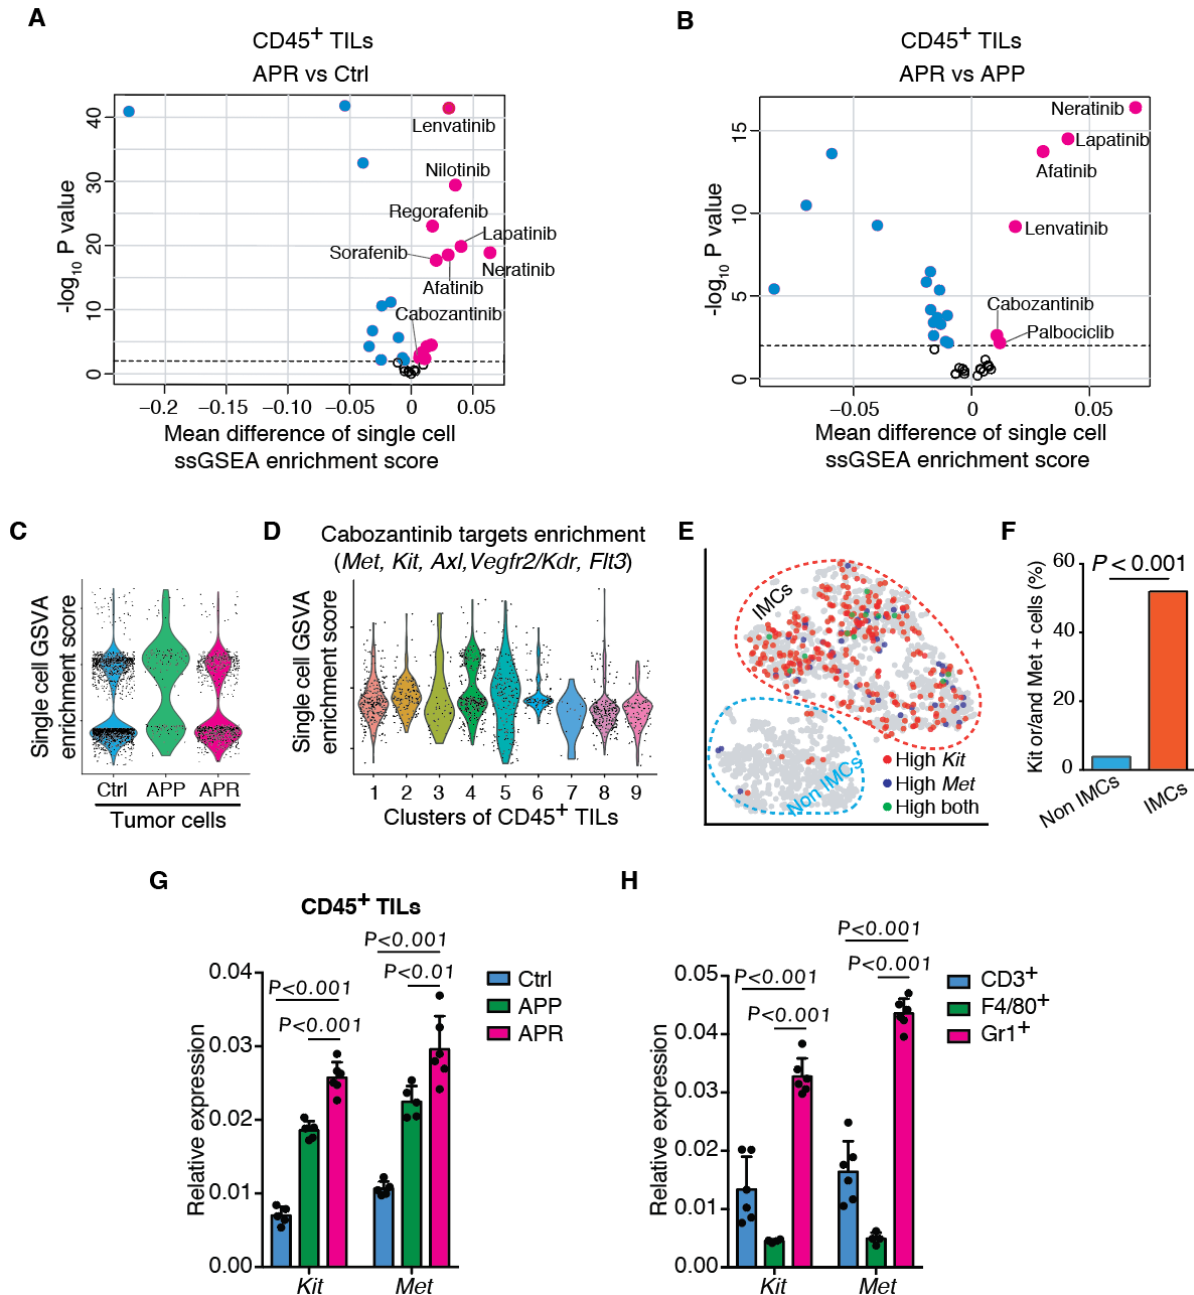

**Supplementary Figure 7. Identification of cabozantinib as a potential IMCs-targeted drug by single-cell RNA-seq analysis.** (A and B) Volcano plots comparing enrichment score for drug target genes of FDA approved protein kinase inhibitors between TILs from APR and Ctrl tumors (A), and from APR and APP tumors (B). Each point represents an inhibitor. X-axis, mean difference of ssGSEA enrichment score between groups; Y-axis,  $-\log_{10}$  ( $P$ -value by t-test). (C) Enrichment analysis of cabozantinib target genes across tumor cells grouped and plotted by different phenotypes. Each point represents a single cell. (D) Distribution of enrichment score for cabozantinib target genes among TIL-clusters as identified in Fig.2A. (E) Distribution of *Kit* and/or *Met* expression cells on t-SNE of scRNA-seq data for CD45<sup>+</sup> TILs and Gr1<sup>+</sup> cells in experiment of **Fig.2 g**. Each point represents a single cell. (F) Abundance of Kit and/or Met expressing cells in IMCs and non-IMCs as annotated in (E).  $P$ -value by Chi-square test. (G and H) mRNA levels of *Kit* and *Met* in CD45<sup>+</sup> TILs from Ctrl, APP and APR tumors (G) and in sorted T cells (CD3<sup>+</sup>), macrophages (F4/80<sup>+</sup>) and MDSCs/IMCs (Gr<sup>+</sup>) from APR tumors (H) were quantified by RT-PCR. Error bars represent SD.  $P$ -value by one-way ANOVA with Tukey's test.

## Supplementary Figure 8

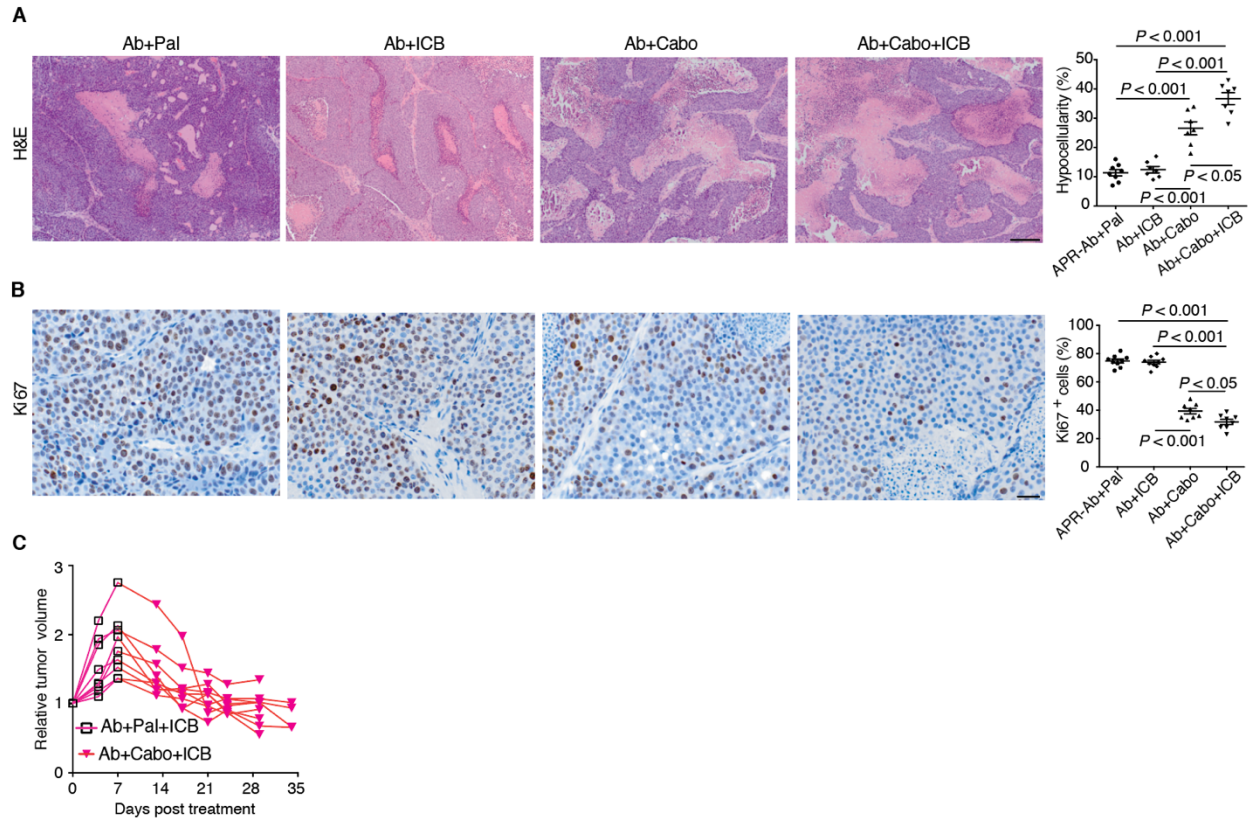

**Supplementary Figure 8. Therapeutic activity of Ab+Cabo or Ab+Cabo+ICB against Ab+Pal resistant tumors.** (A) Representative images of H&E staining for tumors with indicated treatment and quantification of hypocellularity. Scale bar, 100  $\mu$ m. (B) Representative images and quantification of Ki67 immunohistochemistry staining tumors with indicated treatment. Scale bar, 20  $\mu$ m. (C) Relative volumes of Ab+Pal resistant tumors after sequential treatment with Ab+Pal+ICB and Ab+Cabo+ICB (as in Fig.3F). Ab+Pal resistant tumors were first treated with Ab+Pal+ICB for 1 week then switched to Ab+Cabo+ICB treatment for 3 weeks. Cabo, protein kinase inhibitor cabozantinib; ICB, immune checkpoint blockades, cocktail of anti-CTLA4 and anti-PD-1 antibodies. Error bars represent SEM. *P*-value by one-way ANOVA with Tukey's test.

## Supplementary Figure 9

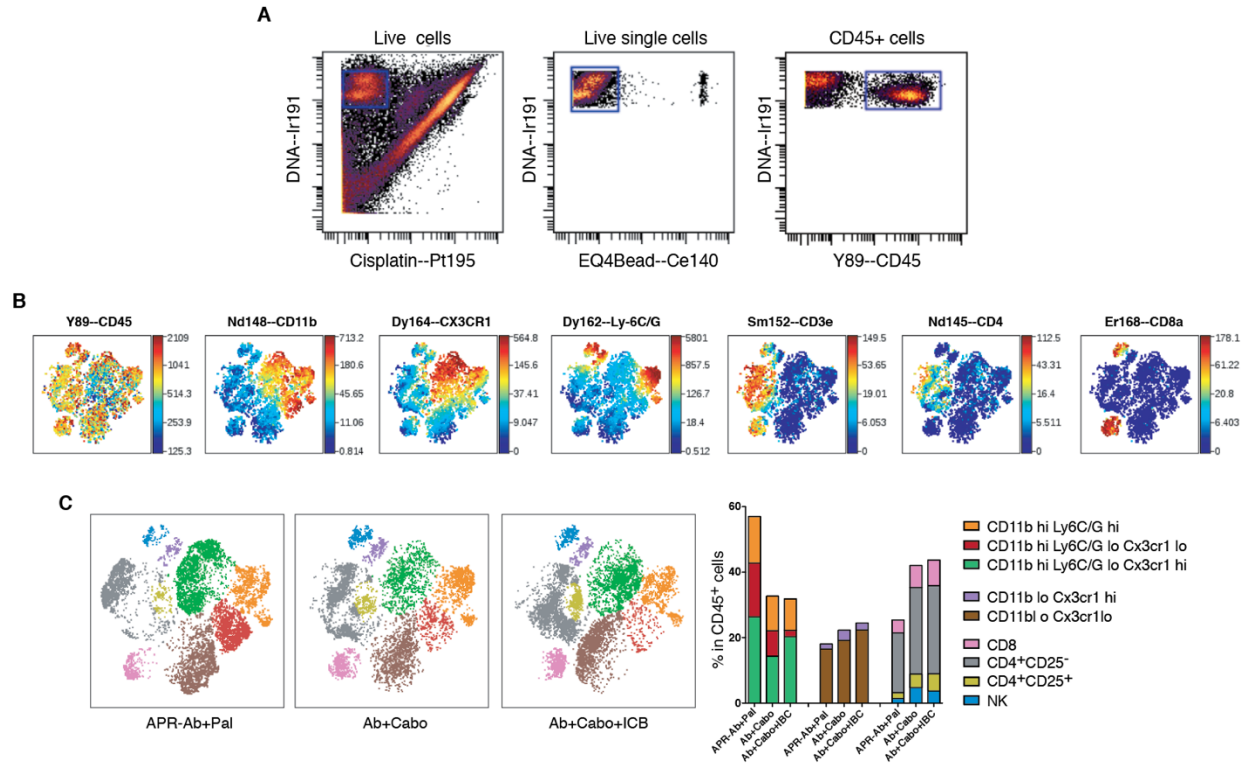

**Supplementary Figure 9. Characterization of infiltrating immune cell populations in tumors after Cabo and ICB treatment.** (A) Preliminary gating for mass cytometry samples after Cabo and ICB treatment. Iridium-191 and cisplatin-195 were used to select live single cells and subsequently CD45<sup>+</sup> cells were selected for further analysis. (B) Representative plots showing the expression of markers used for cell characterization/gating overlaid on viSNE plots. viSNE plots were generated by Cytobank, based on the t-SNE algorithm. Each point represents a single cell and the color gradient represents marker's intensity (expression level). (C) Classification of CD45<sup>+</sup> tumor infiltrated immune cell populations on viSNE plots (left) and quantification (right).

# Supplementary Figure 10

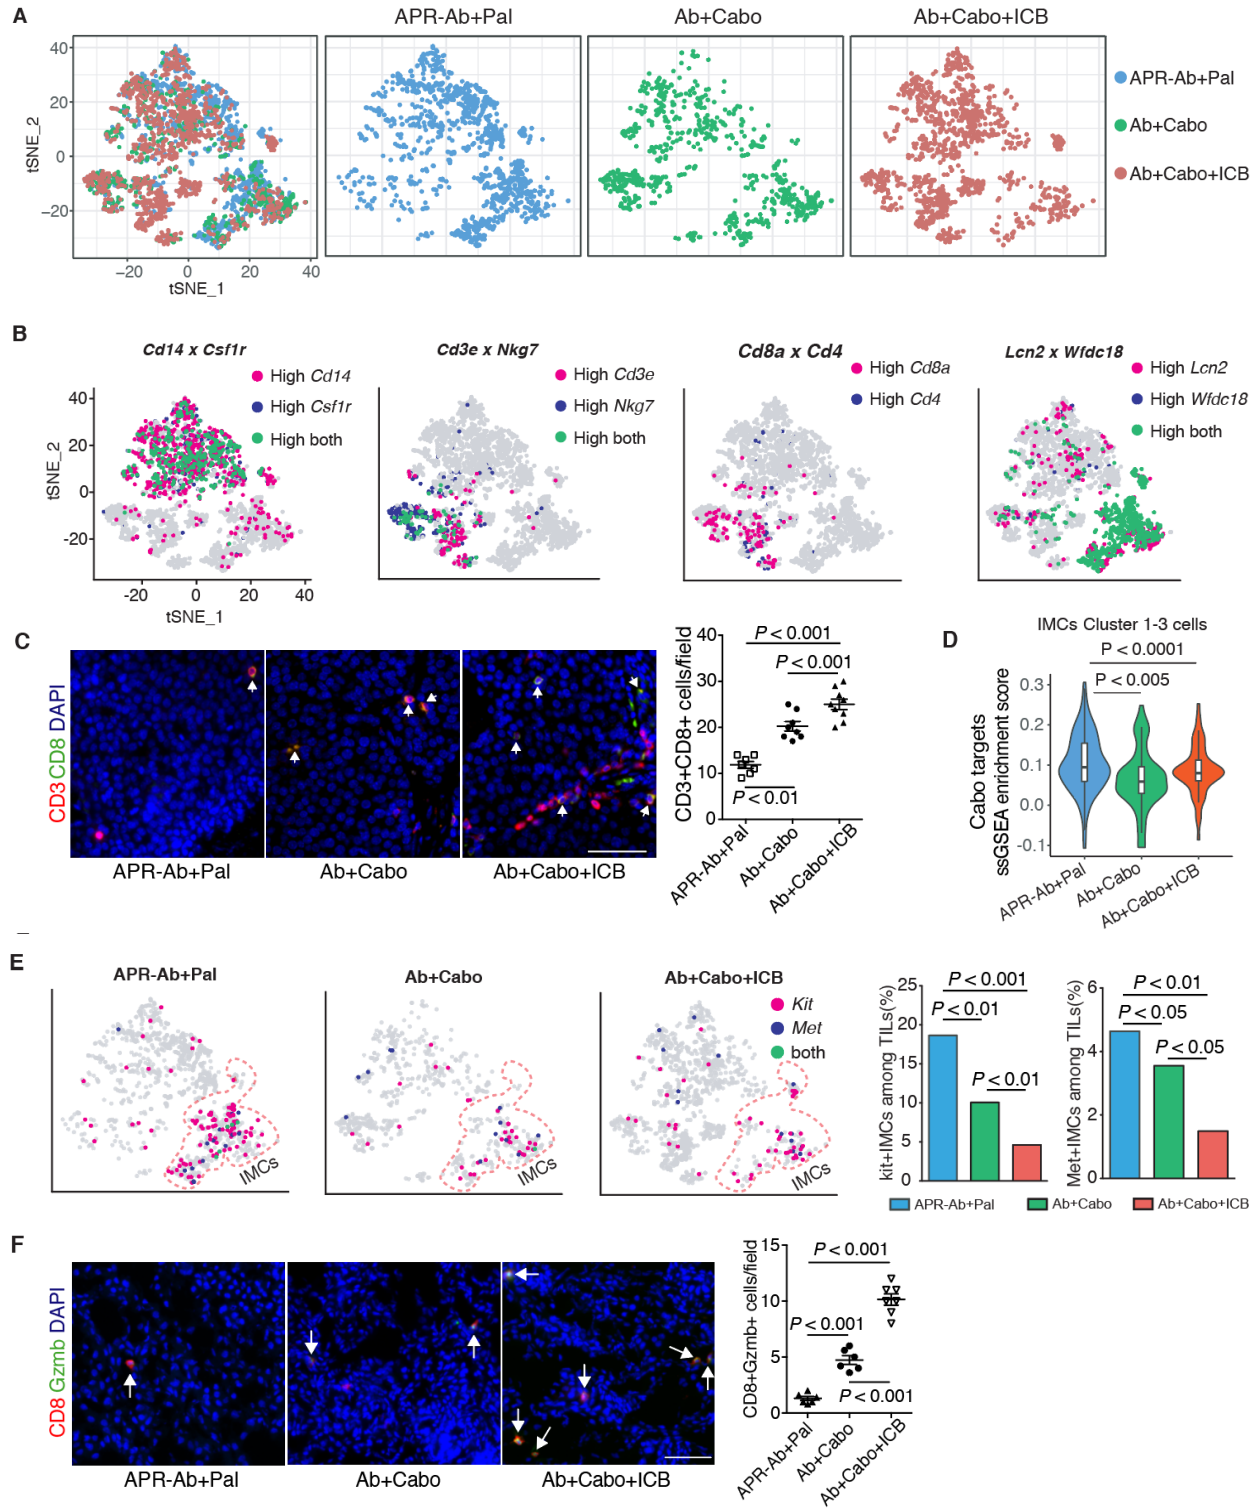

**Supplementary Figure 10. Single-cell RNA sequencing of tumor infiltrated leukocytes after Cabo and ICB treatment.** (A) t-SNE plots of 3,168 TILs derived from APR tumors with continuous Ab+Pal, Ab+Cabo or Ab+Cabo+ICB treatment, merged (left) or subdivided into individual group (right) were shown. Each point represents a single cell. (B) Expression of key marker genes used for immune celltype identification and annotation was overlaid on t-SNE plots. (C) Representative images and quantification of CD3 and CD8 immunofluorescence staining. Arrows indicate CD3 and CD8 double positive cells. Scale bar, 50  $\mu$ m. Error bars represent SEM. *P*-value by one-way ANOVA with Tukey's test. (D) Enrichment scores of cabozantinib target genes among tumor infiltrated IMCs after indicated treatment. *P*-value by Student's t-test. (E) Distribution of Kit and/or Met expression cells on t-SNE plot of scRNA-seq data from (A), and abundance of *Kit* or *Met* expressing IMCs within CD45<sup>+</sup> TILs after indicated treatment. *P*-value by three-sample Chi-square test. (F) Representative images and quantification of CD8 and Granzyme B immunofluorescence staining. Arrows indicate CD8 and Granzyme B double positive cells. Scale bar, 50  $\mu$ m. Error bars represent SEM. *P*-value by one-way ANOVA with Tukey's test.

**Supplementary Table 1**

**Supplementary Table 1. Gr-1<sup>+</sup> MDSCs signature (Top 300 differentially expressed genes of MDSCs clusters by scRNA-seq as shown in Fig. 2h)**

## Supplementary Table 2

Supplementary Table 2. Primer sequences

| Gene Symbol  | GenBank Accession | Forward Primer (5' to 3') | Reverse Primer (5' to 3') |
|--------------|-------------------|---------------------------|---------------------------|
| <i>Lcn2</i>  | NM_008491         | TGGCCCTGAGTGTCATGTG       | CTCTTGTAGCTCATAGATGGTGC   |
| <i>Mgst1</i> | NM_019946         | CTCAGGCAGCTCATGGACAAT     | GTTATCCTCTGGAATGCGGTC     |
| <i>Kit</i>   | NM_001122733      | CTCCCCCAACAGTGTATTAC      | TAGCCCGAAATCGCAAATCTT     |
| <i>Met</i>   | NM_008591         | GTGAACATGAAGTATCAGCTCCC   | TGTAGTTTGTGGCTCCGAGAT     |
| <i>Actb</i>  | NM_007393         | GGCTGTATTCCCCTCCATCG      | CCAGTTGGTAACAATGCCATGT    |

## **Supplementary Methods**

### **CyTOF antibodies**

The following pre-conjugated antibodies purchased from Fluidigm were used in this study: CD45-089Y (3089005B, 30-F11); Ly-6G-141Pr (3141008B, 1A8.); CD11c-142Nd (3142003B, N418); CD45R-144Nd (3144011B, RA3-6B2); CD4-145Nd (3145002B, RM4-5); CD11b-148Nd (3148003B, M1/70); CD44-150Nd (3150018B, IM7); CD25-151Eu (3151007B, 3C7); CD3e-152Sm (3152004B, 145-2C11); PD-L1-153Eu (3153016B, 10F.9G2); CTLA-4-154Sm (3154008B, UC10-4B9); PD-1-159Tb (3159024B, 29F.1A12); Ly-6C-162Dy (3162014B, HK1.4); CX3CR1-164Dy (3164023B, SA011F11); NK1.1-165Ho (3165018B, PK136); c-Kit-166Er (3166004B, 2B8); CD8a-168Er (3168003B, 53-6.7); CD86-172Yb (3172016B, GL1); I-A/I-E-209Bi (3209006B, M5/114.15.2).

### **T-cell suppression assay**

MDSCs were isolated from Ab+Pal treatment resistant tumors by Ficoll separation followed by using a mouse MDSC Isolation Kit (Miltenyi Biotec, 130-094-538). Isolate lymphocytes from spleen of wild-type FVB/N mice were labeled with carboxyfluorescein succinimidyl ester (CFSE) (2  $\mu$ M) (Invitrogen, C34554), stimulated with CD3/CD28 magnetic beads (Invitrogen, 11452D), and cultured alone or with MDSCs at different ratios for 3 days. Cells were then collected and stained with anti-CD4-PE and anti-CD8a-APC (BioLegend, 100407 & 100711), CFSE intensity was quantified by flow cytometry and T-cell proliferation was analyzed.

### **Histology and immunohistochemistry**

Tumor tissues were fixed in 10% neutral buffered formalin, processed routinely, and embedded in paraffin. H&E staining of paraffin-embedded tumor sections were used to quantify the hypocellular regions. Paraffin-embedded sections (4  $\mu$ m) were subjected to antigen retrieval in a pressure cooker with sodium citrate buffer (PH=6.0) and incubated with antibodies specific for CD45 (BioLegend, 103103, 1:100), Ki-67 (DAKO, 1:200) overnight at 4°C. Biotin-conjugated secondary antibodies were used. Remaining steps were performed using Vectastain ABC kits (Vector Laboratories). Slides were counterstained with hematoxylin. To quantify the positive staining cells, the numbers of infiltrating CD3<sup>+</sup> or Ki67<sup>+</sup> cells were counted per field of view after examination of at least 10 fields of each section (200X), and the percentage of positive cells for Ki-67 was evaluated. Images were acquired using a Zeiss microscope with Axiovision software (Carl Zeiss, Inc.).

### **Immunofluorescence staining**

FFPE sections were used for CD3 and CD8 IF staining. Sections (4  $\mu$ m) were subjected to antigen retrieval in a pressure cooker with sodium citrate buffer (PH=6.0), blocked with R.T.U. Animal Free Blocker and

Diluent (Vector Laboratories) for 1 h and then incubated with antibodies for CD3 (Abcam, ab16669, 1:300), CD8 (Thermo Scientific, 14-0808-82, 1:150) overnight at 4°C, followed by washing with PBS containing 0.05% TWEEN-20. Sections were then incubated with goat anti-Rabbit- Alexa Fluor 488 and goat anti-Rat- Alexa Fluor 594 (Thermo Scientific, A11034 and A11007, 1:500) in the blocking solution for 1 h at room temperature. After washing, sections were stained with DAPI to visualize nuclei.

Cryosections were used for CD11b, Gr1, CD8 and granzyme B IF staining. For preparation of cryosections, dissected tissues were embedded in Tissue-tek O.C.T. (Electron Microscopy Sciences) and frozen on dry ice. Frozen tissues were stored at -80 °C until they were sectioned at 7 µm. For multicolored immunofluorescence staining, O.C.T. tumor cryosections were briefly air dried and fixed with 3% paraformaldehyde at room temperature for 15 min. Sections were then blocked with R.T.U. Animal Free Blocker and Diluent (Vector Laboratories) for 1 h and incubated with primary antibodies for CD11b-Alexa Fluor 488 (BioLegend, 101217, 1:50), Gr1-Alexa Fluor 594 (BioLegend, 108448, 1:50), CD8 (Thermo Scientific 14-0808-82, 1:150), granzyme B-FITC (BioLegend, 372205, 1:50). Secondary antibody goat anti-Rat-Alexa Fluor 594 (Thermo Scientific, A11007, 1:500) was used for CD8 staining. After washing, sections were stained with DAPI to visualize nuclei. Immunofluorescence imaging was performed on a multicolour fluorescent microscope (Leica DM5500 B). Five random fields were acquired from each biological sample for quantification of positive stained cells.

### **Flow cytometry sorting**

Cryopreserved mammary tumors were enzymatically digested followed by density centrifugation. Cell suspensions were incubated with TruStain fcX (BioLegend, 101319) in 100uL MACS buffer (PBS with 0.5% BSA and 2 mM EDTA) for 15 minutes at room temperature. Cells were then incubated with pre-conjugated antibodies including CD45-APC (BioLegend, 103111), CD3-PE (Phycoerythrin) (BioLegend, 100205), F4/80-FITC (Fluorescein Isothiocyanate) (BioLegend, 123107), Gr1-APC/Cy (BioLegend, 108423). Flow cytometry sorting was performed on BD FACSAria. Single cells with CD3+, F4/80+ or Gr1+ (~10,000) were sorted into tubes containing 50 uL lysis buffer in the PicoPure™ RNA Isolation Kit (Thermo Fisher Scientific, KIT0204).

### **Quantitative PCR**

Total RNA was isolated using PicoPure™ RNA Isolation Kit (Thermo Fisher Scientific, KIT0204) and reverse-transcribed using qScript cDNA Synthesis Kit (Quantabio, 95047-100) following the manufacture's protocol. Quantitative PCR was performed using 2x SYBR Green qPCR Master Mix (Bimake, B21202). Primers were synthesized by Integrated DNA Technologies and the sequences are listed in Supplementary Table 2. Gene expression level was calculated relative to β-actin using ΔCt values.

How the deposited data were processed for this re-analysis (not part of the article)

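Drop-seq libraries of mouse mammary tumors were measured in 4 experiments: 5 libraries of CD45-depleted tumor cells (1 per treatment), 6 libraries of CD45+ TILs (2 each of Ctrl, APP and APR), 4 libraries of Gr1-sorted cells set against 2 TIL libraries, and 6 TIL libraries of transplanted tumors (2 per regimen), 2 of which are those of the sort. The values are UMI counts per gene and barcode. Before the counts were deposited, the authors aligned the reads to mm10 with STAR, ran the standard Drop-seq pipeline and chose the number of barcodes from a knee plot. The versions of these tools and the gene annotation are not stated. No normalization had been applied to the deposited counts, which was checked on the files.

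The paper's cell filters were applied in the stricter of 2 readings of its wording, with a cell removed where it failed either limit on genes or UMIs. Genes had to be seen in 5, 2, 2 and 10 cells for tumor cells, TILs, Gr1 sort and transplant TILs. Cells needed at least 600, 400, 500 and 400 genes and at most 4000, 4000, 5000 and 5000. UMI limits were 1500 to 20000, 1200 to 30000 and 1500 to 50000, with none for the transplant TILs, and mitochondrial UMIs at most 15% for tumor cells and 10% elsewhere. Tumor cells with a UMI of Pdgfra, Pecam1, Ptprc or Itgam were removed. Doublets were scored with the method of Scrublet, which called 69 of 6374, 23 of 1568, 23 of 2742 and 41 of 5481 cells. Of the 69 calls in tumor cells, 58 were in the APP library (30.1% of its 193 cells), with at most 0.455% in each of the other 4. None were removed. An alternative removed the 5% with the highest score for TILs, Gr1 sort and transplant TILs, and tumor cell values were not computed again without the cells called. Depth per library and cell is given with each experiment. At these depths a gene at the floor of 3 counts per library cannot be told from absence.

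Clustering used the natural log of 1 plus UMIs per 10000, 2000 variable genes, 20 principal components, a shared-neighbor graph of 20 neighbors and Leiden with seed 1, at the lowest resolution in steps of 0.1 with at least the paper's number of clusters. Resolutions were 0.2, 0.6, 0.1 and 0.4. Clusters are numbered by size, so the numbers differ from the paper's. Marker lists covered macrophages (12 genes), T and NK cells (17), neutrophils (12), monocytes (9), dendritic cells (9), B cells (5), mast cells and basophils (6), fibroblasts (7), endothelium (4), mammary epithelium (13), all leukocytes (10) and the genes by which the paper annotates IMCs (7). A marker was up in a cluster at 3 times the lowest cluster. For the class per cell, a cell took the list with most UMIs, where the mammary epithelial list and the IMC genes compete. Cells with a tie stayed unnamed. Of the mammary epithelial list, Epcam, Krt8, Krt18, Cldn3, Cldn7, Elf5, Ehf, Erbb2, Csn3 and Spint2 stand in the paper's Supplementary Table 1, which had been read when the list was written.

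Genes were tested on UMIs summed per library with edgeR's quasi-likelihood test, TMM scaling and filterByExpr, with p adjusted after Benjamini and Hochberg and called under 0.05. A library entered with at least 10 cells of the clusters summed. Shares of cells were tested with the same tool on cells per library. Scores and shares of cells with a UMI used cells thinned to 1500, 1200, 1500 and 600 UMIs, with shallower cells left out. They were compared by exact permutation of library labels, or by exact sign-flip within 6 libraries. The score was a rank score with exponent 0.25, in the manner of single-sample enrichment. Gene sets came from Reactome as held by the fgsea package, the MDSC signature from Supplementary Table 1 (285 of 300 genes matched) and cabozantinib targets from the paper (Met, Kit, Axl, Kdr and Flt3). Sets in tumor cells used a pseudocount of 0.5 and 10000 random lists. A gene entered where its mean level over the 5 libraries corresponds to at least 20 UMIs in the compared library of fewer UMIs. The named genes are those the paper names for single-cell data, the marker lists, the 3 higher and 3 lower genes with the smallest p whose libraries do not overlap, and the 10 leading genes per cluster. Those printed are a subset chosen for the text after values could be seen.

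The filters, lists, tests and most alternatives were set before the data were examined. Alternatives were the looser cell filter, DESeq2, no filter on low counts, the replicate number as a block, only the groups compared, removal by doublet score, a resolution of 1.0, class per cell by marker UMIs, no thinning for shares of cells, the UMI share of a set as its score, the mean over cells of UMIs per 10000 for gene levels of tumor cells, no removal of stromal cells and each library left out. The sign-flip test, no thinning for scores and the IMC clusters without the mixed cluster were chosen after seeing the data, as were the numeric limits that turn a test of an explanation into a reading of it and the rule that calls a value without a test moved. On simulated data, edgeR found 0, 79, 108 and 169 of 200 genes changed by 2 on the log2 scale in TILs, Gr1 sort and the clusters with T and NK cell genes and with IMC genes of the transplant TILs. In simulated cells with 200 genes raised, the raised cell scored higher in 100% of pairs. Left out were gene sets that are not available here (hallmark, KEGG and Biocarta sets, other drugs), a cell cycle correction and all assays without deposited counts.

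Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.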

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

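Tests of cluster 6, of Spp1, of doublets in cluster 9 and of lymph node tissue were chosen after the result was seen, and the others before it.

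The paper does not report how far the CD45+ clusters with IMC genes resemble tumor cells. In TIL clusters 1, 4 and 6, the median gene of the mammary epithelial list was at 94.2% of its level in CD45-depleted APR tumor cells, and in the corresponding clusters of the Gr1 sort and the transplant TILs at 64.6% and 66.2%. In the macrophage-gene clusters of the TILs it was at 4.27%, which argues against free tumor RNA in droplets of leukocytes. The pan-leukocyte genes in clusters 1, 4 and 6 were at 6.41% of their level in the macrophage-gene clusters (1.02% and 3.79% in the other 2 experiments), which argues against doublets of a tumor cell and a leukocyte. Cluster 6 carried most of that, and in clusters 1 and 4 alone the 2 medians were 99.1% and 2.19%. Across genes, which are not independent replicates, the profile of clusters 1, 4 and 6 had a Spearman correlation of 0.914 with APR tumor cells and 0.653 with the macrophage-gene clusters. A candidate explanation is that tumor epithelial cells were carried through the CD45 selection. Of the 13 genes, 10 stand in the paper's MDSC signature, so the list and the signature are not independent. Myeloid cells that express epithelial and not leukocyte genes stay open, since these libraries hold no protein measurement. The paper's evidence for myeloid cells in APR tumors also includes mass cytometry of CD45+ cells and immunofluorescence for CD11b and Gr1. It further reports qPCR of sorted cells, T-cell suppression by Gr1+ cells and depletion with an anti-Gr1 antibody. None of these assays was examined here.

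Of Ctrl TIL replicate 2, 25.5% lay in cluster 6, which carried macrophage and epithelial genes. Its cells in that library had a median of 1500.5 UMIs, below the 4634 of its macrophage-gene cells and the 2987 of clusters 1 and 4, which argues against doublets. Their profile had a Spearman correlation across genes of 0.886 with the barcodes of the library below the UMI minimum, above the 0.824 with macrophage-gene clusters, 0.741 with clusters 1 and 4 and 0.679 with APR tumor cells, so droplets that hold mixed free RNA may be the source. A cell state between the 2 kinds, as the paper proposes, stays open.

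Of APP TIL replicate 2, 21.3% lay in cluster 8, with fibroblast genes, against at most 4.47% of any other library. Its pan-leukocyte genes were at 4.93% of their level in the macrophage-gene clusters, so stromal cells carried through the selection are a candidate explanation. Why 1 library held most of them was not tested.

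Of transplant Ab+Cabo replicate 2, 18.9% lay in cluster 9, with neutrophil genes such as S100a8 and S100a9, against at most 2.35% of any other library. Doublets and single cells cannot be told apart, because the cells of the cluster in that library had a median of 1039.5 UMIs (923 to 1174, exact 95% interval) and its macrophage-gene cells 984 (906 to 1091). Hemoglobin UMIs in that library were at 0.00990 per 10000 (1 UMI) and up to 1.10 in others. Blood leukocytes and leukocytes of the tumor cannot be told apart by them, because density centrifugation removes red cells. A difference between tumors stays open and untested.

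Of transplant Ab+Cabo+ICB replicate 1, 14.0% lay in cluster 10, with B cell genes, and 30.0% in cluster 5, with Tcf7, Lef1 and Ccr7. In the other library of that regimen the shares were 0.918% and 3.57%. Lymph node tissue taken with the tumor and an effect of the regimen in 1 tumor cannot be told apart, because both predict these cells together in the library.

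Spp1 in the Ab tumor cells was at 105 times its Ctrl level (97.3 to 114, counting error only, 1 library each). Cells with a UMI of Ptprc, Itgam, Pdgfra or Pecam1 had been removed from both libraries. In the cells kept, the macrophage genes were at 0.811 UMIs per 10000 against 1.72 in Ctrl and the fibroblast genes at 0.548 against 0.659, which argues against these cells as the source. The pan-leukocyte genes were higher, at 3.21 against 2.63. The top 1% of cells held 24.5% of the Spp1 UMIs against 3.07% if RNA were spread evenly (3.33% at most in 1000 draws), so free RNA is unlikely to be the whole source. In the other 4 tumor libraries Spp1 was also less even than random spread gives. A part from free RNA stays open, since 79.7% of the Ab cells had a UMI at 1500 UMIs per cell.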

How the results depend on the processing

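No thinning for scores was chosen only after the results were seen, and so were the limits by which a value without a test counts as moved. The other tests below were set beforehand. The cause of a change was not tested except where its construction shows it. Over 98 results for named genes (a gene in 1 comparison each) and 1124 comparisons with alternatives, 918 left the result as it was, 46 reversed the sign, 66 lost a call and 94 gained one. Class shares kept their result in 128 of 131 comparisons, scores in 93 of 106, cells with a UMI in 68 of 81 and tumor cell scores in 70 of 72. Tumor cluster shares did so in 27 of 30 and tumor gene levels in 46 of 57. Taken as the mean over cells of UMIs per 10000, 5 of 19 such levels moved (Cxcl1 and Cxcl2 for APP to Ctrl, B2m and H2-D1 for APR to Ctrl and Spp1 for Ab to Ctrl), none to the other side of 1. The other 6 moves came from the looser cell filter and from keeping stromal-marker cells.

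Counts of called genes moved most. For APR minus Ctrl in TILs edgeR called 295 genes, DESeq2 873 (294 of them shared), 1878 without a filter on low counts, 1535 with only the 2 groups compared and 189 without cells of high doublet score. For APR minus APP and APP minus Ctrl, with 0 calls and 2185 and 1258 genes at an unadjusted p under 0.05, DESeq2 called 356 and 116, and 1608 and 839 were called without the filter. With single libraries left out, APR minus Ctrl ranged from 0 (without either Ctrl or either APR library) to 1355 (without APP replicate 2), with 1177 without APP replicate 1. APR minus APP ranged from 0 to 692 (without APP replicate 1).

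For Gr1high minus Gr1dim, with 0 calls and 346 genes at an unadjusted p under 0.05, DESeq2 called 40 and the test without the filter 187. For Gr1-sorted minus TILs, edgeR called 1149, 2060 without the filter and 539 with the looser cell filter, and from 253 (without Gr1high replicate 2) to 1847 (without TIL replicate 1) with libraries left out. It called 549 without Gr1high replicate 1, 689 without Gr1dim replicate 1 and 374 without TIL replicate 2.

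In the transplant clusters with T and NK cell genes, edgeR called 3 genes for Ab+Cabo minus Ab+Pal, 6 for Ab+Cabo+ICB minus Ab+Pal and 0 for Ab+Cabo+ICB minus Ab+Cabo (94 at an unadjusted p under 0.05, 0 by DESeq2). Without the filter the counts were 21, 25 and 27. Without cells of high doublet score they were 0 and 3 for the first 2, and with only the 2 groups compared the second was 3. With libraries left out they ranged from 2 to 5 (5 without either Ab+Cabo+ICB library), 3 to 9 (3 without Ab+Pal replicate 1) and 0 to 20 (20 without Ab+Cabo+ICB replicate 2, 1 without replicate 1). In the clusters with IMC genes, Ab+Cabo minus Ab+Pal had 3 calls, 9 by DESeq2, 64 without the filter, 6 with only the 2 groups and 7 without cells of high doublet score. Leaving out libraries gave 1 (Ab+Cabo replicate 2) to 15 (Ab+Cabo replicate 1), with 8 without Ab+Pal replicate 2 and 9 without either Ab+Cabo+ICB library. Ab+Cabo+ICB minus Ab+Pal had 1 call, 10 by DESeq2, 94 without the filter, and 1 to 15 (Ab+Pal replicate 2), with 3 without either Ab+Cabo library or Ab+Cabo+ICB replicate 2 and 7 without Ab+Cabo+ICB replicate 1.

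Signs of small changes depended on single libraries, here as log2 fold change and its lowest and highest value. In the Gr1 sort, Arg1 for Gr1-sorted minus TILs was -0.05 (-0.31 to 0.16). For Gr1high minus Gr1dim, Lcn2 was -0.13 (-0.32 to 0.080), Mgst1 0.06 (-0.37 to 0.40) and Arg1 0.06 (-0.36 to 0.59). With the looser cell filter Lcn2: genes changed, Gr1high minus Gr1dim, was 0.0062 and Arg1: genes changed, Gr1high minus Gr1dim, was -0.045.

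In TILs, APP minus Ctrl was 0.63 for Nkg7 (-0.29 without APP replicate 2, to 2.74) and 0.33 for Gzmb (-0.95 without APP replicate 2, to 3.43). APR minus Ctrl ranged for Nkg7 from -1.21 to 1.86, Gzmb -0.82 to 3.33, Cd3g -1.65 to 1.68, Cd3d -2.02 to 2.25, Trbc2 -1.52 to 1.83, Cd8b1 -1.61 to 7.81 and Arg1 -0.99 to 0.39. Without Ctrl replicate 2 the sign turned for Nkg7, Cd3g, Cd3d, Trbc2 and Cd8b1, and for Nkg7 and Cd3g also without APR replicate 1. For Gzmb it turned without Ctrl replicate 1 or APR replicate 2, and for Arg1 without Ctrl replicate 1. Both APP minus Ctrl values also turned without Ctrl replicate 1. Gzmb: genes changed in TILs, APR minus Ctrl, was -0.29 with the looser cell filter.

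In the transplant clusters with IMC genes, Met ranged from -0.27 to 0.39 for Ab+Cabo minus Ab+Pal and from -0.46 to 0.15 for Ab+Cabo+ICB minus Ab+Pal. In those with T and NK cell genes, Ab+Cabo minus Ab+Pal ranged for Cd28 from -1.07 to 0.54, Icos -0.67 to 0.11 and Ctla4 -1.45 to 0.27. Ab+Cabo+ICB minus Ab+Cabo ranged for Icos from -0.21 to 0.67 and Gzmb: genes changed in T and NK class, Ab+Cabo+ICB minus Ab+Cabo, from -1.92 (called by edgeR, adjusted p = 0.0477, without Ab+Cabo+ICB replicate 2) to 0.32. Ab+Cabo+ICB minus Ab+Pal ranged for Cd28 from -0.34 to 2.35, Icos -0.51 to 0.37 and Gzmb -0.27 to 1.97. Icos: genes changed in T and NK class, Ab+Cabo+ICB minus Ab+Pal, was 0.0077, and it was -0.010 by DESeq2, -0.0024 with the replicate block, -0.0094 with only the 2 groups compared and -0.048 without cells of high doublet score.

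The share of group II, Gr1-sorted minus TILs, was 1.46 and ranged from 0.85 without TIL replicate 2 to 2.56 without TIL replicate 1. The share of the transplant clusters with IMC genes, Ab+Cabo minus Ab+Pal, ranged from -0.82 without Ab+Pal replicate 2 to 1.07 without Ab+Pal replicate 1, and that of clusters 4 and 5, Ab+Cabo+ICB minus Ab+Cabo, from -0.75 without Ab+Cabo+ICB replicate 1 to 1.08 without replicate 2. The MDSC signature score, Gr1-sorted cells minus TILs, ranged from 0.0592 without TIL replicate 2 to 0.135 without TIL replicate 1. The MDSC signature score of transplant TILs, Ab+Cabo minus Ab+Pal, ranged from -0.0260 without Ab+Pal replicate 2 to 0.0239 without Ab+Pal replicate 1, and the MDSC signature score of transplant TILs, Ab+Cabo+ICB minus Ab+Pal, from -0.0399 to 0.0100 without the same libraries.

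Without thinning, depth also enters the scores and the shares of cells with a UMI, and scores moved in both directions. The MDSC signature score of TILs was then 0.130 for APR minus Ctrl, 0.128 for APR minus APP and 0.141 for IMC-gene minus macrophage-gene clusters. The MDSC signature score of transplant TILs, Ab+Cabo+ICB minus Ab+Pal, was -0.0414. The cabozantinib target score was -0.0108 for APR minus Ctrl, 0.0346 for IMC-gene minus T and NK clusters and -0.0109 for Ab+Cabo minus Ab+Pal. Taken as the UMI share of the set, cabozantinib target score of TILs, APR minus APP, was -0.00343. TCR signaling and CD28 costimulation for Ab+Cabo+ICB minus Ab+Cabo were 0.0176 and 0.0146, and the UMI share gave the CD28 family costimulation score of the T and NK clusters of the transplant TILs, Ab+Cabo+ICB minus Ab+Cabo, as -0.0232. The cabozantinib targets score of tumor cells, APR minus Ctrl, reversed to -0.00109, and to -2.075e-04 with the looser cell filter.

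Cells with Kit or Met in TILs, without thinning, differed by 38.8 points for IMC-gene minus macrophage-gene clusters and 32.1 points for IMC-gene minus T and NK clusters (3.53 with class per cell). For APR minus Ctrl in the IMC-gene clusters the difference was 12.4 points (12.2 with class per cell). For cells with Kit or Met in the IMC-gene clusters of the TILs, APR minus APP, it was -23.3 points (-6.52 with class per cell, -18.6 with the looser cell filter). In the Gr1 sort group II minus group I was 48.8 points (5.73 with class per cell). For cells with Kit or Met in the IMC-gene clusters of the transplant TILs, Ab+Cabo minus Ab+Pal, it was -12.9 points. For cells with Kit or Met in the IMC-gene clusters of the transplant TILs, Ab+Cabo+ICB minus Ab+Pal, it was -7.81 points with class per cell.

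The clusters of tumor cells changed when stromal-marker cells were kept, a run in which the resolution was also lower (0.1 against 0.2). The cluster with proliferation genes then held 98.1% of the Ab cells and was made up mostly of them. Of the APP cells, 100% lay in their own cluster. The looser cell filter kept 2962 TILs and 4420 cells of the Gr1 sort.

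The samples share only a replicate number, and nothing states that libraries with one number were handled together. Across genes, which are not independent replicates, libraries with one number had correlations of their deviations of 0.137, 0.0454 and 0.228 between TIL groups, 0.511, 0.287 and 0.319 in the Gr1 sort, -0.121, 0.118 and 0.0822 in the transplant clusters with T and NK cell genes and 0.0575, 0.0779 and -0.141 in those with IMC genes. With the replicate block, edgeR called 588 genes for APR minus Ctrl, 72 for Gr1high minus Gr1dim, 2212 for Gr1-sorted minus TILs, 5 and 1 for Ab+Cabo minus Ab+Pal and Ab+Cabo+ICB minus Ab+Cabo in the T and NK clusters and 3 for Ab+Cabo+ICB minus Ab+Pal in the IMC-gene clusters. In it, Nkg7: genes changed in TILs, APR minus Ctrl, was 0.074 and Cd8b1: genes changed in TILs, APR minus Ctrl, was 0.20. Shares with the block gave log2 fold changes of 1.85 and 2.06 for IMC-gene clusters of APR against Ctrl and APP (adjusted p = 0.396 for both by edgeR) and of 1.62 for group II (adjusted p = 0.0525).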

Differences from the paper's values

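No thinning for shares of cells and the other alternatives named here were set before the data were examined. A value is said to differ where it and the paper's are more than 1.5 times apart and further apart than the SD between libraries of the value of the main analysis, where there is one.

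The transplant TILs number 5481 cells here and 3168 in the paper, and no alternative applies. The T and NK clusters hold a mean of 6.23% of Ab+Pal cells here and about 14% in Fig. 4c, read by eye. A resolution of 1.0 (6.23%), class per cell (4.54%), removal of cells of high doublet score (6.30%) and leaving out either library (6.06% and 6.41%) also differ. For Ab+Cabo the values are 18.9% and about 33% (Fig. 4c, read by eye). Without Ab+Cabo replicate 2 the share is 25.4% and does not differ, while the others (18.8%, 16.5%, 18.7% and 12.4%) do.

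Cells with a UMI of Kit or Met make up 19.2% of the IMC-gene clusters of the TILs here and about 42% in Fig. 3b, read by eye. Without thinning the share is 41.9% and does not differ, while class per cell (16.5%) and the looser cell filter (21.3%) do. In Ctrl they are 13.2% against about 23% (Fig. 3c, read by eye). No thinning (32.1%), the looser filter (15.3%) and leaving out Ctrl replicate 2 (18.2%) do not differ, while class per cell (0%) and leaving out replicate 1 (8.13%) do. In APR they are 19.9% against about 47% (Fig. 3c, read by eye). No thinning (44.5%) does not differ, while class per cell (12.2%), the looser filter (21.8%) and leaving out either library (19.1% and 20.7%) do. In APP they are 33.2% against about 45% (Fig. 3c, read by eye), which does not differ, nor do the looser filter (40.4%) and leaving out replicate 2 (37.7%), while no thinning (67.8%), class per cell (18.8%) and leaving out replicate 1 (28.6%) do. In group II of the Gr1 sort they are 23.5% against about 52% (Supplementary Fig. 7F, read by eye), and in group I 1.88% against about 4% (Supplementary Fig. 7F, read by eye). No thinning gives 48.8% and 3.88%, which do not differ, while class per cell (22.0% and 14.0%) and the looser filter (21.3% and 1.96%) do. With class per cell, group I also holds the cells taken by the mammary epithelial list.

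In some directions the data here differ from the paper's statements. The paper finds cabozantinib targets enriched in APR TILs. The score here was -0.00382 for APR minus Ctrl and 3.21e-04 for APR minus APP, with Axl at -3.67 and Kit at 2.41 on the log2 scale. The paper names Arg1 among genes of IMCs and of group II. In the sort Arg1 was at 0.830 UMIs per 10000 in group II and 1.32 in the macrophage-gene clusters, while in the TILs it was at 2.54 in the IMC-gene clusters and 1.91 in the macrophage-gene clusters, the paper's direction. The paper reports slightly enhanced mitotic activity in APR. The median over M Phase genes was -0.02 for APR minus Ctrl, while the score was 0.00233 higher.

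The paper states that IMCs of APR are largely composed of cells with Kit or Met, while here the means were 19.9% in APR and 33.2% in APP on cells thinned to 1200 UMIs, and 44.5% and 67.8% without thinning. Tgfb2, Cyr61 and Lgals3 were above Ctrl in APR, as in the paper, but their highest levels were in Pal (0.893) and Ab (4.45 and 3.81). The paper took cells as replicates in its tests, while libraries were the replicates here, and none of the class shares of TILs passed the adjusted threshold.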

Other observations

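The tests of the MDSC signature were chosen before the result was seen, and the comparison of barcodes below the filters after it.

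CD45-depleted tumor cells had a mean MDSC signature score of 0.184 at 1200 UMIs per cell, against 0.199 for group II of the Gr1 sort, 0.163 for the TIL clusters with IMC genes, 0.0482 for the macrophage-gene clusters and 0.0679 for the T and NK clusters. For Gr1-sorted minus TILs the neutrophil genes fell by 4.37 on the log2 scale at the median (5 of 12 tested, none higher), which argues against a signature of granulocytic cells. The monocyte genes fell by 4.35 (1 of 8 higher), macrophage genes by 4.14, T and NK genes by 7.87 and pan-leukocyte genes by 4.11, some of them fitted against groups without a UMI. The mammary epithelial genes rose by 1.11 (12 of 12 higher, 1 called). A candidate explanation is that the signature marks mammary epithelial cells. The signature was picked by the authors from these libraries and 10 of the 13 epithelial genes stand in it.

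Barcodes below the filters held more neutrophil RNA than the cells kept in each library of the Gr1 sort. In Gr1high replicate 1 the neutrophil genes were at 7.25 UMIs per 10000 in 1343 barcodes below and at 1.52 in the cells kept. In Gr1high replicate 2 they were at 0.524 and 0.344, and in Gr1dim replicate 1 at 4.01 and 0.0546. Whether neutrophils were lost to the filters was not tested. No cluster of the CD45+ or Gr1-sorted cells was led by the neutrophil, monocyte, dendritic, mast cell and basophil or endothelial list, and B cell genes led cluster 10 of the transplant TILs alone.

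In the transplant clusters with IMC genes, S100a6 was at 633 ± 4.27 CPM (SD, n = 2) in Ab+Cabo, 456 ± 153 in Ab+Cabo+ICB and 53.8 ± 12.8 in Ab+Pal. The log2 fold changes were 3.51 and 3.02 (adjusted p = 7.49e-04 and 0.00387 by edgeR, higher in 2 of 2 libraries each). Mgp and Sparcl1 rose by 2.34 and 2.46 with Ab+Cabo (adjusted p = 0.0267 and 0.0453 by edgeR). With single libraries left out they ranged from 1.84 to 2.73 and from 2.26 to 2.95. With the replicate number as a block, edgeR called only 2 genes for Ab+Cabo minus Ab+Pal, both among S100a6, Mgp and Sparcl1. The paper's text does not name these genes, and their source was not tested.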
